# COCA-seq: genome-wide mapping of O-GlcNAc-associated open chromatin: COCA-seq maps O-GlcNAcylated open chromatin

**DOI:** 10.3724/abbs.2025207

**Published:** 2025-11-24

**Authors:** Chang Ge, Ran Zhao, Hongyu Jiang, Qingbin Chen, Zhentao Yu, Hankai Yang, Xuan Jiang, Qile Ma, Lirui Han, Kairan Yu, Guofang Li, Huang Huang, Wei Wang, Yubo Liu, Qingyue Zhang, Xing Jin

**Keywords:** O-GlcNAcylation, chromatin accessibility, gene expression regulation, drug resistance, multiomics

## Abstract

O-GlcNAcylation, a prevalent reversible post-translational modification, intricately alters non-histone proteins, influencing the organization of gene transcriptional regulation within the accessible chromatin environment. This nucleoplasmic landscape, characterized by histone-free regions, fundamentally enables O-GlcNAc-mediated modulation through dynamic accessibility. However, unraveling the O-GlcNAc-open chromatin interplay that governs sophisticated transcriptional regulatory networks remains constrained by current techniques, which lack the resolution to probe this spatiotemporal crosstalk. Here, we report a general strategy to systematically and chemoselectively profile O-GlcNAc-associated chromatin accessibility on a genome-wide scale (COCA-seq). Through comprehensive validation across low- and high-throughput levels, we demonstrate COCA-seq’s dual fidelity in both O-GlcNAc chemoselectivity and open chromatin specificity. We employ it to delve into doxorubicin resistance for breast cancer, scrutinizing pivotal regulatory genes and transcription factors implicated in this complex biological event. By integrating bulk RNA-seq with COCA-seq, we offer a multiomics perspective, shedding light on related biological processes and pathways like drug efflux and stress homeostasis, thereby uncovering potential mechanisms by which O-GlcNAc-associated open chromatin orchestrates tumor drug resistance. COCA-seq emerges as a general and versatile tool across various biological contexts, poised to reveal the landscape of O-GlcNAc-associated open chromatin regions across the genome and decipher the significance of glycosylation behind it.

## Introduction

Chromatin, an integral component exclusive to the nucleus of eukaryotic cells, comprises a complicated assembly of nucleic acids and histones and exists in two distinct states: closed and open. Closed chromatin ensconces DNA around histones, forming nucleosomes with minimal inter-nucleosome distances, impeding both transcription and replication processes [1]. In contrast, open chromatin, characterized by its accessibility, inclining itself to transcription factors (TFs), RNA polymerase II, *etc*., thus facilitating gene expression [2]. Open chromatin regions (OCRs) represent segments of chromatin in an accessible state, which contribute to protein-DNA interactions [3]. It has been reported that OCRs contain a large number of TF binding sites and exhibit dynamic histone modifications alongside diminished DNA methylation level which is crucial for modulating gene expression, introducing phenotypic alterations and steering cellular behaviors like differentiation and development [ 1, 2, 4] .

O-GlcNAcylation, an essential post-translational modification (PTM) that attaches O-linked β-N-acetylglucosamine (O-GlcNAc) moieties to serine or threonine residues of proteins, is widespread across nuclear and cytoplasmic proteins, most notably non-histone proteins (NHPs) like TFs [5]. The critical regulatory roles of O-GlcNAc modification on chromatin-bound proteins and its influence on various facets of transcriptional regulation have been underscored in previous studies, encompassing the stability, transcriptional activity, interaction with chromatin, nuclear localization of NHPs [6]. Given the significant role of NHPs in gene expression regulation, deciphering the distribution of O-GlcNAc-modified NHPs within OCRs assumes paramount importance, offers insights into O-GlcNAc-associated chromatin accessibility and delineates lineage-specific transcriptional regulatory principles. High-throughput sequencing technologies such as DNase-seq and ATAC-seq have been extensively utilized to profile chromatin accessibility, enabling exploration of OCRs on a genome-wide scale across diverse biological processes [7]. However, there is still an absence of approaches that allow genome-wide enrichment of OCRs bound by O-GlcNAc-modified NHPs in the nucleus and accordingly investigation of their connections.

Hence, we integrated DNase-seq for chromatin accessibility profiling with O-GlcNAc metabolic glycan labeling (MGL) to develop a genome-wide strategy to chemoselectively probe O-GlcNAc-associated chromatin accessibility (Chemoselectively O-GlcNAc-Chromatin Accessibility Sequencing, COCA-seq) [8]. COCA-seq supports the exhaustive identification and enrichment of OCRs that are targeted by O-GlcNAc-modified NHPs across the entire genome, thereby facilitating the elucidation of transcriptional regulation mechanisms orchestrated by O-GlcNAc-modified NHPs within OCRs. Tumor drug resistance is not only known to be involved with genetic mutations in cancer cells, but also with a variety of non-genetic adaptive mechanisms [9]. Cancer cells transmit inherent cellular plasticity via changes in chromosome structures and functions, allowing them to rapidly adapt transcriptional and/or metabolic programs to survive drug pressure and leading to the elusiveness of such a sophisticated regulatory network [10]. Utilizing COCA-seq, we investigated doxorubicin resistance in breast cancer cells, specifically comparing MCF-7/WT (WT) and its doxorubicin-resistant counterpart MCF-7/DOX (DOX). By exploring disparities of O-GlcNAc-associated open chromatin (OGAC) between these two cell lines and dissecting differentially expressed genes (DEGs) and exclusive TFs within OCRs, we advanced the comprehensive comprehension of upstream and downstream pathways implicated in doxorubicin resistance in breast cancer. Furthermore, our findings spotlighted the significance of O-GlcNAcylation on cancer drug resistance and clinical treatment, elucidating its intricate involvement in cellular responses to chemotherapeutic agents.

## Materials and Methods

### Cell culture and reagents

The human breast adenocarcinoma cell line MCF-7 was obtained from the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China). Primary cells underwent immediate passages and snap-freezing in validated cryoprotectant solution (10% DMSO and 90% fetal bovine serum (FBS; BBI, Shanghai, China) with controlled rate. Following long-term storage in liquid nitrogen, cells were resuscitated six months pre-experiment to ensure stable growth characteristics. MCF-7 cells were cultured in the complete medium composed of 90% RPMI-1640 medium (Gibco, Carlsbad, USA) and 10% FBS, under standard conditions of 5% (v/v) CO _2_ and 37°C. Doxorubicin-resistant variant of breast cancer cells, known as DOX, was established using a previously reported drug-escalation protocol [11]. These resistant cells were maintained in RPMI-1640 medium supplemented with 10% FBS. To preserve their drug-resistant phenotype, the culture medium was supplemented with doxorubicin (Solarbio, Beijing, China) during weekly maintenance cycles, ensuring a final concentration of 1 μM. Only cell populations with a viability of over 90% after this conditioning regimen were used for experimental procedures.

### Chromatin complexes capture

Following two PBS rinses, cells were crosslinked with 1% (v/v) formaldehyde for 10 min at room temperature. The crosslinking reaction was terminated by incubating with 2.625 M glycine quenching solution for 5 min. Cells were washed and scraped from the plate, centrifuged and subjected to lysis buffer [11.25 mM Tris-HCl (pH 8.0), 11.25 mM NaCl, 45 mM KCl, and 0.05% (v/v) NP-40] with 10 min of incubation on ice to disrupt cellular membranes and alter nuclear permeability. The nuclei were subsequently washed with stabilization buffer [15 mM Tris-HCl (pH 8.0), 15 mM NaCl, 60 mM KCl, 0.15 mM spermine, 0.5 mM spermidine, 1 mM PMSF, 0.5 mM DTT, and 1× PIC (EDTA-free Protease Inhibitor Cocktail, #11836170001; Roche, Basel, Switzerland)]. Chromatin digestion was carried out by incubating the nuclei with Deoxyribonuclease I (DNase I, #2270A; TaKaRa, Dalian, China) in reaction buffer (60 mM MgCl _2_, 100 mM NaCl, 10 mM CaCl _2_, and 400 mM Tris-HCl, pH 7.9) at 37°C for exactly 2 min. The enzymatic reaction was halted by adding termination buffer (50 mM Tris-HCl, pH 8.0, 100 mM NaCl, 1% SDS, 0.3 mM spermidine, and 0.1 mM spermine) and incubating at 55°C for 15 min. The crosslinked chromatin complex fragments were then obtained [12].

### Metabolic labelling and click reaction

Cells at 30% confluence were cultured in 10-cm dishes with complete medium containing 1,6-di-O-propionylated N-azido acetylgalactosamine (1,6-Pr _2_GalNAz, kindly provided by Prof. Bo Cheng of Peking University, Beijing, China) for 48 h [13]. The crosslinked chromatin of metabolically labeled cells was then captured as described above. Meanwhile, a small portion of the reaction mixture was set aside as input. For the selective biotinylation of O-GlcNAz-modified proteins, the chromatin was incubated with rotation in a solution containing 100 μM alkyne-biotin (#1266-25; Click Chemistry Tools, Scottsdale, USA), 250 μM BTTAA (#1236-100; Click Chemistry Tools), 500 μM CuSO _4_, and 2.5 mM freshly prepared sodium ascorbate for 2 h at room temperature, protected from light. Subsequently, an eightfold volume of methanol was added to the mixture, which was then stored at ‒80°C overnight. The precipitated proteins were collected by centrifugation at 4000 *g* for 15 min at 4°C and resuspended in PBS. After washing the streptavidin magnetic beads (#22305-10; BEAVER Life Science, Guangzhou, China) three times with PBS, the beads were transferred with the above solution. The resulting mixture was incubated on a rotating rack for 3‒5 h at room temperature. To minimize nonspecific binding, the beads were washed with PBS containing 1% SDS.

### Immunoblotting assay

For immunoblotting of O-GlcNAz-tagged proteins, samples were quantified using the Bicinchoninic Acid (BCA) protein quantification assay kit (#P0012; Beyotime, Shanghai, China). The collected beads were mixed with SDS-PAGE loading buffer and boiled for 10 min. The denatured samples were separated on 10% SDS-polyacrylamide gels under constant voltage. The gels were either stained with Coomassie Brilliant Blue R-250 or processed using a silver staining kit (#P0017S; Beyotime) for total protein visualization. When immunoblotting, the resolved proteins were transferred onto polyvinylidene fluoride (PVDF) membranes (Immobilon-P; Millipore-Sigma, Billerica, USA) at a constant current. The membranes were blocked with 5% (w/v) bovine serum albumin (BSA) in PBST [PBS with 0.05% (v/v) Tween-20] for 4 h at room temperature. Biotinylated proteins were detected by incubating with streptavidin-conjugated horseradish peroxidase (#3999; Cell Signaling Technology, Beverly, USA) diluted 1:20,000 in PBST for 45 min at room temperature followed by three washes with PBST. Chemiluminescent signals were developed using an ECL Plus kit (#SQ202; Epizyme, Shanghai, China) and captured digitally using the ChemiDoc MP Imaging System (Bio-Rad, Hercules, USA). All immunoblots shown represent data from at least two independent experiments.

### Nucleic acid agarose gel electrophoresis

Agarose gel (1%) was prepared with agarose and TAE buffer, with ethidium bromide (EB) added for visualization. DNA samples were mixed with loading buffer and loaded into sample wells. Electrophoresis was performed at a constant voltage suitable for DNA sizes. After electrophoresis, gels were visualized under UV light using a gel documentation system, and the results were photographed. The migration of the DNA samples was compared with DNA ladders (TaKaRa) to estimate the molecular weight of the DNA fragments. Experiments were independently repeated at least twice.

### COCA-seq and bioinformatics

Approximately 2.5 × 10 ^6^ cells per immunoprecipitation (IP, pulled down by streptavidin) were used for COCA-seq analysis. Magnetic beads were prepared as described above. The beads were resuspended in PBS (containing 1% SDS) and digested with RNase A (#2158; TaKaRa) at 37°C for 1 h, followed by three washes. Proteinase K (#3115828001; Roche) was then added and incubated for 9 h at 55°C. DNA was purified using the MiniBEST DNA Fragment Purification Kit Ver.4.0 (#9761; TaKaRa). The optimal DNA fragment size is mainly concentrated between 50 and 600 bp to exhibit clear periodic peaks, especially those centered around 150‒200 bp, along with distinct nucleosome-free region peaks. These fragment sizes are critical for revealing chromatin accessibility and nucleosome structure. Fragments longer than 800 bp typically indicate low tagmentation efficiency, which may compromise data quality. DNA fragments (100‒750 bp) within OCRs were isolated by 1% agarose gel electrophoresis using the MiniBEST Agarose Gel DNA Extraction Kit Ver.4.0 (#9762; TaKaRa). The purified DNA was subjected to library preparation, including end repair, A-tailing, adapter ligation, and amplification. The prepared DNA library was used for next-generation sequencing (NGS) on an Illumina NovaSeq 6000 instrument (Novogene Technology, Gibbstown, USA) and/or Salus Pro gene sequencer (Shenzhen Salus BioMed Co., Ltd., Shenzhen, China), with two biological replicates sequenced. The raw COCA-seq, COGC-seq, and ATAC-seq data were aligned to the hg19 human reference genome using BWA (v0.7.18) and samtools (v1.20) [14]. Enriched binding peaks were identified using MACS2 (v2.2.9.1) [15]. MACS2 calculates the *p* value for each candidate peak using an exact Poisson test based on a dynamic local background λ estimated from multiple genomic windows to capture local biases. To control for multiple testing, *p* values were adjusted using the Benjamini-Hochberg procedure, and peaks passing the significance threshold were reported. The counts of mapped reads in peak regions were normalized using DiffBind (v3.12.0), which includes edgeR (v4.0.16), and differential quantification regions were determined (|fold change| ≥ 1.5 and FDR ≤ 0.05) [16]. Bigwig files were generated using deepTools (v3.5.4) and visualized in the Integrative Genomics Viewer (IGV; v2.16.2). The genomic distribution, annotation comparison, and visualization of OGAC were analyzed using bedtools (v2.31.1) and ChIPseeker (v1.38.0) [17]. Motif discovery and enrichment analysis were performed using peak sequences based on the RGT-HINT (HMM-based Identification of TF footprints; v1.0.2) [18]. Sequencing signal density heatmaps and sample Pearson correlation coefficients were generated by deepTools. GO functional enrichment analysis was conducted using Metascape, and GSEA was performed using the R package clusterProfiler (v4.10.0) [ 19‒ 21] .

### RNA sequencing

RNA-seq assays were conducted as previously described [22]. In brief, RNA was extracted from 5 × 10 ^4^ WT or DOX cells. The RNA was then fragmented and reverse transcribed to generate a cDNA library. Sequencing of the library was performed using an Illumina NovaSeq 6000 instrument (Novogene Technology) and/or Salus Pro gene sequencer (Shenzhen Salus BioMed Co., Ltd.). Two biological replicates were included in the RNA-seq analysis. Trim-galore (v0.6.4) was utilized to remove reads with more than 10% unknown bases and low-quality reads. STAR (v2.7.11a) was employed to align the clean reads to the reference genome (hg19) [23]. Subsequently, featureCounts (v2.0.3) was used to quantify the RNA-seq reads mapped to genomic features in the BAM files. Low-abundance transcripts were filtered out by retaining only genes with an average count greater than 1 across all samples to reduce noise and improve the accuracy of downstream analysis. DEGs were identified using DESeq2 (v1.42.1), with a fold change threshold of 1.5 and a *p* adj of ≤ 0.05 [24]. Additional bioinformatics analyses were carried out using various packages and functions in R software, including ggplot2 and tidyverse.

### TCGA data analysis

Transcriptomic data and corresponding clinical annotations for 664 breast invasive carcinoma (BRCA) patients were retrieved from The Cancer Genome Atlas (TCGA) database. The patient cohort was divided into two groups: one consisting of 349 patients who received anthracycline-based chemotherapy (with doxorubicin as the chemotherapeutic agent), and the other comprising 315 treatment-naïve controls. Overall survival (OS) analysis was conducted using the R statistical environment (v4.3.2). Kaplan-Meier survival curves were generated with the survival package (v3.8.3) via the survfit function. The survminer package (v0.5.0) was employed to visualize the survival curves. Potential confounding clinical factors, such as tumor subtype, stage, and hormone receptor status, were considered unlikely to substantially affect the OS analysis and therefore were not included as covariates. Log-rank tests were used to compare survival differences between the two groups, with a significance level set at *p*  ≤ 0.05.

### qPCR

Total RNA was extracted using the TRIzol reagent (Invitrogen, Carlsbad, USA) and then reverse transcribed and amplified with the PrimeScript™ RT Master Mix (Perfect Real Time, #RR036A; TaKaRa) and PCR Thermal Cycler Dice™ Gradient (TaKaRa) following the manufacturer’s instructions. Quantitative real-time PCR (qPCR) for DNA was performed using TB Green® Premix Ex Taq™ II (Tli RNaseH Plus) (#RR820A; TaKaRa) and a LightCycler® 96 Instrument (Roche). For qPCR of COCA-seq samples, DNA within OGAC was obtained as described above, then decrosslinked and purified for qPCR. Amplification was carried out with primers specific to the indicated open regions of target genes. Primers were designed using Primer-BLAST (NCBI) and Oligo 7, with amplicon lengths limited to 80‒200 bp. WT and DOX cells without metabolic labeling served as negative controls. All primer sequences used in this study are provided in Supplementary Tables S1 and S2.

### Quantification and statistical analysis

All statistical analyses were conducted using GraphPad Prism 10.1.2 and Microsoft Excel 2021. This study was also supported by the Galaxy platform as appropriate [25]. Statistical significance was defined as *p* value ≤ 0.05. Prior to analysis, the variation within each data group and the assumptions of the tests were thoroughly examined. Data are presented as the mean ± SEM, and the similarity of data variances was verified. Two-sided unpaired Student’s *t*-test was used to assess statistical differences in Gaussian-distributed data. To ensure reproducibility, blots or photographs were repeated at least twice, as indicated in the specific methods and figure legends. COCA-seq and RNA-seq was performed with two biological replicates. Other experiments were repeated three times, with each independent replicate including at least three technical replicates. All results were successfully reproduced. Source data and original uncropped blots with molecular weight markers are archived in Supplementary Materials 1 and 2. The sequencing data generated in this study have been deposited in GEO database (GSE294152 and GSE294153). Publicly available datasets analyzed include: WT and DOX cells ATAC-seq (GSE174152) [26], COGC-seq (GSE141698) [11], WT cells ChIP-seq for H3K4me3 and H3K27ac (GSE97481) [27], H3K9ac (GSE95898) [28], and H3K4me1 (GSE86714) [28]. The corresponding authors will provide the original data used to support the findings of this study upon reasonable request. Source data are provided with this paper.

## Results

### COCA-seq is chemically designed and developed with the combination of a nuclease and click chemistry

We initiated our study by determining approaches to analyze chromatin accessibility. TFs and other NHPs that directly bind to OCRs are critical regulators in mediating gene replication and transcriptional activation [ 1, 29] . Notably, DNA segments devoid of histone are more vulnerable to fracture or disruption by nucleases, transposases, or physical and chemical treatment, resulting in fragments of varying lengths. For that reason, open chromatin is obtained mostly by cutting up the DNA in OCRs with enzymatic digestion or sonication. DNase I is an enzyme which non-selectively cleaves single- or double-stranded DNA [30]. When chromatin is treated with low concentrations of DNase I, fracture occurs at specific sites known as DNase I hypersensitive sites (DHSs), these DHSs are typically found in OCRs without nucleosomes [31]. When integrating DNase I with NGS, DHSs can be efficiently and specifically identified across the genome, enabling the detection of OCRs. DNase-seq has become the “gold standard” for assessing chromatin accessibility and can also determine NHP binding sites within OCRs at single-base resolution, providing insights into the occupancy of TFs and other NHPs [30]. Therefore, in our study, DNase-seq was selected as one of the core methods to design and develop COCA-seq, allowing us to investigate chromatin accessibility comprehensively.

To selectively enrich O-GlcNAc-modified NHPs, we adopted the MGL strategy as our second core method. MGL strategy combines metabolic incorporation of clickable non-natural monosaccharides with click chemistry for functional probe attachment, which can exclusively target and enrich O-GlcNAc-modified proteins, thereby unraveling O-GlcNAc-associated chromatin accessibility [8]. This strategy offers versatility as various common non-natural monosaccharides can undergo interconversion through metabolic pathways, achieving the labeling of diverse glycoproteins. For O-GlcNAc labeling we utilized N-azido acetylgalactosamine (GalNAz), an azido analog of N-acetylgalactosamine (GalNAc), which is ultimately converted into UDP-N-azido acetylgalactosamine (UDP-GalNAz) within the cell and then interconverts with UDP-N-azido acetylglucosamine (UDP-GlcNAz) via the glycometabolic pathway [32]. The resulting UDP-GlcNAz serves as the substrate and forms O-GlcNAz tags via O-glycosidic bonds on serine or threonine residues of proteins. Since partially protected non-natural monosaccharides can easily cross the cell membrane to attain efficient labeling in glycometabolism without introducing side reactions, we used 1,6-Pr _2_GalNAz in our MGL strategy.

In our study, breast cancer cells WT and its doxorubicin-resistant strain DOX were cultured with 1,6-Pr _2_GalNAz, and subsequently, NHPs were cross-linked to chromatin in 1% formaldehyde. This formaldehyde-mediated cross-linking captured interactions between O-GlcNAc-modified NHPs and open chromatin. Chromatin fragmented by low concentrations of DNase I further underwent the copper(I)-catalyzed azide alkyne cycloaddition (CuAAC), while the alkyne had been attached to biotin [33]. Then streptavidin beads were utilized to enrich OGAC, followed by treatment with RNase A and proteinase K, and later sequencing ( Figure 1A). Ultimately, sequencing yielded sufficient reads which would go through a workflow of bioinformatics analysis ( Figure 1B) [34]. To tailor COCA-seq for breast cancer cells, we implemented the most suitable experimental parameters. Specifically, we optimized the culture conditions for 1,6-Pr _2_GalNAz by omitting the crosslinking step and extracting whole O-GlcNAc-modified proteins for subsequent SDS-PAGE analysis. This optimization ensured efficient metabolic labeling ( Figure 1C). Furthermore, we systematically determined the ideal DNase I treatment conditions by quantitatively analyzing DNA fragmentation patterns using agarose gel electrophoresis, which allowed for precise and reproducible digestion of chromatin ( Figure 1D). Importantly, COCA-seq strategy successfully and precisely captured O-GlcNAc-modified NHPs, as evidenced by immunoblotting and silver staining of formaldehyde-crosslinked chromatin complexes ( Figure 1E).

**Figure 1:**
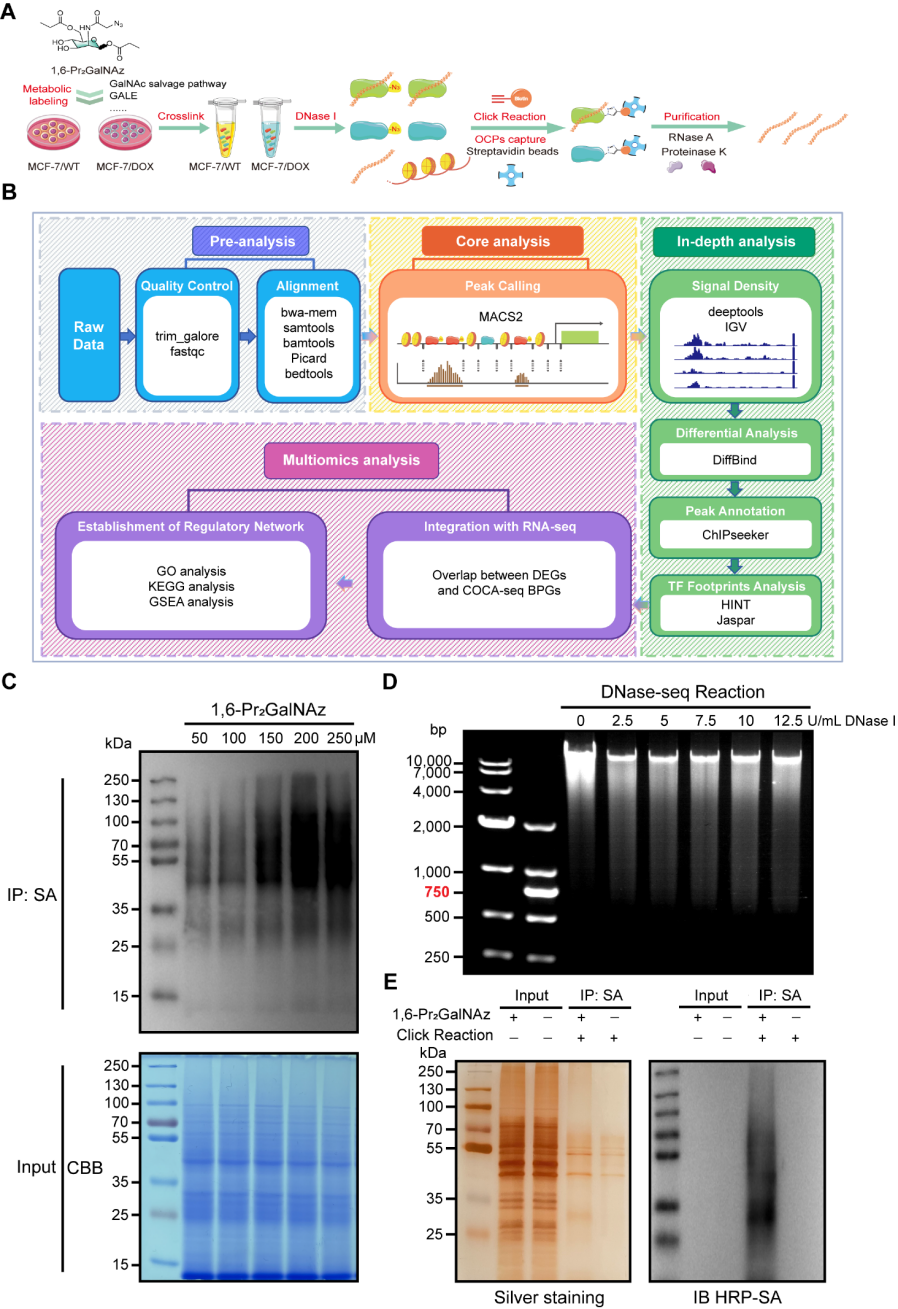
Figure 1 Establishment and optimization of the COCA-seq strategy (A) Schematic overview of the chemoselective O-GlcNAc-chromatin accessibility sequencing. Both WT and DOX cells were cultured with 1,6-Pr2GalNAz. Following metabolic labeling, genomic DNA fragments covalently bound to O-GlcNAc-modified NHPs were treated by DNase I, isolated via decrosslinking and processed for high-throughput sequencing. (B) Bioinformatics analysis pipeline for COCA-seq data. Raw COCA-seq reads underwent rigorous quality control before alignment to the human reference genome (hg19) using the BWA algorithm. Genomic regions exhibiting significant enrichment signals were identified through peak calling with MACS2. Differential peak analysis was performed using DiffBind to categorize peaks into two groups: DOX-biased peaks (enriched in DOX cells) and WT-biased peaks (enriched in WT cells). To elucidate the biological relevance of these differential peaks, peak-associated genes and TF binding motifs were systematically analyzed. In parallel, RNA-seq data were processed with DESeq2 to identify DEGs between WT and DOX cells. Finally, integrative analysis of COCA-seq and RNA-seq datasets was conducted to delineate the O-GlcNAc-regulated transcriptional network underlying doxorubicin resistance. (C) Immunoblotting of metabolically labelled WT cell lysates. Total cellular proteins were labeled with 1,6-Pr2GalNAz (50–250 μM, 48 h), conjugated to alkyne-biotin, and probed with streptavidin to assess the best metabolic labelling efficiency. 200 μM 1,6-Pr2GalNAz was identified as the optimal concentration for subsequent O-GlcNAc studies. (D) Agarose gel electrophoresis of formaldehyde-crosslinked chromatin fragments following DNase I digestion (0–12.5 U/mL, 2 min) and subsequent treatment with RNase A and Proteinase K. 5 U/mL DNase I was determined for generating chromatin fragments enriched in accessible genomic regions. (E) Immunoblotting and silver staining of WT Input and IP chromatin complexes after DNase I digestion. For (C–E), all blots or photographs were representative of at least two biologically independent experiments.

### COCA-seq establishes chemoselective profiling of O-GlcNAc-associated chromatin accessibility

Based on the dual specificity from the chemoselectivity of the MGL strategy and the precision in targeting DHS by DNase I, we hypothesized that DNA fragments enriched through COCA-seq would predominantly originate from OGAC. To validate this hypothesis, we compared COCA-seq data with published ATAC-seq and COGC-seq datasets. High-resolution profiling revealed broad WT and DOX signal distributions with characteristic unimodal peaks at both ATAC-seq and COGC-seq peak centers, demonstrating conserved chromatin features ( Figure 2A,B and Supplementary Figure S1A,B). Notably, COCA-seq peaks exhibited substantial genomic overlap with ATAC-seq peaks, confirming its capacity to resolve conventional OCRs ( Figure 2C and Supplementary Figure S1C). Significant concordance between COCA-seq and COGC-seq peaks was observed, highlighting the unique selectivity of COCA-seq for O-GlcNAc-modified chromatin regions ( Figure 2D and Supplementary Figure S1D). Collectively, these results underscored the inherent chemoselectivity for O-GlcNAc modification of COCA-seq and its spatial precision in OCR detection. Additionally, COCA-seq demonstrated high reproducibility between biological replicates, with pronounced differences between groups ( Figure 2E).

**Figure 2:**
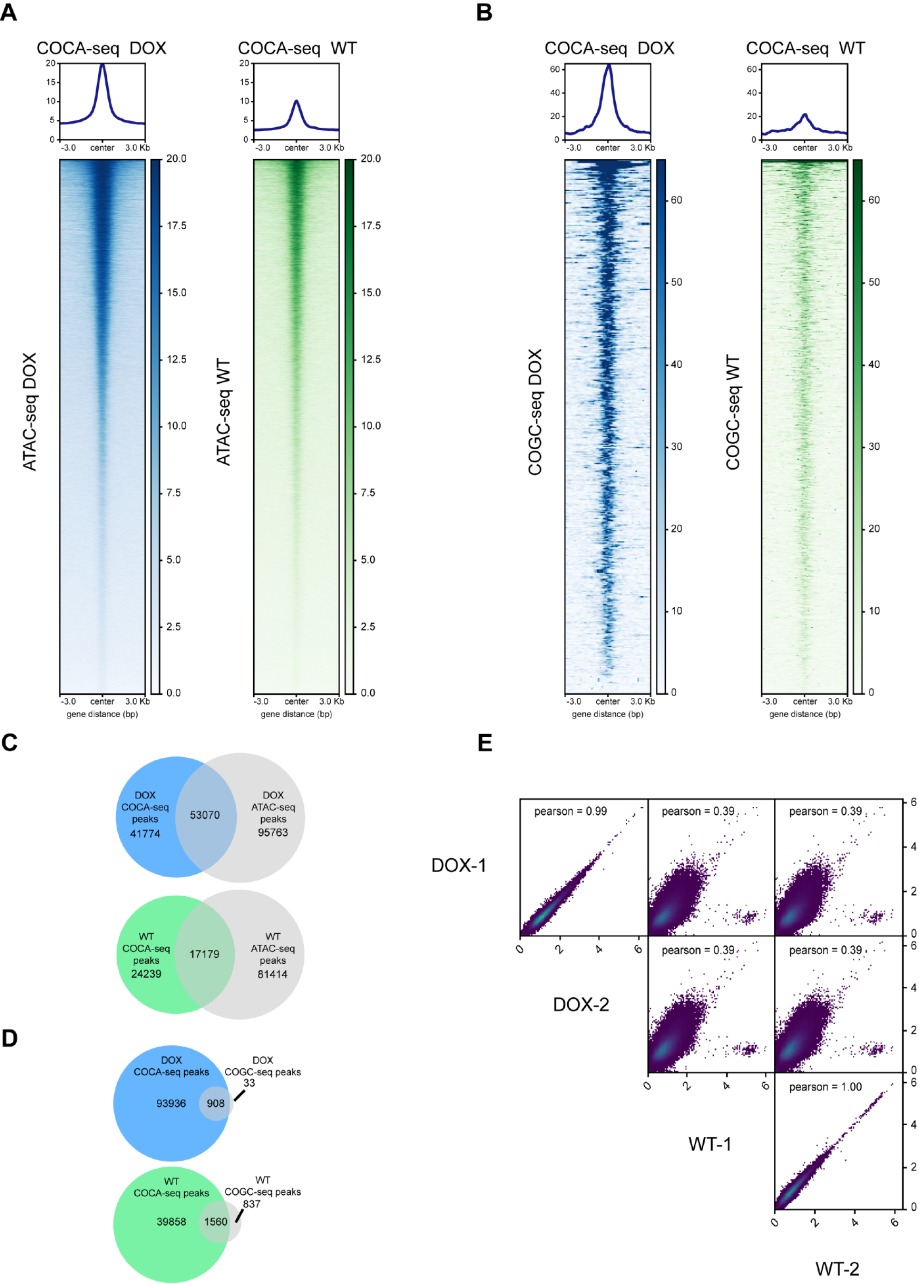
Figure 2 COCA-seq specifically captures OGAC validated through bioinformatics (A,B) Average read density profiles (top) and corresponding heatmaps (bottom) of COCA-seq signals at genomic regions defined by ATAC-seq and COGC-seq peaks. Enrichment levels (white: low; blue/green: high) were analyzed across a ±3 kb window centered on peak summits. (A) Comparative analysis with ATAC-seq data (profiling for accessible chromatin) (GSE174152). (B) Comparative analysis with COGC-seq data (O-GlcNAcylated chromatin enrichment data) (GSE141698). (C,D) Venn diagrams depicting the intersection between COCA-seq peaks and chromatin regions identified by ATAC-seq or COGC-seq. (C) Overlap with ATAC-seq-defined accessible regions. (D) Overlap with COGC-seq-identified O-GlcNAc-enriched regions. For (A–D), biological duplicates are also shown in Supplementary Figure S1. (E) Correlation analysis of COCA-seq BigWig signal intensities demonstrating intra-group reproducibility and inter-group heterogeneity. Pearson correlation coefficients are shown as numerical values.

### COCA-seq delineates distinctions in O-GlcNAc-associated chromatin accessibility landscapes of drug-resistant breast cancer

Drawing from our previous research, the elevated gene expression activity observed in DOX implied the emerging drug resistance [11]. To substantiate the differences in OGAC between DOX and WT, we examined the genome-wide distribution of COCA-seq signals. Noticeable divergence in chromatin accessibility patterns was observed, with DOX exhibiting epigenetic signatures distinct from WT. Specifically, we scrutinized the distribution of COCA-seq signals at transcription start sites (TSSs) and peak centers. While both DOX and WT displayed sharp single peaks, DOX presented strikingly higher summits at these regions consistently ( Figure 3A–C and Supplementary Figure S2A–C). This indicated that DOX possessed higher overall chromatin accessibility, which likely contributed to its increased transcriptional activity and cellular function, thereby supporting global chromatin remodeling associated with drug resistance. Moreover, minimal correlation between DOX and WT also statistically validated distinctive chromatin features underlying the drug-resistant phenotype ( Figure 2E).

**Figure 3:**
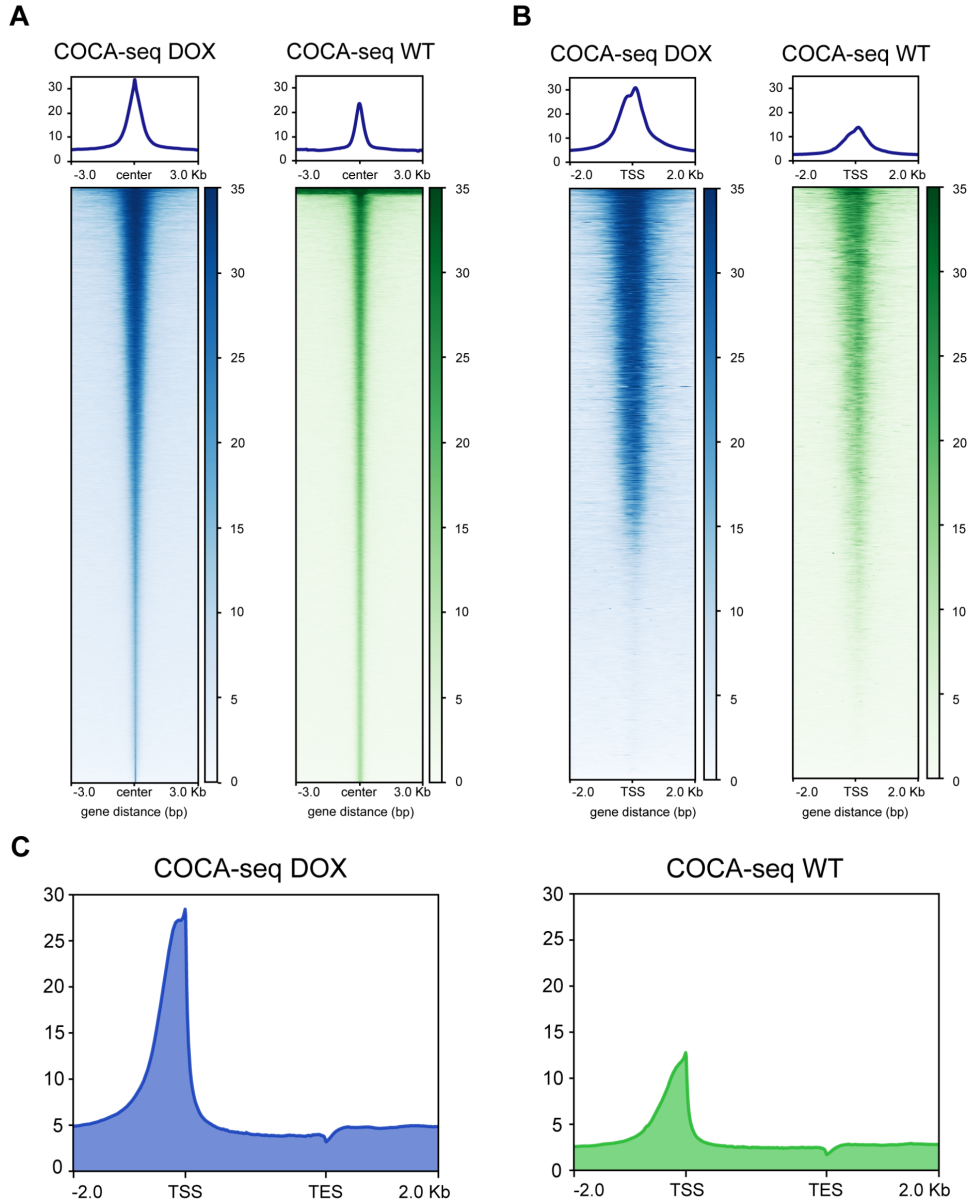
Figure 3 COCA-seq signals significantly enrich at promoters in doxorubicin-resistant breast cancer cells implied elevated transcriptional activity (A,B) Heatmap visualization and average signal profiles of COCA-seq read density. (A) Signal distribution centered on COCA-seq peak summits (±3.0 kb). (B) Signal distribution flanking TSSs (±2.0 kb). The blue/green color indicates a high signal. (C) Genome-wide average enrichment profiles of COCA-seq signals in DOX and WT cells. Profiles spanned annotated gene regions (from TSS to TES (transcription end site)) based on hg19 reference genome. For (A–C), biological duplicates are also shown in Supplementary Figure S2.

### COCA-seq characterizes cell-type-specific OGAC architectures with different functional profiles

Through peak calling, a total of 118,168 and 94,844 peaks were identified for DOX, and 47,212 and 41,418 peaks for WT. To elucidate the role of these OGAC regions (namely COCA-seq peaks) in doxorubicin resistance, we utilized DiffBind to filter out differentially accessible regions, which resulted in 22,152 DOX-biased peaks and 14,611 WT-biased peaks (|fold change| ≥ 1.5 and FDR ≤ 0.05) ( Figure 4A). The chromosomal distribution of these biased peaks was markedly different between DOX and WT ( Figure 4B,C). We further deciphered biased COCA-seq peaks using ChIPseeker. It was found that there were 10,217 O-GlcNAc-related genes in OGAC of DOX, including many previously unreported O-GlcNAc-targeted genes, as well as 7438 genes in WT.

**Figure 4:**
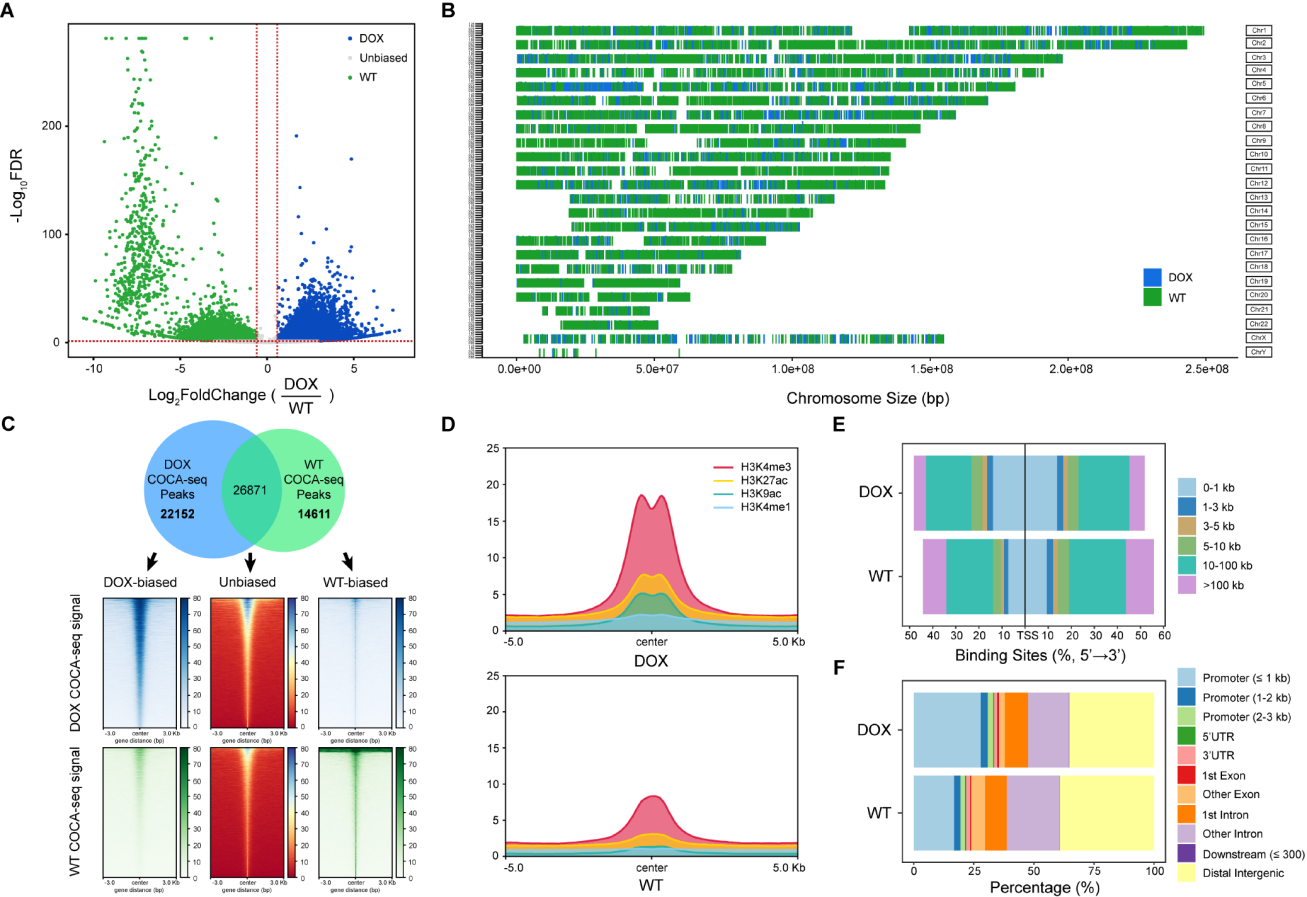
Figure 4 COCA-seq identifies transcriptional activation and oncogenic reprogramming in doxorubicin-resistant breast cancer through O-GlcNAc-associated chromatin accessibility (A) Scatter plot of DiffBind-identified biased peaks (|fold change| ≥ 1.5, FDR ≤ 0.05) based on binding affinity scores. Differential binding analysis was performed using edgeR, which models count data with a negative binomial distribution and p values were adjusted for multiple testing using the Benjamini-Hochberg procedure to control FDR. (B) Chromosomal distribution of DOX-biased (blue) and WT-biased (green) peaks across the reference genome. (C) COCA-seq occupancy signals of identified WT-biased peaks, DOX-biased peaks and unbiased peaks. Top: Venn diagram illustrating the overlap of COCA-seq peaks between DOX and WT. Bottom: COCA-seq signal enrichment heatmaps (±3.0 kb from peak centers; white/red: low; blue/green: high). (D) Average enrichment of published WT ChIP-seq reads for four histone modifications H3K4me3, H3K27ac (GSE97481), H3K9ac (GSE95898) and H3K4me1 (GSE86714) within ±5.0 kb of biased COCA-seq peak centers. (E) Genomic annotation of biased OGAC by ChIPseeker, categorized into exons, intergenic regions, introns, 3′UTR, 5′UTR, and promoters. (F) Distribution of distances from biased accessible regions to the nearest TSS.

Chromatin accessibility, nucleosome positioning, and three-dimensional chromosome organization are intricately regulated by histone modifications, which modulate the interaction between transcriptional complexes and DNA, thus dictating local genomic properties and transcriptional states [ 1, 35] . Investigation of histone modifications from the genome or specific regions can provide insights into gene activation status, the positioning of regulatory elements like promoters and enhancers, and their functions in disease pathogenesis, particularly in cancer and immunological disorders. Histone methylation marks such as H3K4me1 (typically found at enhancers) and H3K4me3 (found at promoters) are tied to boosted gene expression [ 35, 36] . Similarly, histone acetylation marks such as H3K27ac and H3K9ac, at enhancers and promoters, signifies chromatin structure relaxation and gene activation [37]. Analysis of publicly available ChIP-seq data revealed increased activation-associated histone modification signals around the centers of DOX-biased COCA-seq peaks, confirming enhanced transcriptional competence in DOX compared to WT ( Figure 4D). Furthermore, the identified biased OGAC covered a variety of functional regions across the genome, such as promoters, 5′UTRs, 3′UTRs, protein-coding exons, introns, and distal intergenic regions. Surprisingly, DOX-biased OGAC regions were more enriched in promoters than those of WT, especially within 1 kb of TSSs, which suggested the establishment of an active chromatin state conducive to transcriptional complex assembly ( Figure 4E,F). Overall, these findings highlighted the superior transcriptional activity in DOX, which may ultimately position O-GlcNAc-associated chromatin accessibility as an epigenetic rheostat controlling drug resistance transcriptional programs.

### COCA-seq dissects vital biological processes and regulatory pathways manipulating drug resistance in breast cancer through illustration for differential expression of genes in cell-biased OGAC

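RNA-seq was done on cells labelled MCF-7, an established line from a breast adenocarcinoma (WT), and MCF-7/DOX, kept in 1 μM doxorubicin (DOX). The paper describes DOX as a resistant variant of MCF-7. Each had 2 biological replicates, with RNA from 50000 cells per library. The authors trimmed the reads, aligned them to hg19 with STAR and counted them per gene with featureCounts. The values analysed here are these raw counts for 25702 Entrez gene identifiers, of which 23696 were matched to a gene symbol. The libraries held 14734736 and 13899113 counts in DOX replicates 1 and 2, and 15408718 and 14957569 counts in WT replicates 1 and 2. The 17502 genes with a mean count above 1 were normalized by TMM and tested with edgeR's quasi-likelihood test. A gene was called at an adjusted p of 0.05 or less and a fold change of 1.5 or more, the filter and thresholds of the paper. Levels are given in counts per 1000000 counts (CPM) as the mean and SD over n = 2 libraries. Where a group had no count, its fold is a lower bound at 3 counts over the group, and where it had 1 to 3 counts, the ratio has a 95% counting interval. Reads without molecular identifiers are not independent molecules, so these bounds and intervals cover counting error only.
The gene lists, 46 in all, were fixed before the data were examined and tested with camera at a preset correlation of 0.01, which called 1 list towards DOX and 10 lists towards WT. With an estimated correlation camera called 0 lists, of which 0 reached an unadjusted p under 0.05, and fry called 0 lists in a single direction and 44 lists in either direction (mixed test). With its correlation estimated, camera rests on the 2 residual degrees of freedom of the fit, so few lists could pass. For focal adhesion the estimated correlation was -0.034, below the preset, yet the unadjusted camera p rose from 0.0272 to 0.138. A call lost this way therefore does not show that correlation among the genes made it. The preset calls remain without support from either test. The genes named were taken by a rule set beforehand, and further members that complete a count of 5 or fewer were chosen after their values were seen.
In DOX, replicate 1 held about 4 times the counts of replicate 2 on part of chromosome 9, on chromosome X and in the mitochondrial genome. The median ratio was 3.95 from NAA35, which starts at 88556061 on chromosome 9, to the chromosome's end, and 3.9 on chromosome X. AGTPBP1, the last gene before this step, ends at 88356944, and WT had no such step. The pooled ratios were 3.37 and 3.45, as abundant genes such as RPL7A (1.32) and RPS4X (1.66) had lower ratios. For genes of these parts with a mean count above 10, the median level relative to WT was 1.4-fold below that of other genes in DOX replicate 1 and 6.25-fold below in DOX replicate 2. Of 958 tested genes there, 90 were called higher in DOX and 198 higher in WT. A set of 41 genes on 17 chromosomes shared a common excess in DOX, computed by splitting the DOX counts of each gene into a part at the usual replicate ratio and a part at an assumed 4 to 1. NUP188 and RAD23B on chromosome 9 and SLC16A2 on chromosome X belong to both sets, and for them nearly all counts in DOX are taken as excess. The median excess was 91674.5 counts in replicate 1, the summed excess made up 26.1% of that library, and all 41 genes were called higher in DOX. ESR1, TFF1 and TFF3, which encode the estrogen receptor and estrogen-induced luminal proteins, were at or under 0.231 CPM in every library. These levels are set against the MCF-7 label in the closing observations. Whether DOX descends from WT was not tested, so the fold changes need not be changes acquired with resistance.

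**Figure D1:**
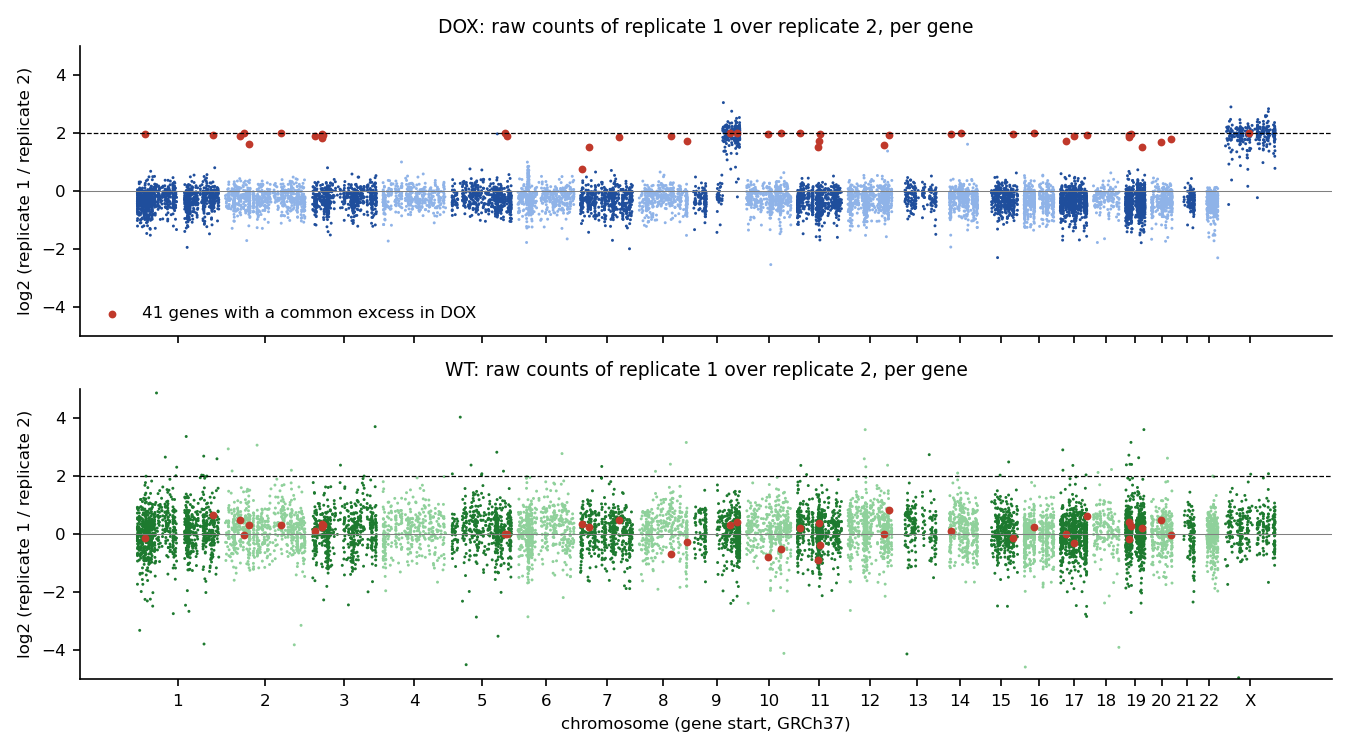
Log2 ratio of the raw counts of replicate 1 over replicate 2 for each gene with at least 100 counts over both replicates, by gene start on GRCh37, for DOX (upper panel) and WT (lower panel). The dashed line marks a ratio of 4 to 1, and red points are the 41 genes with the common excess. In DOX the genes on chromosome X and on the end of chromosome 9 lie along the dashed line, and in WT they do not.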

To elucidate transcriptional alterations of COCA-seq biased peak-associated genes (BPGs) between DOX and WT, we integrated RNA-seq with COCA-seq, aiming to comprehensively assess BPGs expression on a genome-wide scale. Gene expression profiling by RNA-seq revealed 6840 DEGs ( *p* adj ≤ 0.05 and |fold change| ≥ 1.5), with 3707 genes exhibiting elevated activity in DOX and 3133 in WT ( Figure 5A). 

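The data gave 3977 genes higher in DOX and 3232 genes higher in WT, among 17502 tested. RAB15, a GTPase of endosome recycling, was 232-fold higher in DOX (108 ± 23.9 CPM in DOX and 0.454 ± 0.0719 CPM in WT, SD, n = 2 each). TNFRSF6B, a secreted decoy receptor that binds Fas ligand, was 157-fold higher in DOX (adjusted p = 0.00031). GALC, the lysosomal galactosylceramidase, had 297 ± 90.6 CPM in DOX and no count in WT, a difference of at least 2986-fold. In the other direction, COL5A2, a fibrillar collagen chain, was 793-fold higher in WT, at 972 ± 232 CPM (SD, n = 2). H19, an imprinted noncoding RNA, was 3701-fold higher in WT, with 3778 ± 495 CPM there.
Fold changes were ranked among called genes with at least 50 CPM in the higher group and at least 10 counts over the lower group. Further genes with the largest fold changes towards DOX in this ranking were PLCB4, a phospholipase C (299.7-fold), EPB41L3, a protein of the membrane skeleton (287-fold), and MYEOV (174-fold). UCHL1, a deubiquitinase of neurons, had 1 count in WT and a ratio of 24038 (95% interval 4314 to 949477). FLNC, the muscle filamin, had 3 counts in WT and a ratio of 11959 (95% interval 4092 to 57995). SLC16A2, NFATC4 and UBR3 also stood high in this ranking, and PELI2 had no count in WT. All of these carry the common excess of counts in DOX. Towards WT the largest fold changes in this ranking included KRT81, a hair keratin (887-fold), UBB, a polyubiquitin gene (881-fold), STEAP4, a metalloreductase (796-fold), the complement component C3 (684-fold) and CPS1, a urea cycle enzyme (592-fold). COL5A1 was 1573-fold higher in WT and lies on chromosome 9 in the part where the DOX replicates differ 4 to 1. ALPI, the intestinal alkaline phosphatase, had no count in DOX and was at least 7667-fold higher in WT, and PCSK1, a prohormone convertase, was at least 3707-fold higher. PXDN, a peroxidase of the extracellular matrix, had 2 counts in DOX and a ratio of 6252 (95% interval 1730 to 51632). A2M, a protease inhibitor of plasma, had no count in DOX and was at least 2849-fold higher in WT, with 253 counts in WT replicate 1 and 9010 in WT replicate 2. The gelatinase MMP2 had 3 counts in DOX. UBB and KRT81 have near-identical relatives that can share reads, so their values are uncertain.
Adjusted p values of the genes named here were 0.00031 to 0.015 (edgeR's quasi-likelihood test). The count of genes higher in WT was 2006 without DOX replicate 2. Leaving out 1 library moved the log2 fold changes of PLCB4 (8.23 with all libraries, 8.92 without WT replicate 1), EPB41L3 (8.16 with all libraries, 8.90 without WT replicate 1), MYEOV (7.45 with all libraries, 6.82 without WT replicate 1 and 8.56 without WT replicate 2), UCHL1 (14.21 with all libraries, 16.45 without WT replicate 1 and 13.44 without WT replicate 2), FLNC (13.43 with all libraries, 17.04 without WT replicate 1 and 12.56 without WT replicate 2) and H19 (-11.85 with all libraries, -12.77 without DOX replicate 1 and -11.25 without DOX replicate 2). It also moved those of KRT81 (-9.79 with all libraries, -9.03 without WT replicate 2), UBB (-9.78 with all libraries, -10.78 without DOX replicate 2), STEAP4 (-9.64 with all libraries, -10.25 without WT replicate 1 and -8.52 without WT replicate 2), C3 (-9.42 with all libraries, -8.65 without DOX replicate 1 and -11.12 without DOX replicate 2 and -10.05 without WT replicate 1 and -8.20 without WT replicate 2) and CPS1 (-9.21 with all libraries, -9.86 without DOX replicate 2), and the fitted log2 values of PXDN (-12.46 with all libraries, -11.84 without WT replicate 2), PCSK1 (-15.52 with all libraries, -14.69 without WT replicate 2) and A2M (-15.16 with all libraries, -16.09 without WT replicate 1 and -10.86 without WT replicate 2).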

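Of the differentially expressed genes, 2433 were at least 4-fold higher in DOX and 1697 were at least 4-fold higher in WT. Called genes with counts in DOX and none in WT numbered 942, among them the drug efflux pump gene ABCB1 and the cadherin gene CDH11. Called genes with counts in WT and none in DOX numbered 261, among them CA12, a carbonic anhydrase induced by estrogen, and the mucin gene MUC16. A gene symbol was matched to 6983 of the called genes, 3851 higher in DOX and 3132 higher in WT, and 6466 were protein-coding. Calls from edgeR and DESeq2 shared 6670 genes in the same direction and 0 in opposite directions, while 539 were called by edgeR alone and 300 by DESeq2 alone. With DESeq2, 6793 called genes had a symbol. The genes with COCA-seq biased peaks were not analysed here, so these counts cover the RNA-seq side of the overlap.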

By conducting an integrative multiomics analysis, we compared RNA-seq DEGs (6739 genes) with COCA-seq BPGs (13,433 genes) and yielded 5036 biased peak-associated DEGs (BPDGs), further characterizing the BPDGs highly expressed in each cell type ( Figure 5B,C). Genes that are both BPGs and DEGs were defined as the BPDGs, representing the overlapping subset in the multi-omics analysis. Overall, this multiomics approach significantly improved the resolution of drug resistance-associated transcriptional networks compared to conventional single-omics analyses, demonstrating the potential of COCA-seq as a powerful tool to improve the precision of clinical decision-making.

**Figure 5:**
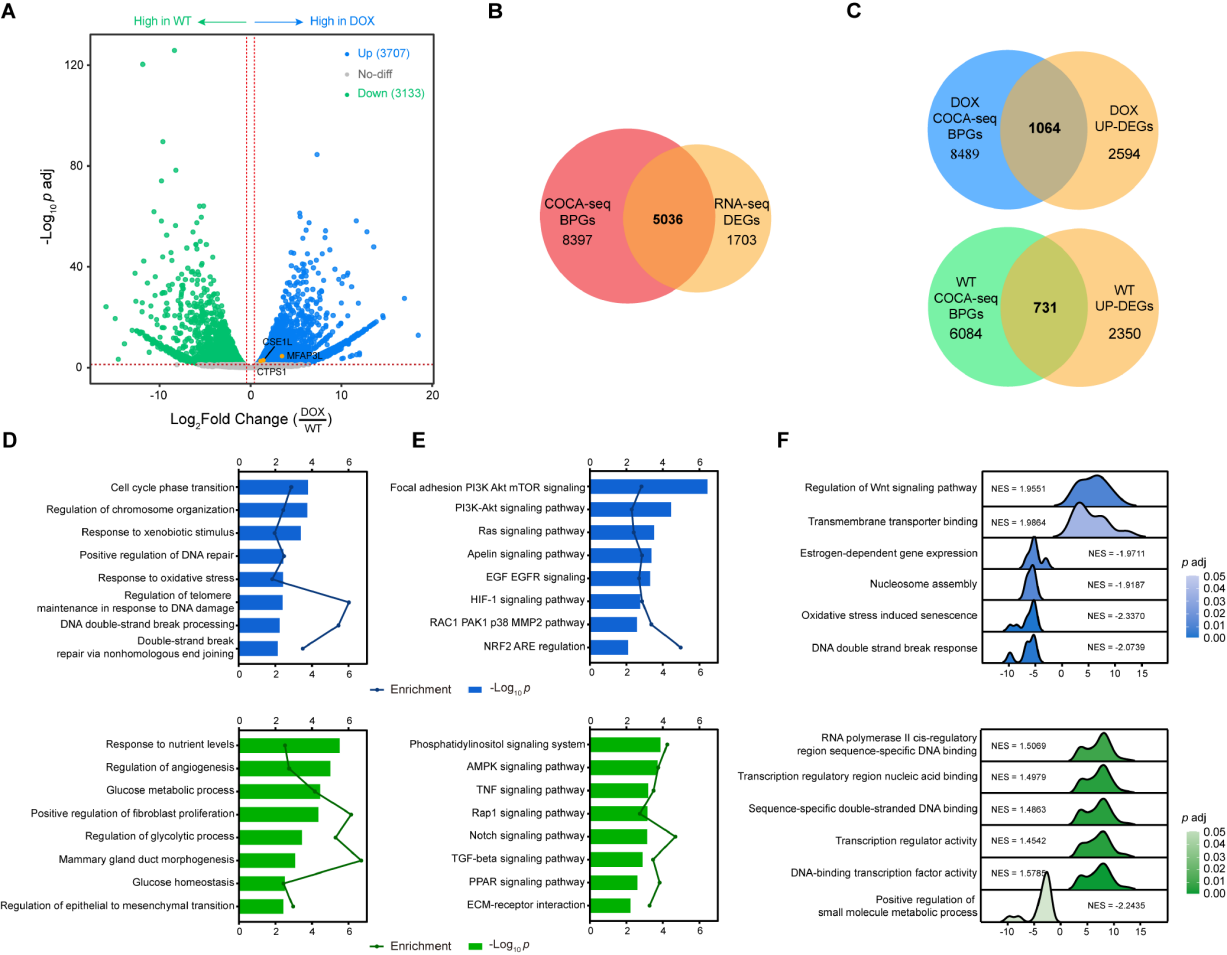
Figure 5 COCA-seq coupled with transcriptomics reveals regulatory networks driving chemoresistance in breast cancer (A) Volcano plot of RNA-seq differential expression analysis. A total of 3707 genes were significantly upregulated in DOX cells (blue), and 3133 genes were upregulated in WT cells (green) (|fold change| ≥ 1.5, p adj ≤ 0.05). The adjusted p values were obtained from Wald test and Benjamini-Hochberg procedure. The genes mentioned in this study later are labeled. (B) Venn diagram illustrating the overlap between DEGs from RNA-seq and COCA-seq BPGs. (C) Venn diagrams showing the overlap of DOX- and WT-highly expressed DEGs with corresponding COCA-seq BPGs. (D,E) Functional enrichment analysis of upregulated BPDGs (1064 in DOX and 731 in WT) identified in (C). (D) GO analysis highlighting important biological processes. (E) KEGG pathway analysis revealing vital regulatory pathways. Enrichment scores and p values are labeled. (F) Ridgeline plots of GSEA results for BPDGs in DOX and WT cells. Normalized enrichment scores (NES) and p adj values (from permutation-based nominal p values and Benjamini-Hochberg procedure) are indicated. Darker colors correspond to higher statistical significance.

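All 3 genes labelled in Fig. 5A were higher in DOX. MFAP3L (Entrez 9848), a membrane glycoprotein of the immunoglobulin superfamily, was 10.9-fold higher, at 5.8 ± 0.251 CPM in DOX and 0.529 ± 0.391 CPM in WT (SD, n = 2 each). CTPS1 (Entrez 1503), the CTP synthase of pyrimidine synthesis, was 2.68-fold higher, at 204 ± 20.5 CPM in DOX and 76 ± 25 CPM in WT. CSE1L (Entrez 1434), the nuclear export receptor of importin alpha, was 2.14-fold higher, at 355 ± 60.5 CPM in DOX and 166 ± 19.8 CPM in WT. GAPDH, a glycolytic enzyme and the reference gene of the paper's RT-qPCR, was at 5615 ± 803 CPM in DOX and 4351 ± 1834 CPM in WT and did not pass the test.
MFAP3L lies on chromosome 4 from 170907748 to 170954182 (GRCh37), and its log2 fold change was 3.45 (standard error 0.59, adjusted p = 0.0059 from edgeR's quasi-likelihood test). It rested on 73 and 92 counts in the DOX replicates and on 4 and 12 counts in the WT replicates. CTPS1 lies on chromosome 1 from 41444972 to 41478237, with a log2 fold change of 1.42 (standard error 0.31, adjusted p = 0.013). CSE1L lies on chromosome 20 from 47662783 to 47713497, with a log2 fold change of 1.10 (standard error 0.28, adjusted p = 0.022). GAPDH lies on chromosome 12 from 6643678 to 6647540, with a log2 fold change of 0.37 (standard error 0.55, adjusted p = 0.61). For each of MFAP3L, CTPS1 and CSE1L, both DOX replicates were above both WT replicates. The log2 fold change of MFAP3L was 2.83 without WT replicate 1 and 4.51 without WT replicate 2. The call of CSE1L ended with total counts only (1.05, adjusted p = 0.052), in the test against a fold change of 1.5 (adjusted p = 0.068) and without DOX replicate 1 (0.95, adjusted p = 0.11).

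**Figure D2:**
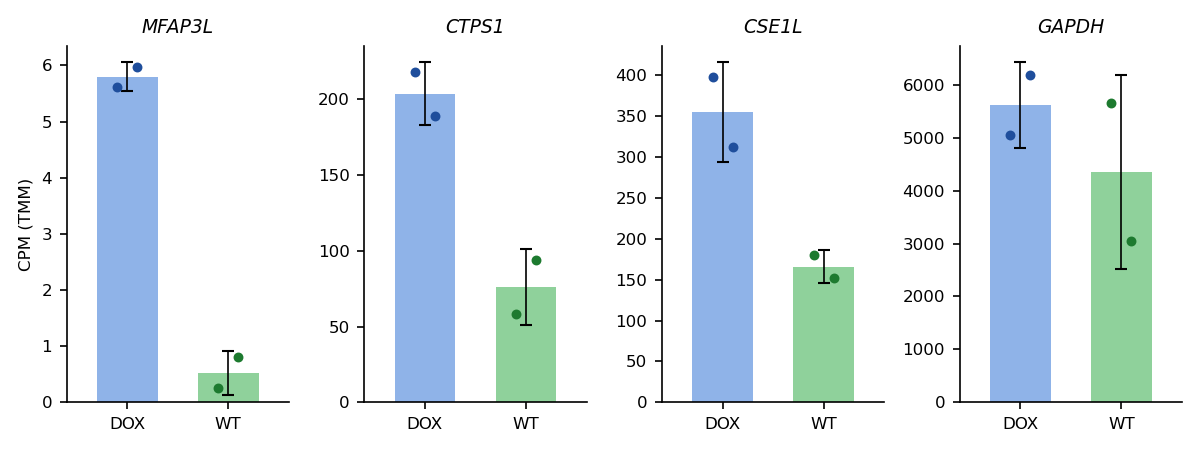
Levels of MFAP3L, CTPS1, CSE1L and GAPDH in CPM after TMM normalization, with each replicate as a point, the mean over n = 2 replicates as a bar and the SD as the error bar. Each panel has its own linear axis from 0. The points of MFAP3L, CTPS1 and CSE1L in DOX lie above those in WT, and those of GAPDH overlap.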

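Called genes of focal adhesion and of the EGFR family were more often higher in DOX, and called target genes of HIF-1, PPAR and TNF more often higher in WT. Camera did not call the lists of focal adhesion and the EGFR family (adjusted p = 0.0883 each). The camera calls of HIF-1, PPAR and TNF were lost with an estimated correlation (adjusted p = 0.931). That setting could hardly call any list with 2 residual degrees of freedom. SRC, the adhesion kinase, was 14.5-fold higher in DOX (91.8 ± 7.33 CPM in DOX and 6.33 ± 0.832 CPM in WT, SD, n = 2 each), and PTK2, the focal adhesion kinase, was 3.66-fold higher. NRG1, a ligand of the ERBB3 receptor, had 45 ± 6.74 CPM in DOX and no count in WT (at least 457-fold). VEGFA, the hypoxia-induced angiogenic factor, was 12.6-fold higher in WT (28.6 ± 6.14 CPM in DOX and 361 ± 42.9 CPM in WT), and the nuclear receptor PPARG was 7.73-fold higher in WT.
Among 20 focal adhesion genes, 10 were higher in DOX, 2 were higher in WT and 8 did not pass the test (10 and 3 when adjusted over the list alone), with camera adjusted p = 0.0883 towards DOX. The 10 include CAV1, which carries the common excess of counts. TNS1, a tensin that links integrins to actin, was 4.76-fold higher in WT (adjusted p = 0.0021), and PARVB, a parvin, was 2.1-fold higher in WT. The call ended for PARVB (-1.10 to -0.71 without DOX replicate 1 or 2 or WT replicate 1, in the test against a fold change of 1.5) on the log2 scale.
For the 11 EGFR family receptors and ligands, 5 were higher in DOX, 1 was higher in WT and 5 did not pass the test (7 and 1 when adjusted over the list alone), with camera adjusted p = 0.0883 towards DOX. EGF had no count in WT and was at least 40.8-fold higher in DOX, as was the neuregulin NRG2 (at least 35.8-fold). The growth factor HBEGF was 3.99-fold higher in DOX, and the receptor ERBB3 was 10.9-fold higher (adjusted p = 0.0018), with a log2 fold change of 3.45, and of 2.85 without DOX replicate 2. EREG, another EGFR ligand, was 97.7-fold higher in WT (adjusted p = 0.00035).
Of 20 HIF-1 target genes, 1 was higher in DOX, 13 were higher in WT and 6 did not pass the test (1 and 13 when adjusted over the list alone). Their median log2 fold change was -1.74, and the list test pointed to WT with camera adjusted p = 0.000389, and had adjusted p = 0.931 with an estimated correlation and 0.0679 by fry. CA9, a carbonic anhydrase, had 1 count in DOX and a ratio of 4176 (95% interval 749 to 164996) towards WT, and EGLN3, a prolyl hydroxylase, was 10.2-fold higher in WT. PGK1, higher in WT, lies on chromosome X, where the DOX replicates differ 4 to 1. EGLN1, the gene higher in DOX, carries the common excess.
Of 18 PPAR targets and lipid genes, 2 were higher in DOX, 9 were higher in WT and 7 did not pass the test (2 and 9 when adjusted over the list alone) (camera adjusted p = 0.0464 towards WT, adjusted p = 0.931 with an estimated correlation and 0.188 by fry). CD36, a fatty acid transporter, had 2 counts in DOX and a ratio of 3848 (95% interval 1065 to 31779) towards WT, and ACSL1, an acyl-CoA synthetase, was 8.66-fold higher in WT. FABP5 and LPL were the genes higher in DOX, where LPL, with 1 count in WT, had a ratio of 1399 (95% interval 251 to 55302). Without WT replicate 2 the list's adjusted p was 0.126, without DOX replicate 1 0.0687, and with RLE size factors 0.0511. With a mean count above 10 it was 0.105, with filterByExpr 0.0871, without the genes of the 4 to 1 region 0.0605 and without both sets of genes 0.0589.
Of 20 TNF and NF-κB targets, 1 was higher in DOX, 10 were higher in WT and 9 did not pass the test (1 and 11 when adjusted over the list alone) (camera adjusted p = 0.0125 towards WT, adjusted p = 0.931 with an estimated correlation and 0.246 by fry, and 0.106 without WT replicate 2). CXCL2, a neutrophil chemokine, was 19.2-fold higher in WT (adjusted p = 0.0005). CXCL8, another chemokine, was 67.9-fold higher in WT, with log2 fold changes of -6.09 and, without DOX replicate 2 or WT replicate 2, -7.07 and -5.44. CXCL1 had no count in WT and was at least 26.4-fold higher in DOX. These lists were not restricted to genes with COCA-seq biased peaks, which were not analysed here. Without 1 library, FABP5 moved from 4.30 to 6.64 (WT replicate 1) or 3.49 (WT replicate 2) on the log2 scale.

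**Figure D3:**
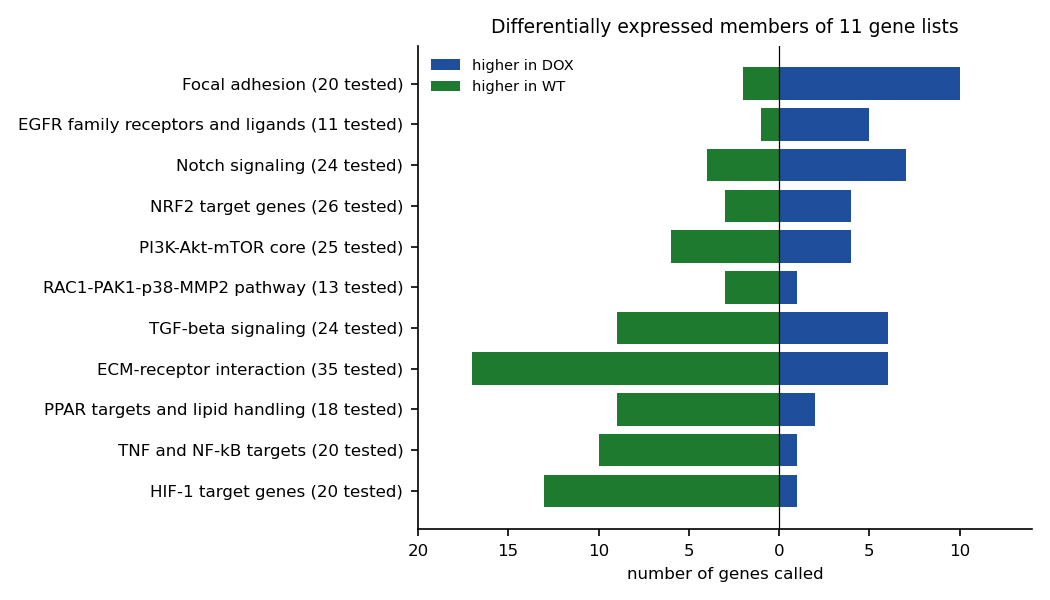
Number of differentially expressed members of 11 gene lists, with genes higher in DOX to the right (blue) and genes higher in WT to the left (green). The number of tested members stands beside each list. The bars of focal adhesion reach 10 towards DOX, and those of the HIF-1 target genes reach 13 towards WT.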

KEGG analysis of BPGs suggested that the pathways enriched in DOX were associated with drug resistance ( Supplementary Table S3). The heightened expression of DOX-BPDGs likely brought about modulated cellular activities and in turn doxorubicin resistance. Focusing on the highly expressed BPDGs (BPHGs), we constructed the regulatory networks they participated in, providing deeper insights into the impact of O-GlcNAc modification on doxorubicin resistance in breast cancer. 

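DNA repair genes differed in both directions between DOX and WT. POLM, a polymerase of end joining, was 3.2-fold higher in DOX (58.4 ± 2.57 CPM in DOX and 18.2 ± 1.59 CPM in WT, SD, n = 2 each). RAD51C, a RAD51 paralog, was 2.52-fold higher in DOX, and BRIP1, the helicase that binds BRCA1, was 2.69-fold higher. BRCA1 itself was 5.23-fold higher in WT (9.78 ± 0.222 CPM in DOX and 51.2 ± 0.199 CPM in WT). EIF2AK3, which encodes PERK, a stress sensor kinase of the endoplasmic reticulum, was 3.53-fold higher in WT.
Of 16 genes of nonhomologous end joining, 1 was higher in DOX, 1 was higher in WT and 14 did not pass the test (1 and 0 when adjusted over the list alone), with camera adjusted p = 0.806. RNF8, the ubiquitin ligase of double-strand breaks, was the gene higher in WT (1.98-fold). XRCC5, which encodes Ku80, had a log2 fold change of 0.71 (standard error 0.27, adjusted p = 0.077), and so did not pass. Of 21 genes of homologous recombination, 3 were higher in DOX, 4 were higher in WT and 14 did not pass the test (2 and 3 when adjusted over the list alone), with camera adjusted p = 0.809. The third gene higher in DOX was NBN (1.82-fold), and RAD54L (1.97-fold), EXO1 (2.37-fold) and BLM (1.94-fold) were higher in WT with BRCA1. The calls of 5 of these genes ended under other settings, given with their log2 fold changes: RNF8 (-1.07 to -0.70 without DOX replicate 1 or 2 or WT replicate 1, with upper-quartile factors, with total counts only, in the test against a fold change of 1.5), NBN (0.68 to 0.99 without DOX replicate 1 or 2 or WT replicate 2, with total counts only, in the test against a fold change of 1.5), RAD54L (-1.10 to -0.77 without DOX replicate 1 or 2 or WT replicate 1, in the test against a fold change of 1.5), EXO1 (-1.11 without DOX replicate 2) and BLM (-0.96 to -0.59 without DOX replicate 1 or 2 or WT replicate 1, with upper-quartile factors, with a mean count above 10, with filterByExpr, in the test against a fold change of 1.5, without the mitochondrial and 20 highest genes, without the genes of the common excess).
Among 18 telomere maintenance genes, 5 were higher in DOX, 3 were higher in WT and 10 did not pass the test (5 and 3 when adjusted over the list alone), with camera adjusted p = 0.806 towards DOX. The shelterin genes TINF2 (3.25-fold) and TERF1 (4.57-fold) and the helicase gene RTEL1 (2.47-fold) were higher in DOX, with NHP2 and TEN1. TERF2IP, which encodes the shelterin protein RAP1, was 3.29-fold higher in WT (adjusted p = 0.0027), with POT1 and WRAP53. TERF1 was at 2.84 on the log2 scale without WT replicate 1, against 2.19 with all libraries. Calls ended for NHP2 (0.67 to 1.14 without DOX replicate 1 or 2 or WT replicate 2, with total counts only, in the test against a fold change of 1.5), TEN1 (1.30 without DOX replicate 2), POT1 (-1.21 to -0.83 without DOX replicate 1 or 2 or WT replicate 1, in the test against a fold change of 1.5) and WRAP53 (-0.78 to -0.68 without DOX replicate 1 or 2 or WT replicate 1 or 2, with DESeq2, in the likelihood ratio test, with upper-quartile factors, with total counts only, with no low-count filter, in the test against a fold change of 1.5, without the mitochondrial and 20 highest genes, without the genes of the common excess).
For 21 genes of DNA replication and G1/S, 5 were higher in DOX, 4 were higher in WT and 12 did not pass the test (5 and 4 when adjusted over the list alone), with camera adjusted p = 0.806. CCNE1, the cyclin of S phase entry, was 4.62-fold higher in DOX (adjusted p = 0.0043), and GINS1, GINS2, MCM4 and TYMS were the others in that direction. E2F2, a transcription factor of the cell cycle, was 4.09-fold higher in WT and the helicase subunit MCM7 3.3-fold, with CDT1 and RRM1. Calls ended for GINS1 (0.77 to 0.99 without DOX replicate 1 or 2 or WT replicate 1, with total counts only, in the test against a fold change of 1.5), GINS2 (1.31 without DOX replicate 2), MCM4 (0.79 to 0.95 without DOX replicate 1 or 2 or WT replicate 2, with total counts only, in the test against a fold change of 1.5), TYMS (0.76 to 0.84 without DOX replicate 1 or 2, with total counts only, in the test against a fold change of 1.5), CDT1 (-1.07 to -1.04 without DOX replicate 1 or 2, in the test against a fold change of 1.5) and RRM1 (-0.97 to -0.77 without DOX replicate 1 or 2, with total counts only, in the test against a fold change of 1.5).
Of 21 G2/M genes, 2 were higher in DOX, 1 was higher in WT and 18 did not pass the test (0 and 0 when adjusted over the list alone), with camera adjusted p = 0.806. BUB1, a spindle checkpoint kinase, was 2.45-fold higher in DOX, TPX2, which carries the common excess, was higher in DOX, and AURKB, a mitotic kinase, was 1.85-fold higher in WT. Calls ended for BUB1 (1.08 to 1.29 without DOX replicate 1, in the test against a fold change of 1.5), TPX2 (3.36 to 3.71 without WT replicate 1 or 2) and AURKB (-0.92 to -0.59 without DOX replicate 1 or 2 or WT replicate 1, with upper-quartile factors, with total counts only, in the test against a fold change of 1.5). The proliferation marker MKI67 had a log2 fold change of -0.75 (standard error 0.26, adjusted p = 0.057).
Of 24 genes of the unfolded protein response, 0 were higher in DOX, 8 were higher in WT and 16 did not pass the test (0 and 8 when adjusted over the list alone). Towards WT, the list had camera adjusted p = 0.0134, and adjusted p = 0.931 with an estimated correlation and 0.165 by fry. CRELD2 (3.2-fold) and EDEM1 (4.41-fold), which act on misfolded proteins, were higher in WT, and 1 of the 8, HSPA5, lies on chromosome 9 where the DOX replicates differ 4 to 1. The list's adjusted p was 0.0615 with a mean count above 10 and 0.125 without WT replicate 2. None of these lists was restricted to genes with COCA-seq biased peaks.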

GO analysis showed that DOX-BPHGs were predominantly enriched in biological processes related to stress response, intracellular homeostasis, and DNA damage repair. Conversely, WT-BPHGs were more associated with malignant tumor development, including metastasis, invasion, and solid tumor progression ( Figure 5D). 

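Mesenchymal and epithelial genes each differed in both directions. CDH2, which encodes N-cadherin, was 7.66-fold higher in DOX (119 ± 5.45 CPM in DOX and 15.6 ± 1.7 CPM in WT, SD, n = 2 each), and the receptor kinase gene AXL was 8.28-fold higher in DOX. S100A4, a protein linked to cell motility, was 298-fold higher in WT (1.51 ± 0.168 CPM in DOX and 453 ± 111 CPM in WT). SPINT2, an epithelial protease inhibitor, was 59.2-fold higher in DOX, and CLDN4, a tight junction claudin, was 25.9-fold higher in WT.
Of 18 mesenchymal genes, 6 were higher in DOX, 7 were higher in WT and 5 did not pass the test (6 and 7 when adjusted over the list alone), with camera adjusted p = 0.806 towards WT. CDH11, another cadherin, had no count in WT and was at least 83.1-fold higher in DOX. FOXC2, a transcription factor of mesenchyme, had no count in DOX and was at least 75.7-fold higher in WT, and MMP2 was also among the genes higher in WT. VIM, the mesenchymal filament vimentin, was at 2481 ± 35.4 CPM in DOX and 1837 ± 250.4 CPM in WT and did not pass the test.
Of 16 epithelial genes, 4 were higher in DOX, 7 were higher in WT and 5 did not pass the test (4 and 7 when adjusted over the list alone). The list test pointed to WT, at a median log2 fold change of 0.19 and a mean of -0.62 (camera adjusted p = 0.725). OCLN, which encodes occludin, had 2 counts in WT and a ratio of 76.4 (95% interval 20.8 to 637) towards DOX. The splicing factor ESRP1 had 1 count in WT and a ratio of 117 (95% interval 20.6 to 4665), and CLDN3 had 1 count in WT and 8 and 11 counts in DOX. CLDN7 had 2 counts in DOX and a ratio of 1222 (95% interval 338 to 10094) towards WT, and the epithelial transcription factor ELF3 was 319.9-fold higher in WT. CDH1, which encodes E-cadherin, had 10 to 12 counts in each library. Calls ended for CLDN3 (3.27 to 4.37 without DOX replicate 2 or WT replicate 2, with DESeq2), and leaving out 1 library moved the log2 fold changes of ELF3 (-8.32 with all libraries, -7.06 without WT replicate 1 and -8.95 without WT replicate 2), CLDN4 (-4.70 with all libraries, -5.29 without DOX replicate 2), ESRP1 (6.55 with all libraries, 5.66 without WT replicate 1 and 8.83 without WT replicate 2) and CLDN7 (-10.11 with all libraries, -9.26 without DOX replicate 1 and -13.31 without DOX replicate 2 and -9.51 without WT replicate 2).
Of 20 angiogenesis genes, 7 were higher in DOX, 6 were higher in WT and 7 did not pass the test (7 and 6 when adjusted over the list alone), with camera adjusted p = 0.931. Their median log2 fold change was 0.49 and their mean 0.36, while the test pointed to WT. THBS1, an inhibitor of angiogenesis, was 11.3-fold higher in DOX (adjusted p = 0.0023) and PDGFA, a growth factor, 3.04-fold. NRP2, a coreceptor of VEGF, was 10.7-fold higher in WT (adjusted p = 0.0013), SEMA3F, a semaphorin, 7.02-fold (-2.18 on the log2 scale without WT replicate 2, against -2.81), and VEGFA was also higher in WT.
Of 21 glycolysis genes, 1 was higher in DOX, 8 were higher in WT and 12 did not pass the test (1 and 8 when adjusted over the list alone), with camera adjusted p = 0.0757 towards WT. HK2, a hexokinase, was 2.95-fold higher in WT, ALDOC, an aldolase, 189.9-fold (-6.98 without WT replicate 1 on the log2 scale, against -7.57), and PFKM, a phosphofructokinase, 2.82-fold. PFKP, another phosphofructokinase, was 2.12-fold higher in DOX, and PGK1 lies on chromosome X. Calls ended for PFKM (-1.26 without DOX replicate 1) and PFKP (0.90 to 1.17 without DOX replicate 1 or 2 or WT replicate 1, with total counts only, in the test against a fold change of 1.5). The glycolysis list was called towards WT without DOX replicate 2 (adjusted p = 0.0455) and without WT replicate 2 (adjusted p = 0.0323), but not without DOX replicate 1 (adjusted p = 0.238) or WT replicate 1 (adjusted p = 0.179), and had adjusted p = 0.931 with an estimated correlation and 0.165 by fry.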

Regarding pathway remodeling induced by OGAC, KEGG analysis highlighted the prominence of PI3K-Akt signaling pathway, NRF2 ARE regulation and RAC1 PAK1 p38 MMP2 pathway in DOX, while Notch signaling pathway, TGF-β signaling pathway, and ECM-receptor interaction were more pronounced in WT ( Figure 5E). 

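In the PI3K-Akt pathway, INPP4B, a phosphatase of PI(3,4)P2, was 50.6-fold higher in DOX (73.2 ± 10.8 CPM in DOX and 1.44 ± 0.432 CPM in WT, SD, n = 2 each), and PIK3R3, a regulatory subunit of PI3K, was 4.93-fold higher in WT. NQO1, the NRF2-induced quinone reductase, was 2.78-fold higher in DOX (374 ± 8.72 CPM in DOX and 135 ± 3.93 CPM in WT). PAK1, a kinase downstream of RAC1, was 3.2-fold higher in DOX, and MMP2, the gelatinase at the end of that pathway, had 2 and 1 counts in DOX and 716 ± 317 CPM in WT. Of the Notch ligands, JAG2 was 19.1-fold higher in DOX and JAG1 5.81-fold higher in WT. The integrin genes ITGA6 (4.18-fold higher in DOX) and ITGA5 (7.26-fold higher in WT) also went apart.
Of 25 PI3K-Akt-mTOR genes, 4 were higher in DOX, 6 were higher in WT and 15 did not pass the test (4 and 6 when adjusted over the list alone), with camera adjusted p = 0.806. AKT3, an Akt kinase, was 13.1-fold higher in DOX, with AKT2 (1.93-fold) and PIK3CB (1.88-fold). RICTOR, a subunit of mTORC2, was 4.35-fold higher in WT, and FOXO3, a transcription factor inhibited by Akt, was 2.7-fold higher in WT. AKT3 stood at 5.44 without WT replicate 1 and 2.98 without WT replicate 2, against 3.71 on the log2 scale, and calls ended for AKT2 (0.92 to 1.01 without DOX replicate 1 or 2, with total counts only, in the test against a fold change of 1.5) and PIK3CB (0.84 to 1.02 without DOX replicate 1 or 2, with total counts only, in the test against a fold change of 1.5).
Of 26 NRF2 target genes, 4 were higher in DOX, 3 were higher in WT and 19 did not pass the test (4 and 2 when adjusted over the list alone). The list test pointed to WT, at a median log2 fold change of 0.10 and a mean of -0.13 (camera adjusted p = 0.88). OSGIN1 was 4.23-fold higher in DOX and TXNRD1, a thioredoxin reductase, 2.3-fold, while GPX2 had 13 counts in DOX and none in WT. HMOX1, the heme oxygenase, was 4.09-fold higher in WT and FTH1, the ferritin heavy chain, 2.66-fold. AKR1B10, an aldo-keto reductase, had no count in DOX and was at least 27.7-fold higher in WT. Calls ended for OSGIN1 (2.00 without DOX replicate 1), TXNRD1 (0.94 to 1.24 without DOX replicate 1 or 2 or WT replicate 1, in the test against a fold change of 1.5), GPX2 (5.28 to 5.64 without DOX replicate 1, with DESeq2), HMOX1 (-2.03 to -0.79 without DOX replicate 1 or WT replicate 1, in the test against a fold change of 1.5) and FTH1 (-1.42 to -1.22 without DOX replicate 1 or WT replicate 1, with total counts only, in the test against a fold change of 1.5).
Of 13 genes of the RAC1-PAK1-p38-MMP2 pathway, 1 was higher in DOX, 3 were higher in WT and 9 did not pass the test (1 and 3 when adjusted over the list alone). The list test pointed to WT, at a median log2 fold change of 0.26 and a mean of -1.41 (camera adjusted p = 0.717). The ratio of MMP2 was 6703 (95% interval 2293 to 32507) towards WT, and that of MAP2K6, a kinase that activates p38, with 2 counts in DOX, was 364 (95% interval 100.3 to 3007). MAPKAPK2, a p38 substrate kinase, was 3.3-fold higher in WT (adjusted p = 0.0032).
For 24 Notch genes, 7 were higher in DOX, 4 were higher in WT and 13 did not pass the test (7 and 4 when adjusted over the list alone), with camera adjusted p = 0.984. NOTCH3, a receptor, had 1 count in WT and a ratio of 1161 (95% interval 208 to 45885) towards DOX, and MAML2, a coactivator, was 5.31-fold higher in DOX. HEY1, a Notch target, was 87-fold higher in WT (-7.28 on the log2 scale without DOX replicate 1, against -6.44), with MAML3 (9.82-fold) and LFNG (4.27-fold).
Of 24 TGF-β genes, 6 were higher in DOX, 9 were higher in WT and 9 did not pass the test (6 and 9 when adjusted over the list alone). Their median log2 fold change was -0.61 and their mean was 0.27, with camera adjusted p = 0.703 towards WT. SMURF2 (9.13-fold) and BAMBI (16.5-fold), which restrain the pathway, were higher in DOX, and INHBB, an activin subunit, had no count in WT (at least 150.3-fold). TGFB3, a ligand (6.31-fold), and SMAD2, a signal transducer (2.9-fold), were higher in WT, as was LTBP1, which binds latent TGF-β (25.9-fold, and -3.77 on the log2 scale without WT replicate 2, against -4.69).
Of 35 genes of ECM-receptor interaction, 6 were higher in DOX, 17 were higher in WT and 12 did not pass the test (6 and 17 when adjusted over the list alone). The list test pointed to WT with camera adjusted p = 0.0379, and had adjusted p = 0.931 with an estimated correlation and 0.277 by fry. LAMA3, a laminin chain, was 42.6-fold higher in WT (adjusted p = 0.00047), COL1A1, a chain of type I collagen, was 2.53-fold higher in DOX, and THBS1 was also higher in DOX. Of the 17 members higher in WT, 3 lie in the region where the DOX replicates differ 4 to 1, COL4A6 among them. The list's adjusted p was 0.105 without the genes of that region, 0.106 without both sets, 0.084 without DOX replicate 1 and 0.212 without WT replicate 2. None of the 6 lists was restricted to genes with COCA-seq biased peaks.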

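ABCB1, which encodes the doxorubicin efflux pump P-glycoprotein, had 1498 ± 8.83 CPM in DOX (SD, n = 2) and no count in WT. It was at least 15357-fold higher in DOX, and its neighbor ABCB4, a phospholipid exporter, was at least 481-fold higher. The efflux pumps ABCG2 (39.4-fold) and ABCC2 (64-fold) were higher in WT. BCL2L1, which encodes the survival factor BCL-XL, was 4.8-fold higher in DOX (307 ± 54.4 CPM in DOX and 64.1 ± 12.4 CPM in WT), and CASP9, an initiator caspase, was 11.1-fold higher in WT. Histone transcripts were more often higher in WT, as for H1-2, a linker histone (60.2-fold). The list's camera call was lost with an estimated correlation (adjusted p = 0.931) and by fry (adjusted p = 0.075).
ABCB1 (Entrez 5243) lies on chromosome 7 from 87132333 to 87342639 (GRCh37), with 19366 and 23147 counts in the DOX replicates (adjusted p = 0.00031 from edgeR's quasi-likelihood test). Of 15 transporters, 4 were higher in DOX, 4 were higher in WT and 7 did not pass the test (4 and 4 when adjusted over the list alone). The list test pointed to WT, at a median log2 fold change of -0.46 and a mean of 0.66 (camera adjusted p = 0.806). ABCB5 had 22 counts in DOX and none in WT (at least 7.95-fold), and ABCC5 was 1.8-fold higher in DOX. ABCC3, a pump of organic anions, was 626-fold higher in WT, with 946 and 5239 counts in the WT replicates and -7.47 on the log2 scale without WT replicate 2, against -9.29. ABCA2, higher in WT, lies on chromosome 9 where the DOX replicates differ 4 to 1. ABCC1, which encodes the pump MRP1, had a log2 fold change of 0.10 (standard error 0.37, adjusted p = 0.84). The call ended for ABCC5 (0.82 to 0.91 without DOX replicate 1 or 2, with total counts only, in the test against a fold change of 1.5) on the log2 scale.
Of 27 apoptosis genes, 6 were higher in DOX, 9 were higher in WT and 12 did not pass the test (7 and 10 when adjusted over the list alone), with camera adjusted p = 0.306 towards WT. BAD, which promotes cell death, was 3.99-fold higher in DOX (adjusted p = 0.0024), and CYCS, cytochrome c, 2.5-fold. BIRC3, an inhibitor of apoptosis, was 10.6-fold higher in WT, and the death receptor FAS was also higher in WT. Of 33 genes of senescence after oxidative stress, histones aside, 5 were higher in DOX, 7 were higher in WT and 21 did not pass the test (4 and 7 when adjusted over the list alone), with camera adjusted p = 0.806. MAP4K4, a stress kinase, was 5.52-fold higher in DOX, with MAPK8, MAPK10, CDKN2A and EED. CDKN2B, which encodes the cell cycle inhibitor p15, was 3.36-fold higher in WT, the Polycomb gene CBX2 4.14-fold and the demethylase gene KDM6B 2.86-fold. Calls ended for CYCS (1.19 without DOX replicate 2), MAPK8 (0.98 to 1.35 without DOX replicate 1 or 2, in the test against a fold change of 1.5), MAPK10 (2.56 to 3.11 without DOX replicate 2 or WT replicate 2, with DESeq2), CDKN2A (0.76 to 1.06 without DOX replicate 1 or 2 or WT replicate 2, with total counts only, with a mean count above 10, with filterByExpr, in the test against a fold change of 1.5) and EED (0.80 to 1.08 without DOX replicate 1 or 2 or WT replicate 2, with total counts only, in the test against a fold change of 1.5).
Of 25 replication-dependent histone genes, 2 were higher in DOX, 14 were higher in WT and 9 did not pass the test (2 and 14 when adjusted over the list alone). Their median log2 fold change was -3.38, with camera adjusted p = 0.000237 towards WT, adjusted p = 0.931 with an estimated correlation and 0.075 by fry. H2BC12 was 10.7-fold higher in WT (adjusted p = 0.00049) and H2AC6 57.8-fold (-6.53 on the log2 scale without DOX replicate 1, against -5.85). H2BC9 was 5.35-fold higher in DOX, and H3C3 had 14 counts in DOX and none in WT. Calls ended for H2BC9 (2.38 without DOX replicate 2) and H3C3 (5.37 to 5.78 without DOX replicate 2, with DESeq2). Histone genes are near-identical copies, so the split of reads among them is uncertain.
For 34 Wnt genes, 13 were higher in DOX, 7 were higher in WT and 14 did not pass the test (14 and 8 when adjusted over the list alone), with camera adjusted p = 0.303 towards DOX. DKK1, a Wnt antagonist, was 28.7-fold higher in DOX (adjusted p = 0.00035), and WNT5B, a ligand, was 111-fold higher. RNF43, a ligase that removes Wnt receptors, was 57.7-fold higher in WT (adjusted p = 0.00034) and the receptor FZD5 4.65-fold. Without WT replicate 1 or 2, WNT5B stood at 6.08 and 8.18 on the log2 scale, against 6.79.
Of 18 estrogen-responsive genes, 4 were higher in DOX, 9 were higher in WT and 5 did not pass the test (4 and 10 when adjusted over the list alone), with camera adjusted p = 0.309 towards WT. PGR, the progesterone receptor, had no count in WT and was at least 107-fold higher in DOX. CCND1, cyclin D1, was 24.5-fold higher in DOX (5.25 on the log2 scale without WT replicate 2, against 4.61), with NRIP1, a corepressor (2.67-fold), and the receptor kinase gene RET, which had 29 counts in DOX and 2 in WT. CA12 had no count in DOX and was at least 717-fold higher in WT, and the zinc transporter SLC39A6 was 2.65-fold higher in WT. ESR1, the estrogen receptor, had 3 and 0 counts in the DOX replicates and 1 count in each WT replicate. None of these lists was restricted to genes with COCA-seq biased peaks.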

To quantitatively reveal the significant differences in biological states between DOX and WT, we performed GSEA analysis on COCA-seq BPDGs, uncovering preferentially activation of drug efflux and stress homeostasis, and downregulation of stress response, apoptosis and senescence in DOX, contrasting with processes associated with TF binding and gene expression modulation were enhanced in WT ( Figure 5F). Taken together, doxorubicin resistance in breast cancer may stem from coordinated suppression of drug-induced stress response and shifting priorities for such exogenous stimuli, such as DNA damage repair, drug efflux, and cell survival, rather than malignancy progression or even tumor metastasis.

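Target genes of p53 were more often higher in WT. Their list's camera call was lost with an estimated correlation (adjusted p = 0.931) and by fry (adjusted p = 0.0891). DDB2, a sensor of ultraviolet damage, was 5.49-fold higher in WT (21.1 ± 3.58 CPM in DOX and 116 ± 26.7 CPM in WT, SD, n = 2 each), and FAS, the death receptor, was 5.93-fold higher in WT. TP53I3, a quinone oxidoreductase induced by p53, was 14.3-fold higher in DOX. TOP2A, the topoisomerase that doxorubicin poisons, was 3.72-fold higher in WT (138 ± 1.38 CPM in DOX and 514 ± 143 CPM in WT). GSTP1, a glutathione transferase linked to drug detoxification, was 6.55-fold higher in DOX (717 ± 18.5 CPM in DOX and 109.5 ± 33.6 CPM in WT).
Of 23 p53 target genes, 1 was higher in DOX, 15 were higher in WT and 7 did not pass the test (1 and 15 when adjusted over the list alone). Their median log2 fold change was -1.48, with camera adjusted p = 0.000389 towards WT, adjusted p = 0.931 with an estimated correlation and 0.0891 by fry. GDF15, a stress-induced cytokine, had 1 count in DOX and a ratio of 3810 (95% interval 683 to 150526) towards WT.
Of 11 genes of topoisomerases and doxorubicin metabolism, 0 were higher in DOX, 6 were higher in WT and 5 did not pass the test (0 and 6 when adjusted over the list alone). Towards WT, the list had camera adjusted p = 0.0162, and adjusted p = 0.931 with an estimated correlation and 0.0611 by fry. CBR3, a carbonyl reductase that reduces doxorubicin, was 12.4-fold higher in WT (adjusted p = 0.0023), and RARG, a retinoic acid receptor, was 8.73-fold higher. POR, the cytochrome P450 reductase, was 9.68-fold higher in WT, with a log2 fold change of -2.46 without WT replicate 2, against -3.27. TOP1 had a log2 fold change of 0.40 (standard error 0.25, adjusted p = 0.23).
Of 15 glutathione genes, 4 were higher in DOX, 4 were higher in WT and 7 did not pass the test (4 and 4 when adjusted over the list alone), with camera adjusted p = 0.806 towards DOX. GSTM3 had no count in WT and was at least 424-fold higher in DOX, and GSTO2 was 22.9-fold higher in DOX. MGST3, a microsomal transferase, was 3.86-fold higher in WT, and GSTM4 had no count in DOX (at least 53.8-fold higher in WT). The remaining calls were GSTT1 towards DOX and MGST2 and GSTT2 towards WT, and they ended for GSTT1 (0.79 to 1.33 without DOX replicate 1 or 2 or WT replicate 2, in the test against a fold change of 1.5), MGST2 (-0.86 to -0.67 without DOX replicate 1 or 2 or WT replicate 1 or 2, in the likelihood ratio test, with upper-quartile factors, with total counts only, with no low-count filter, in the test against a fold change of 1.5, without the genes of the common excess) and GSTT2 (-2.68 to -1.76 without DOX replicate 1 or 2 or WT replicate 1, with DESeq2, in the test against a fold change of 1.5). Adjusted p values come from edgeR's quasi-likelihood test for genes and from camera for lists.
From the enriched processes of genes with both a biased peak and a higher expression, the paper proposes that resistance may stem from a suppressed response to drug-induced stress and a shift towards repair of DNA damage, drug efflux and survival, away from progression and metastasis.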

It is evident that COCA-seq possesses a remarkable capacity to elucidate the intricate regulatory mechanisms mediated by O-GlcNAc. As demonstrated in the study, COCA-seq explicated that acquired doxorubicin resistance involved metabolic-stress adaptation through O-GlcNAcylation-mediated chromatin remodeling, effectively decoupling cancer cells from progression-associated transcriptional programs. COCA-seq exhibited unprecedented resolution in dissecting O-GlcNAc-driven regulatory complexity, particularly in mapping chromatin accessibility.

### COCA-seq maps the cell-specific TF profiles regulated by O-GlcNAc

Given the substantial enrichment of OGAC in the promoter regions of DOX, we hypothesized that the TF profiles interacting with these regions might critically regulate drug resistance. To support this hypothesis, we utilized HINT, a computational framework that leveraged open chromatin data to detect active TF binding sites [18]. DOX and WT displayed distinct TF activity patterns ( Figure 6A,E). Further analysis identified 38 differentially active TFs (|fold change| ≥ 1.5, FDR ≤ 0.05) between the two groups, with 13 TFs in DOX and 25 in WT, including known mediators of O-GlcNAc-associated drug resistance ( Figure 6B).

**Figure 6:**
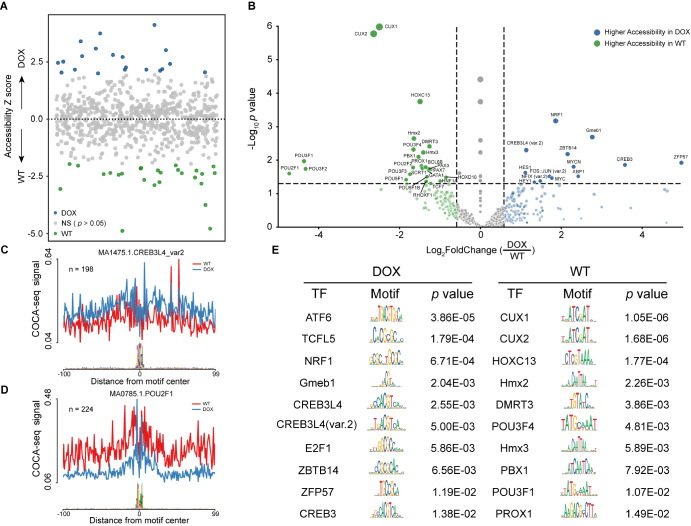
Figure 6 COCA-seq delineates O-GlcNAc-mediated TF binding dynamics through genome-wide analysis of biased chromatin accessibility motifs (A) Scatterplot of TF binding activity in DOX and WT biased peaks derived from HINT analysis. This plot illustrated dynamic changes in TF activity between DOX and WT cells. (B) Volcano plot of TF activity fold changes between DOX and WT cells. TFs with significant changes in activity scores (|fold change|≥ 1.5, p adj ≤ 0.05) are labeled. (C,D) Distribution probability of two TFs’ binding motifs within COCA-seq biased peak regions. Higher COCA-seq signal intensity reflected increased TF activity in the corresponding cell type. (C) CREB3L4_var2 in DOX. (D) POU2F1 in WT. Gmeb1, FOS::JUN_var2, POU3F1, and GATA1 are shown in Supplementary Figure S3. (E) The top 10 significant cell-specific TFs.

Notably, NRF1, previously reported to be involved in O-GlcNAc-mediated doxorubicin resistance in breast cancer, was among the TFs with elevated activity in DOX [11]. Mechanistically, genotoxic stress induced by doxorubicin triggers O-GlcNAc modification of NRF1, activating its regulatory role in DNA damage repair and cellular stress alleviation. Similarly, among those TFs, XBP1 as a key regulator of endoplasmic reticulum stress responses, may facilitate cellular adaptation to protein misfolding and oxidative damage under doxorubicin challenge [ 37, 38] . Additionally, MYCN probably modulates doxorubicin resistance through transcriptional control of ATP-binding cassette transporters [ 39, 40] . These findings collectively implicated O-GlcNAc-modified TFs as pivotal regulators of doxorubicin resistance.

Consistent with our hypothesis, binding probability analysis revealed specific TFs with high binding activity around the centers of DOX-biased peaks, including Gmeb1, FOS::JUN_var2, CREB3L4_var2, and so on ( Figure 6C and Supplementary Figure S3A). Conversely, TFs such as GATA1, POU3F1, and POU2F1 exhibited higher binding frequencies near WT-biased peaks ( Figure 6D and Supplementary Figure S3B). COCA-seq underscored the O-GlcNAc-associated divergence in TF regulatory profiles, delineating their context-specific roles in drug-resistant and wild-type cellular states.

### COCA-seq reveals O-GlcNAc-associated potential prognostic indicators and therapeutic targets

To further validate the expression pattern and clinical significance of BPDGs in DOX and to predict their roles in the development of acquired resistance to doxorubicin in breast cancer patients, we selected several DOX-BPHGs to assess. *MFAP3L*, *CTPS1*, and *CSE1L* showed markedly higher signal intensity in the promoters of *DOX* than WT, with more pronounced peaks ( Figure 7A). Correspondingly, subsequent qPCR confirmed that these three genes were enriched for OGAC in the promoters, and their expression levels were higher in the drug-resistant strain ( Figure 7B,C), suggesting that O-GlcNAc served as a critical regulator in chemoresistance modulation. Then we retrieved expression and clinical data from TCGA-BRCA. We analyzed the expression levels of the three DOX-BPHGs and their effects on the responses of breast cancer patients treated with doxorubicin alone (Dox ^+^; *n* = 349) and those untreated (Dox ^–^; *n* = 315). Interestingly, patients with higher mRNA levels of *MFAP3L*, *CTPS1*, and *CSE1L* exhibited shorter OS times and disappointing consequences in the Dox ^+^ group ( *p* ≤ 0.05; Figure 7D). Notably, this prognostic correlation was absent in Dox ^-^ patients ( Figure 7E), indicating treatment-specific clinical significance. These results highlighted that the O-GlcNAc-mediated regulation of BPHGs, such as *MFAP3L*, *CTPS1*, and *CSE1L*, played a key role in the development of doxorubicin resistance in breast cancer. The genes identified by COCA-seq might serve as O-GlcNAc-associated important targets and prognostic biomarkers for determining the prognosis of doxorubicin-treated breast cancer patients.

**Figure 7:**
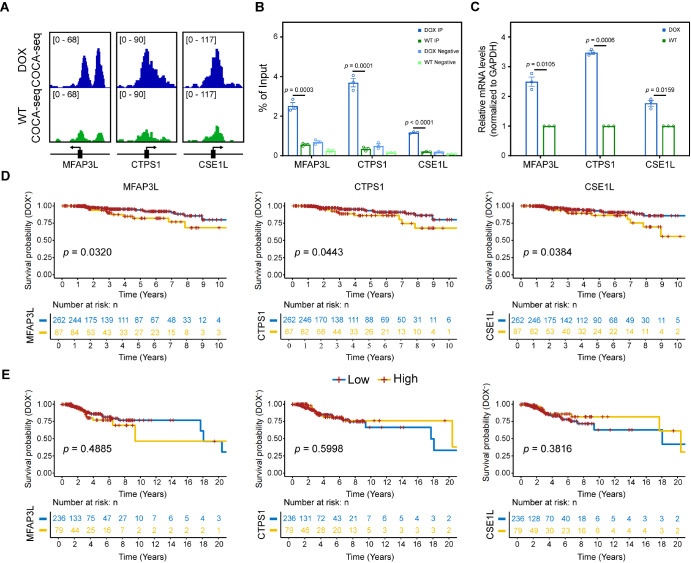
Figure 7 COCA-seq and clinical data expose prognostic relevance of O-GlcNAc-associated BPDGs in breast cancer doxorubicin treatment (A) IGV tracks of COCA-seq BigWig signals at the promoter regions of MFAP3L,CTPS1, and CSE1L. (B) qPCR analysis of MFAP3L,CTPS1, and CSE1L mRNA levels in DOX and WT cells. Expression levels were normalized to that of GAPDH. (C) Validation of chromatin accessibility by COCA-qPCR. Enrichment percentages shown are relative to input. DOX and WT cells without metabolic labeling served as negative controls. For (B,C), data are expressed as the mean ± standard error of the mean (SEM). n = 3 biologically independent experiments. p values were generated by two-sided unpaired Student’s t-tests after data had been tested for normal distribution and homogeneity of variance test. (D,E) Kaplan-Meier curves for OS analysis of BRCA patients grouped according to MFAP3L,CTPS1, and CSE1L mRNA expression in tumor tissue. Patients with gene expression levels TPM above the upper quartile are indicated by the yellow line (high group), and those below the upper quartile are indicated by the blue line (low group). Statistical analyses were performed using the log-rank test, and p values are indicated. (D) Dox+ patients (n = 349). (E) Dox– patients (n = 315).

## Discussion

O-GlcNAcylation, a crucial PTM, extensively modifies NHPs such as TFs [6]. O-GlcNAc-modified NHPs affect transcriptional regulation and alter gene expression levels by binding to OCRs [11], regions of chromatin that are in a state of accessibility and essential for DNA-protein interactions. Therefore, it is pivotal to explore the contribution of OGAC to gene regulatory networks. Although several high-throughput sequencing technologies are available for studying OCRs, there is a pressing need for methods integrating multiomics approaches to map OGAC comprehensively. To address this need, we developed COCA-seq by combining the MGL strategy with DNase-seq. COCA-seq successfully enabled chemoselective probing of O-GlcNAc-associated chromatin accessibility, offering a genome-wide perspective on the open chromatin interacting with O-GlcNAc-modified NHPs. Additionally, O-GlcNAc labeling via the MGL strategy ensures excellent chemoselectivity, excluding other intracellular glycosylation [13].

We applied COCA-seq to investigate regulatory mechanisms underlying drug resistance in breast cancer and illuminated that O-GlcNAc modification, as nutrient-responsive PTM, orchestrated adaptive phenotypic shifts in metabolic-stress adaptation by dynamically regulating metabolic enzymatic activity and signaling cascades. In detail, we discriminated differential OGAC in DOX and WT, predicting potential TFs and providing a valuable gene dataset to decipher the crosstalk between glycosylation and chromatin accessibility. The TFs inferred by COCA-seq may serve as key mediators through which O-GlcNAc contributes to doxorubicin resistance in breast cancer, thereby broadening the perspective for further investigation of the regulators influencing this complex cellular state. While COCA-seq provides a potent prediction of potential TFs, integrating proteomics in future studies would offer complementary and highly reliable validation, greatly enhancing the confidence and depth of the findings. Coupling COCA-seq with RNA-seq allowed us to systematically analyze BPDGs and discover related biological processes and critical regulatory pathways which induced doxorubicin resistance. Due to the high coverage of COCA-seq across the whole genome, we also identified some previously unreported biological processes. Our findings underscored the vital influence of O-GlcNAcylation on gene expression, particularly in stress homeostasis and DNA damage repair pathways, impacting breast cancer drug resistance and providing insights for future therapeutic interventions.

The potential of COCA-seq extends beyond breast cancer researches, promising broad in multiomics studies across various diseases besides cancers. COCA-seq is also capable of revealing prognostic markers and potential treatment targets. Importantly, COCA-seq paves the way for further exploration at the single-cell level into the glycosylation-based gene regulatory networks reconstruction within open chromatin and the resulting cell-type specificity. The combined application of COCA-seq and RNA-seq is mutually reinforcing and sheds light on the development of quantitative analysis of O-GlcNAc-associated gene expression differences tuned by accessible chromatin. Incorporating proteomics is likely to be more helpful to reveal functions of O-GlcNAc-modified NHPs, which bind to OCRs in a variety of physiological and pathological processes. In addition, other unnatural monosaccharides, serving as metabolic substitutes for GalNAc, can be employed for tagging and detecting glycoproteins within cells, and collectively enhance genome-wide coverage. In addition, labeling other important glycosylation such as O-fucosylation is an interesting future direction [ 41, 42] .

This study has made significant progress, yet some technical limitations persist. The MGL using 1,6-Pr _2_GalNAz effectively prevents side reactions and shows great cell membrane permeability and metabolic labeling efficiency. However, it lacks subcellular spatial specificity and cannot distinguish between GalNAz and GlcNAz labeling. In this study, we overcame this limitation and isolated nuclear GlcNAz-labeled NHPs through nuclear fractionation. For different cell types, it is necessary to systematically optimize metabolic labeling concentrations and DNase I treatment conditions. Currently, this technique is still in its early stages. It cannot resolve single-cell heterogeneity and has insufficient temporal resolution to capture rapid dynamics caused by transient stimuli, limiting its application to steady-state cell populations. Despite these challenges, this study has established the first methodological framework for investigating the crosstalk between O-GlcNAc modification and chromatin accessibility, offering a new technical advance for epigenetic regulation research. Future studies will focus on developing subcellular localization labeling probes, creating single-cell detection strategies, and improving temporal resolution to track dynamic events. These advancements will greatly expand the applicability and depth of this technique.

## Supporting information

Supplementary_Material_2

469Supplementary_Material_1

Supplementary_information_figures_and_tables.docx

## Supplementary Data

Supplementary data are available at *Acta Biochimica et Biophysica Sinica* online.

# Supplementary material for: COCA-seq: genome-wide mapping of O-GlcNAc-associated open chromatin: COCA-seq maps O-GlcNAcylated open chromatin
**Source:** Acta Biochim Biophys Sin (Shanghai). 2025 Nov 24;58(5):975–88. doi: 10.3724/abbs.2025207
**Supplement:** Supplementary_Material_2

***Supplementary Material***

This file includes the full uncropped Gels and Blots images of **Figure 1C-1E**.

**Figure 1C:**

**
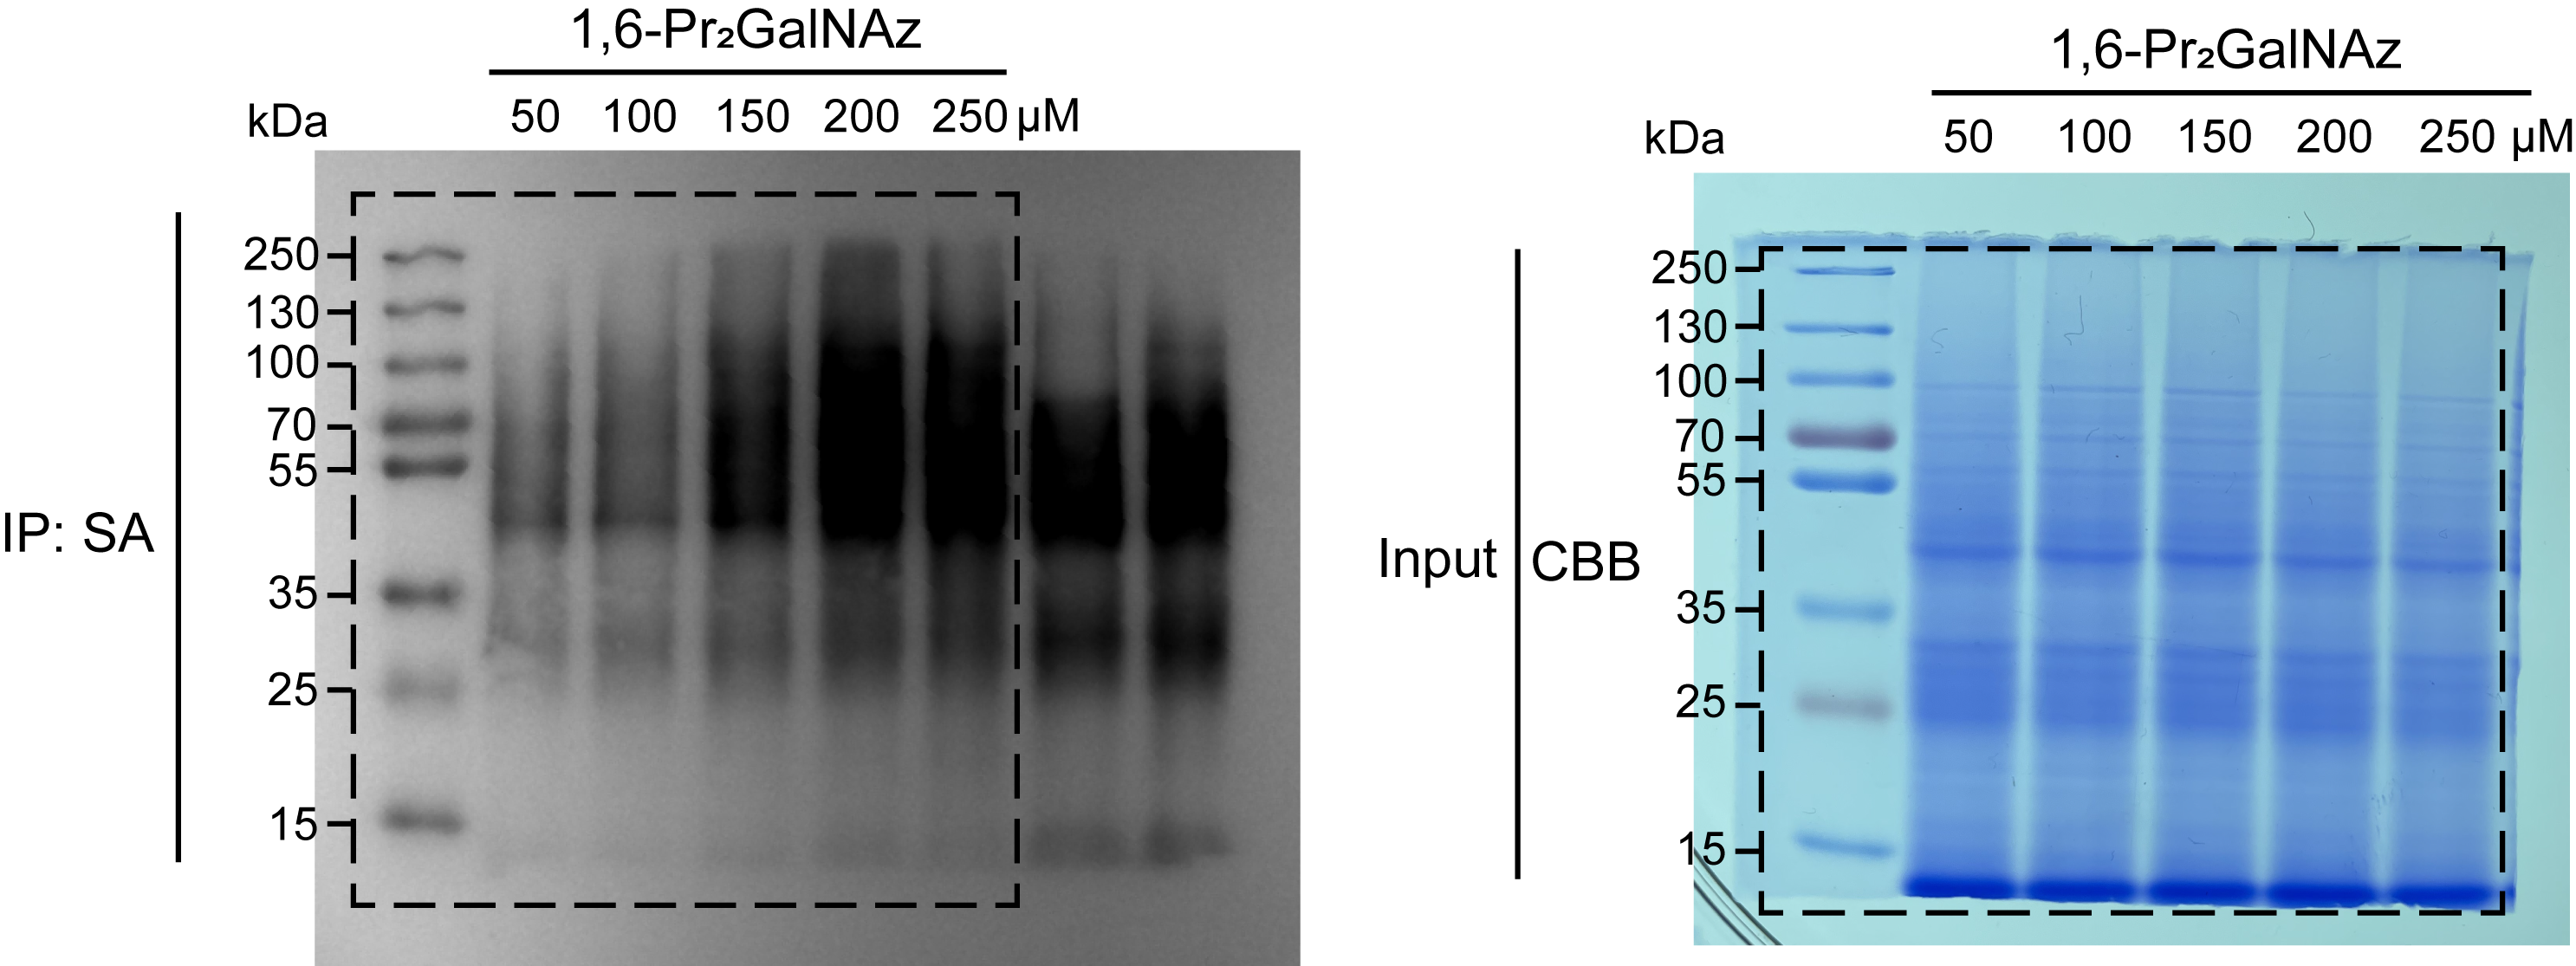
**

**Figure 1D:**

**
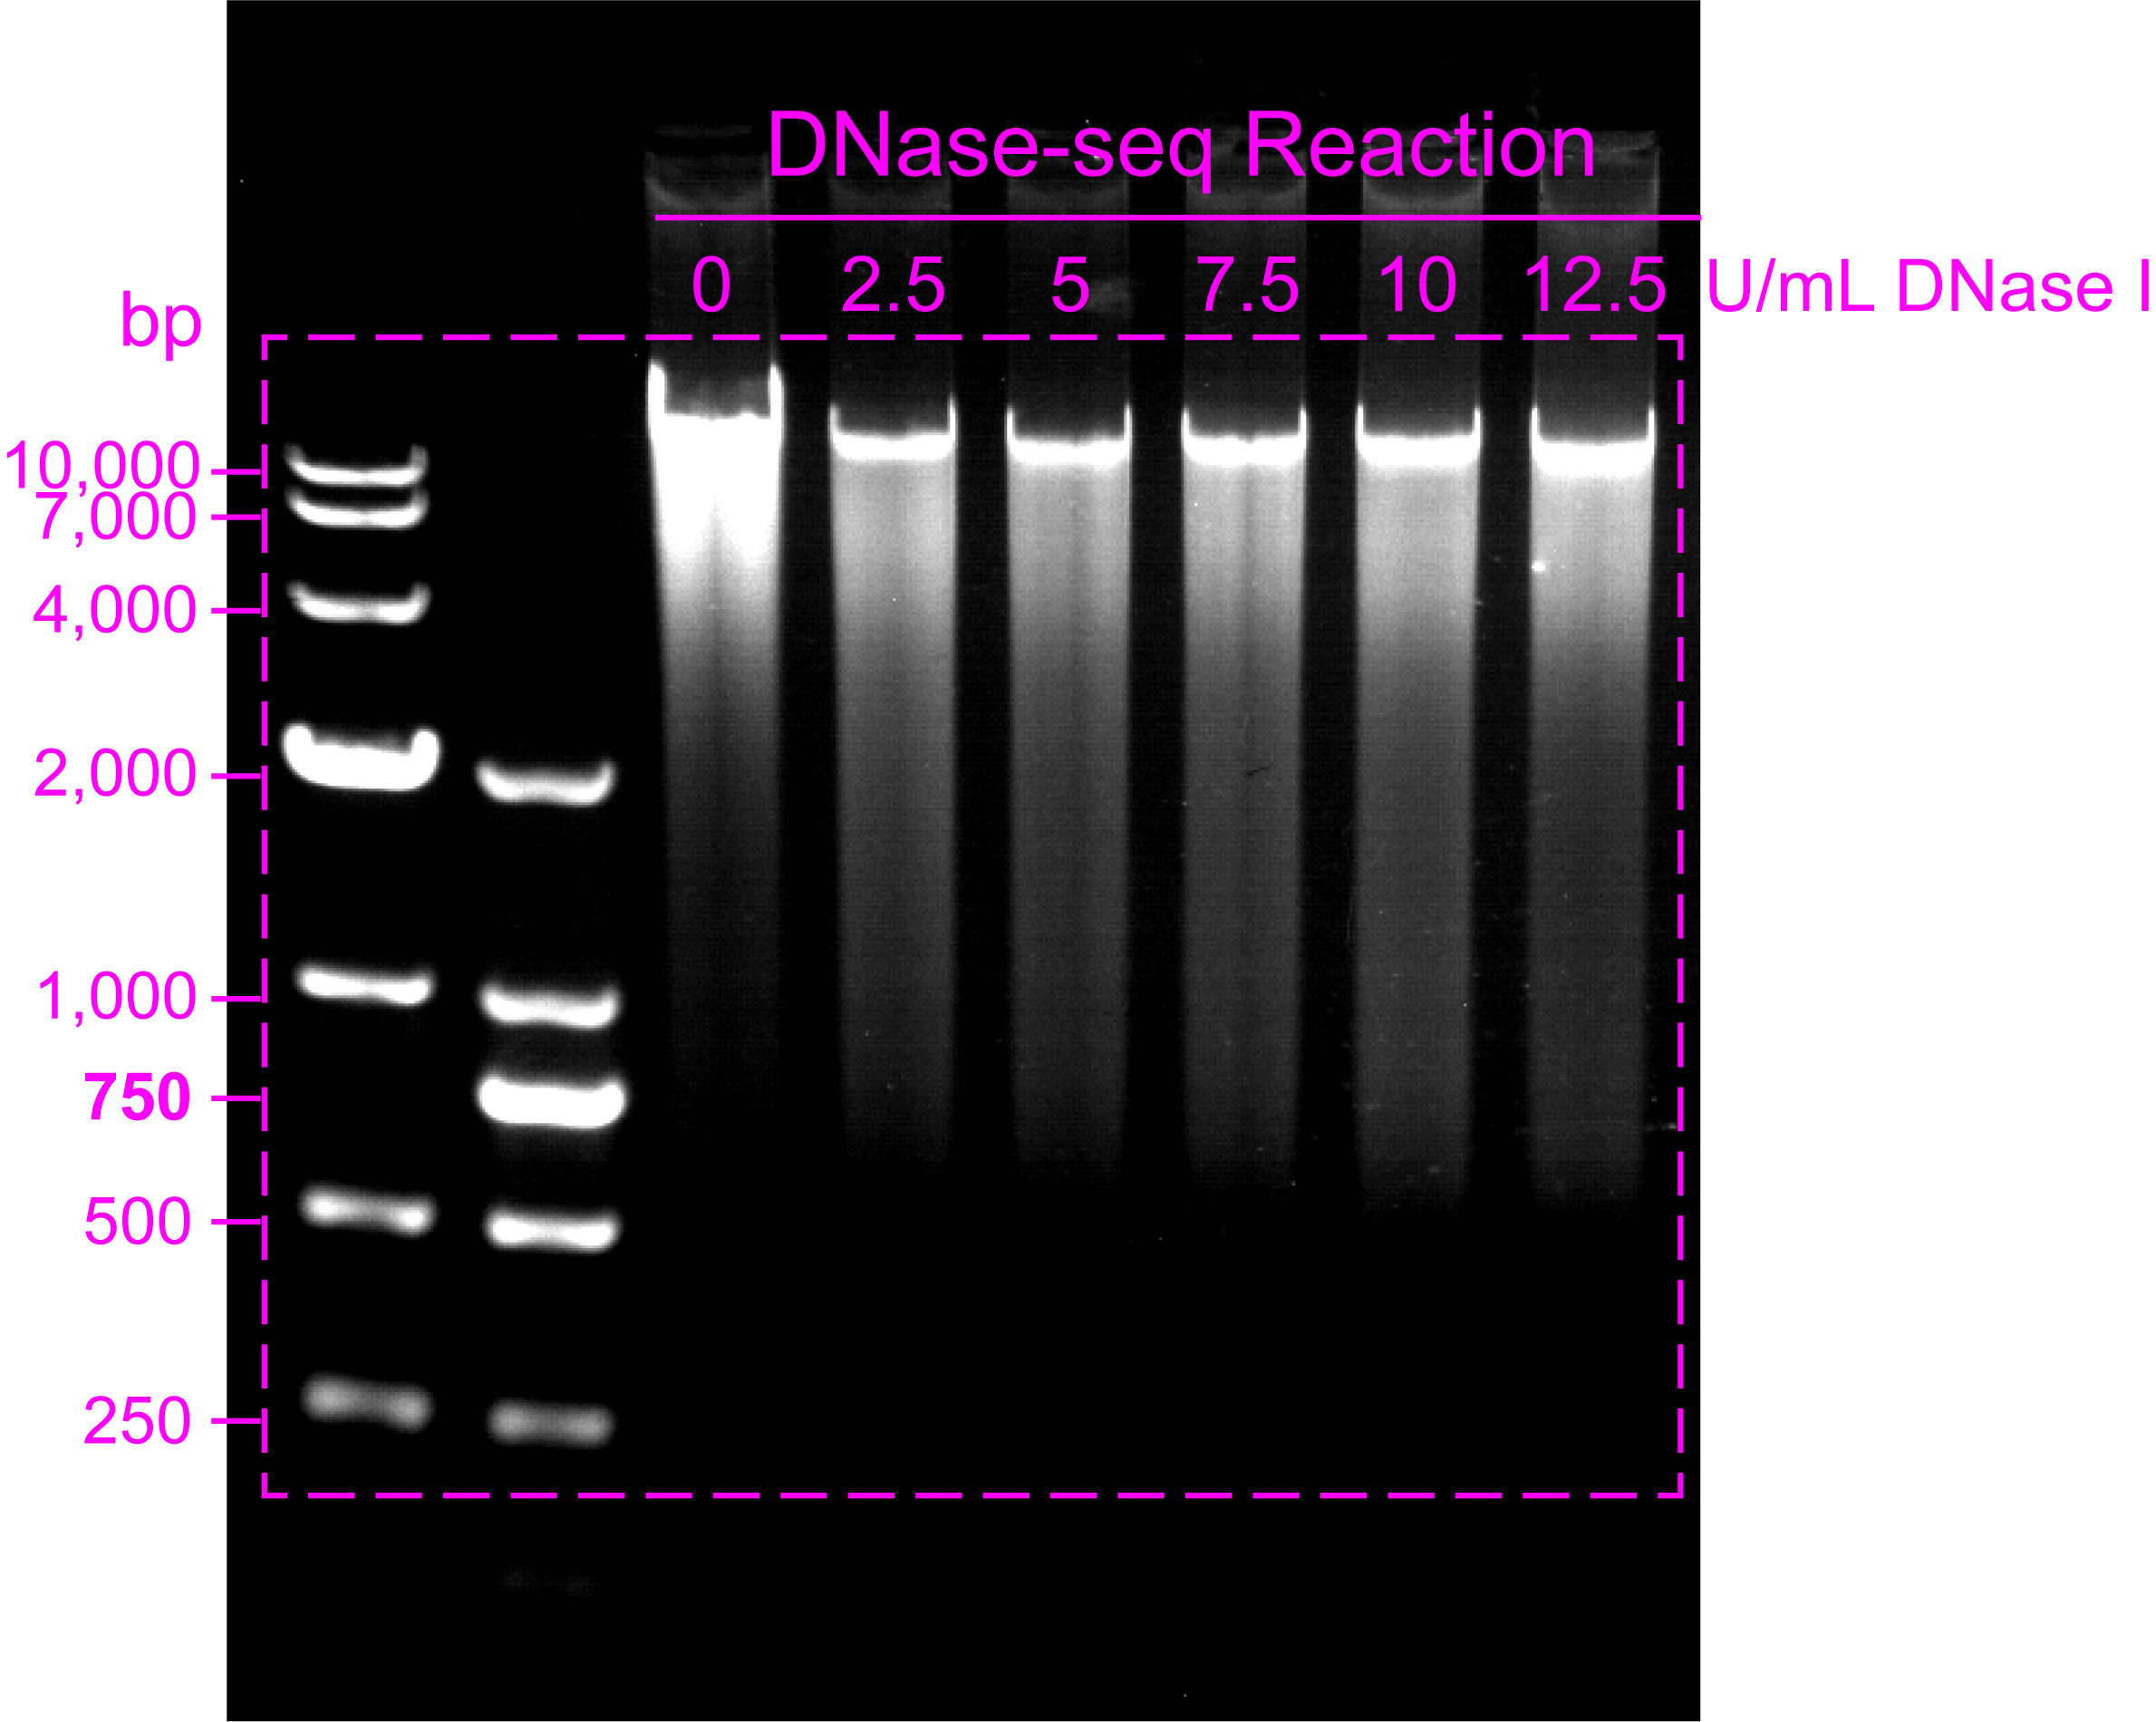
**

**Figure 1E:**

**
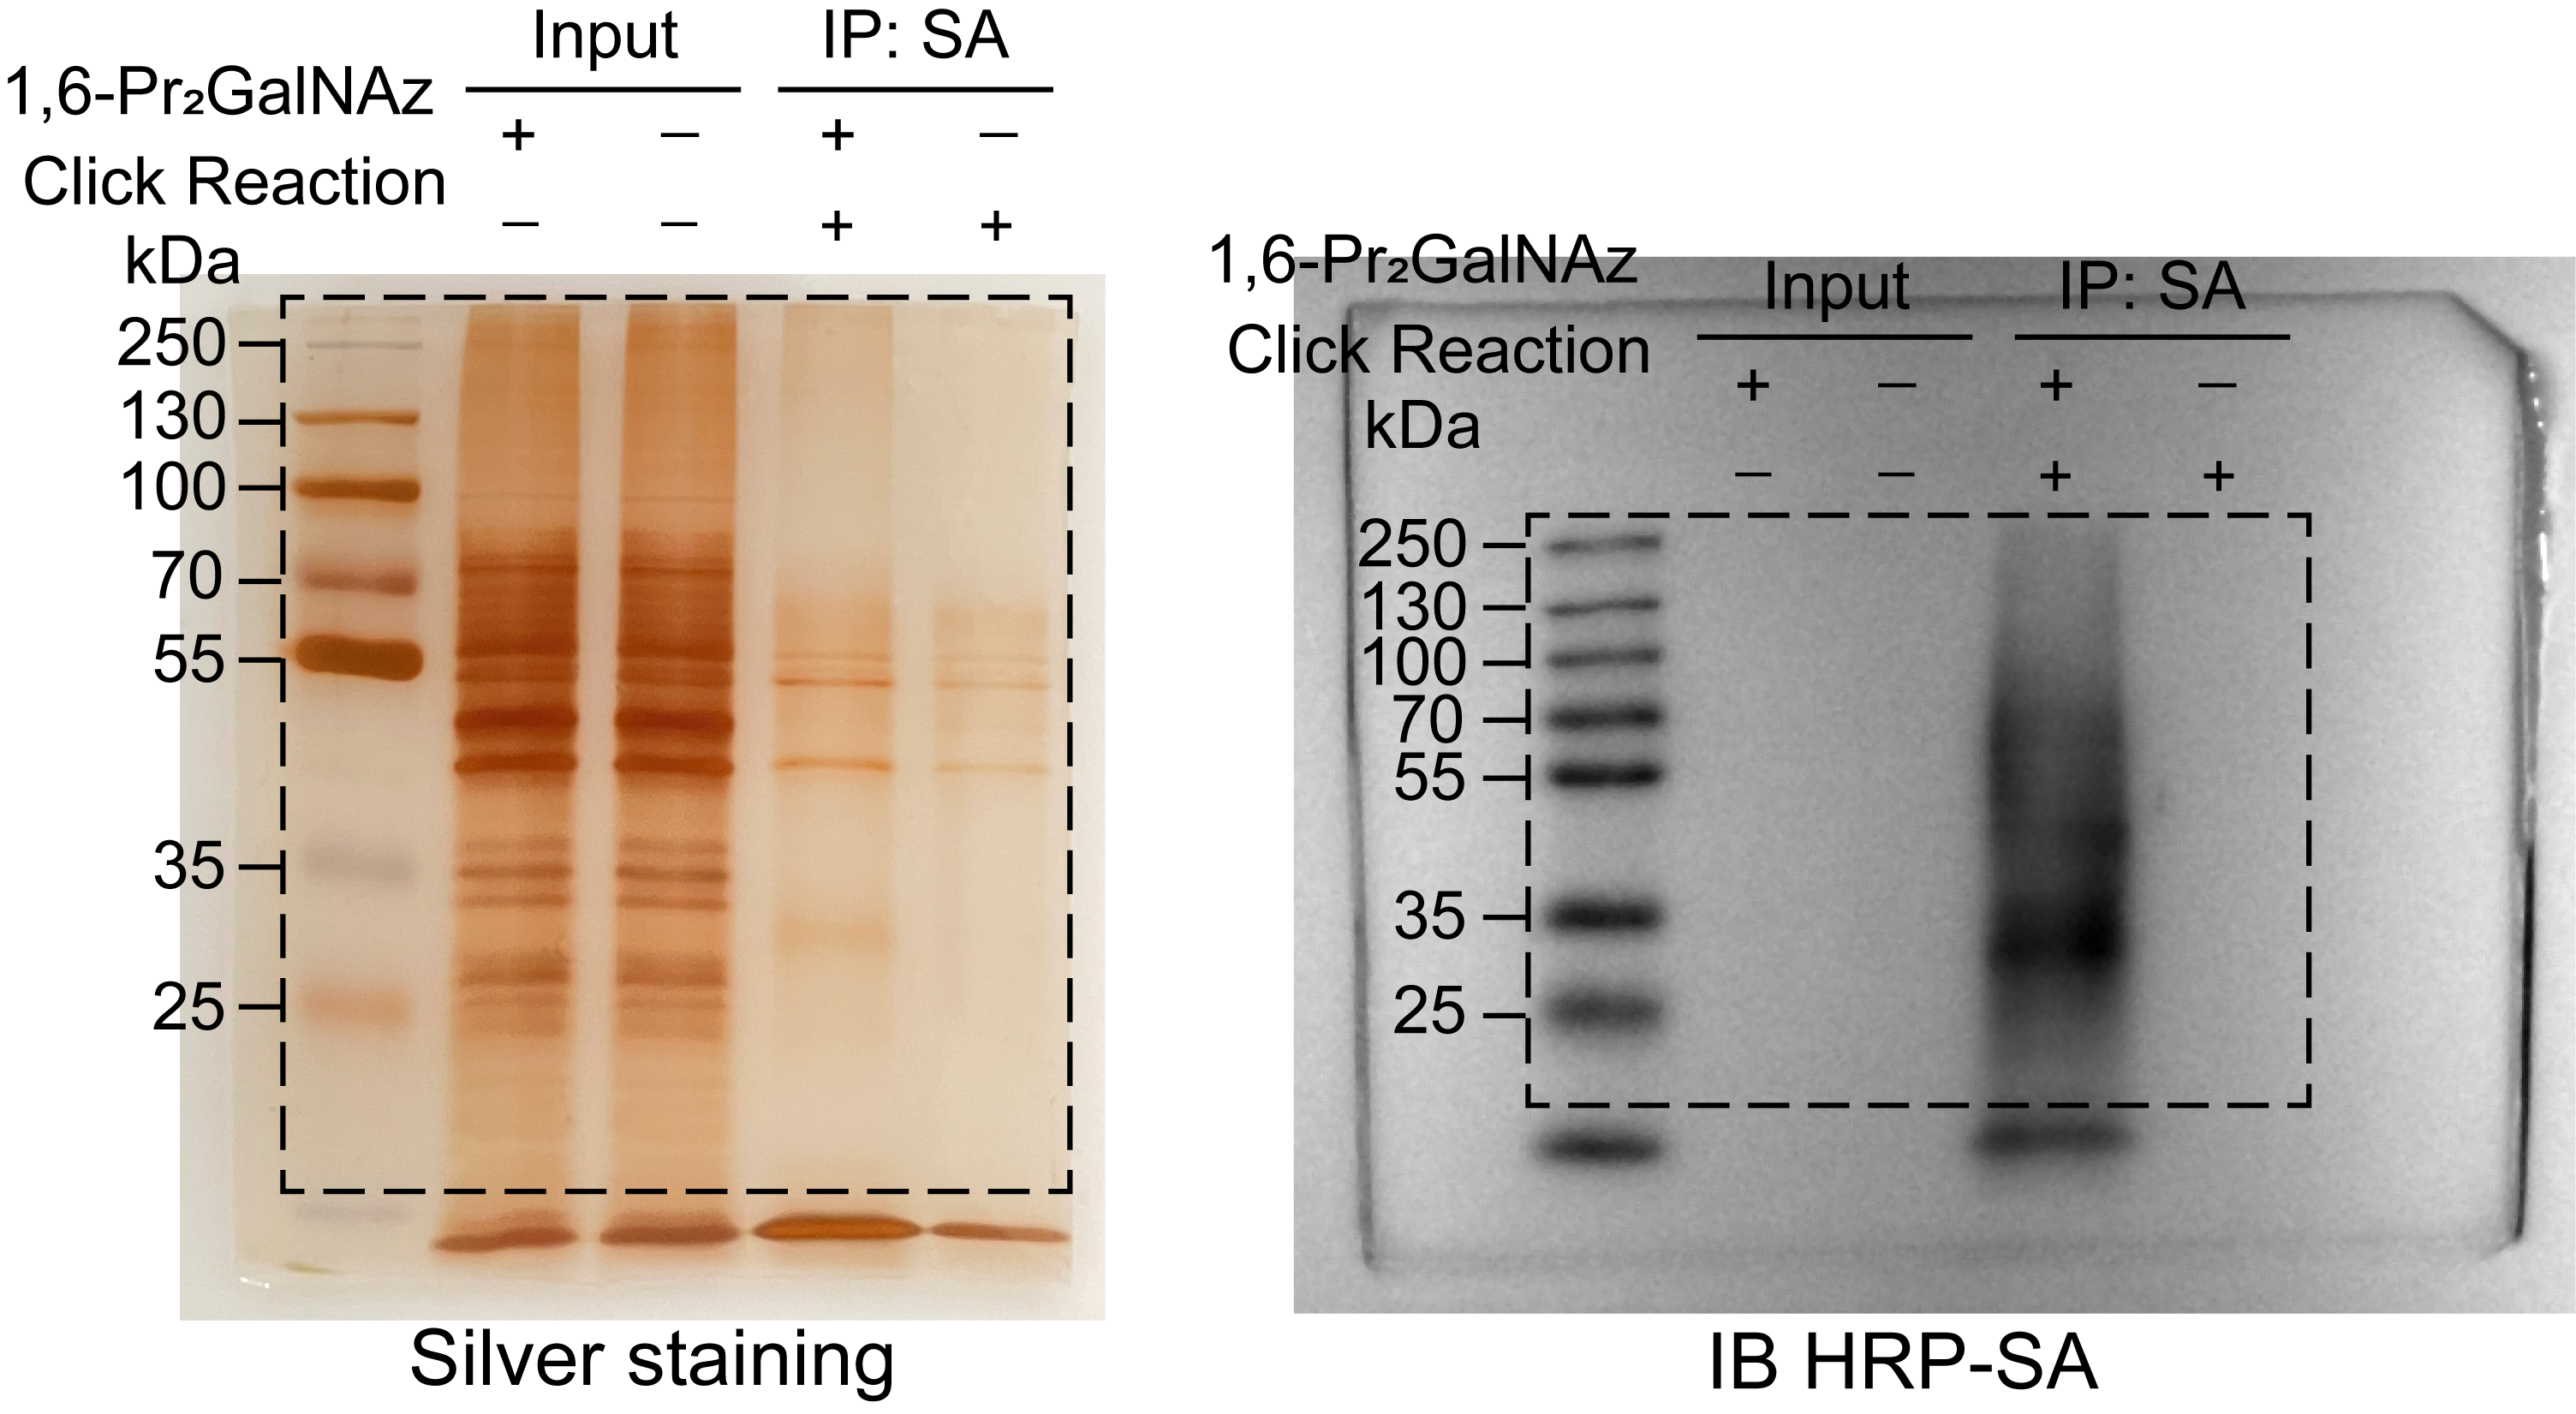
**

# Supplementary material for: COCA-seq: genome-wide mapping of O-GlcNAc-associated open chromatin: COCA-seq maps O-GlcNAcylated open chromatin
**Source:** Acta Biochim Biophys Sin (Shanghai). 2025 Nov 24;58(5):975–88. doi: 10.3724/abbs.2025207
**Supplement:** 469Supplementary_Material_1

***Supplementary Material***

This file includes:

**Supplementary Figures. S1−S3**.

**Supplementary Tables. S1−S3**.

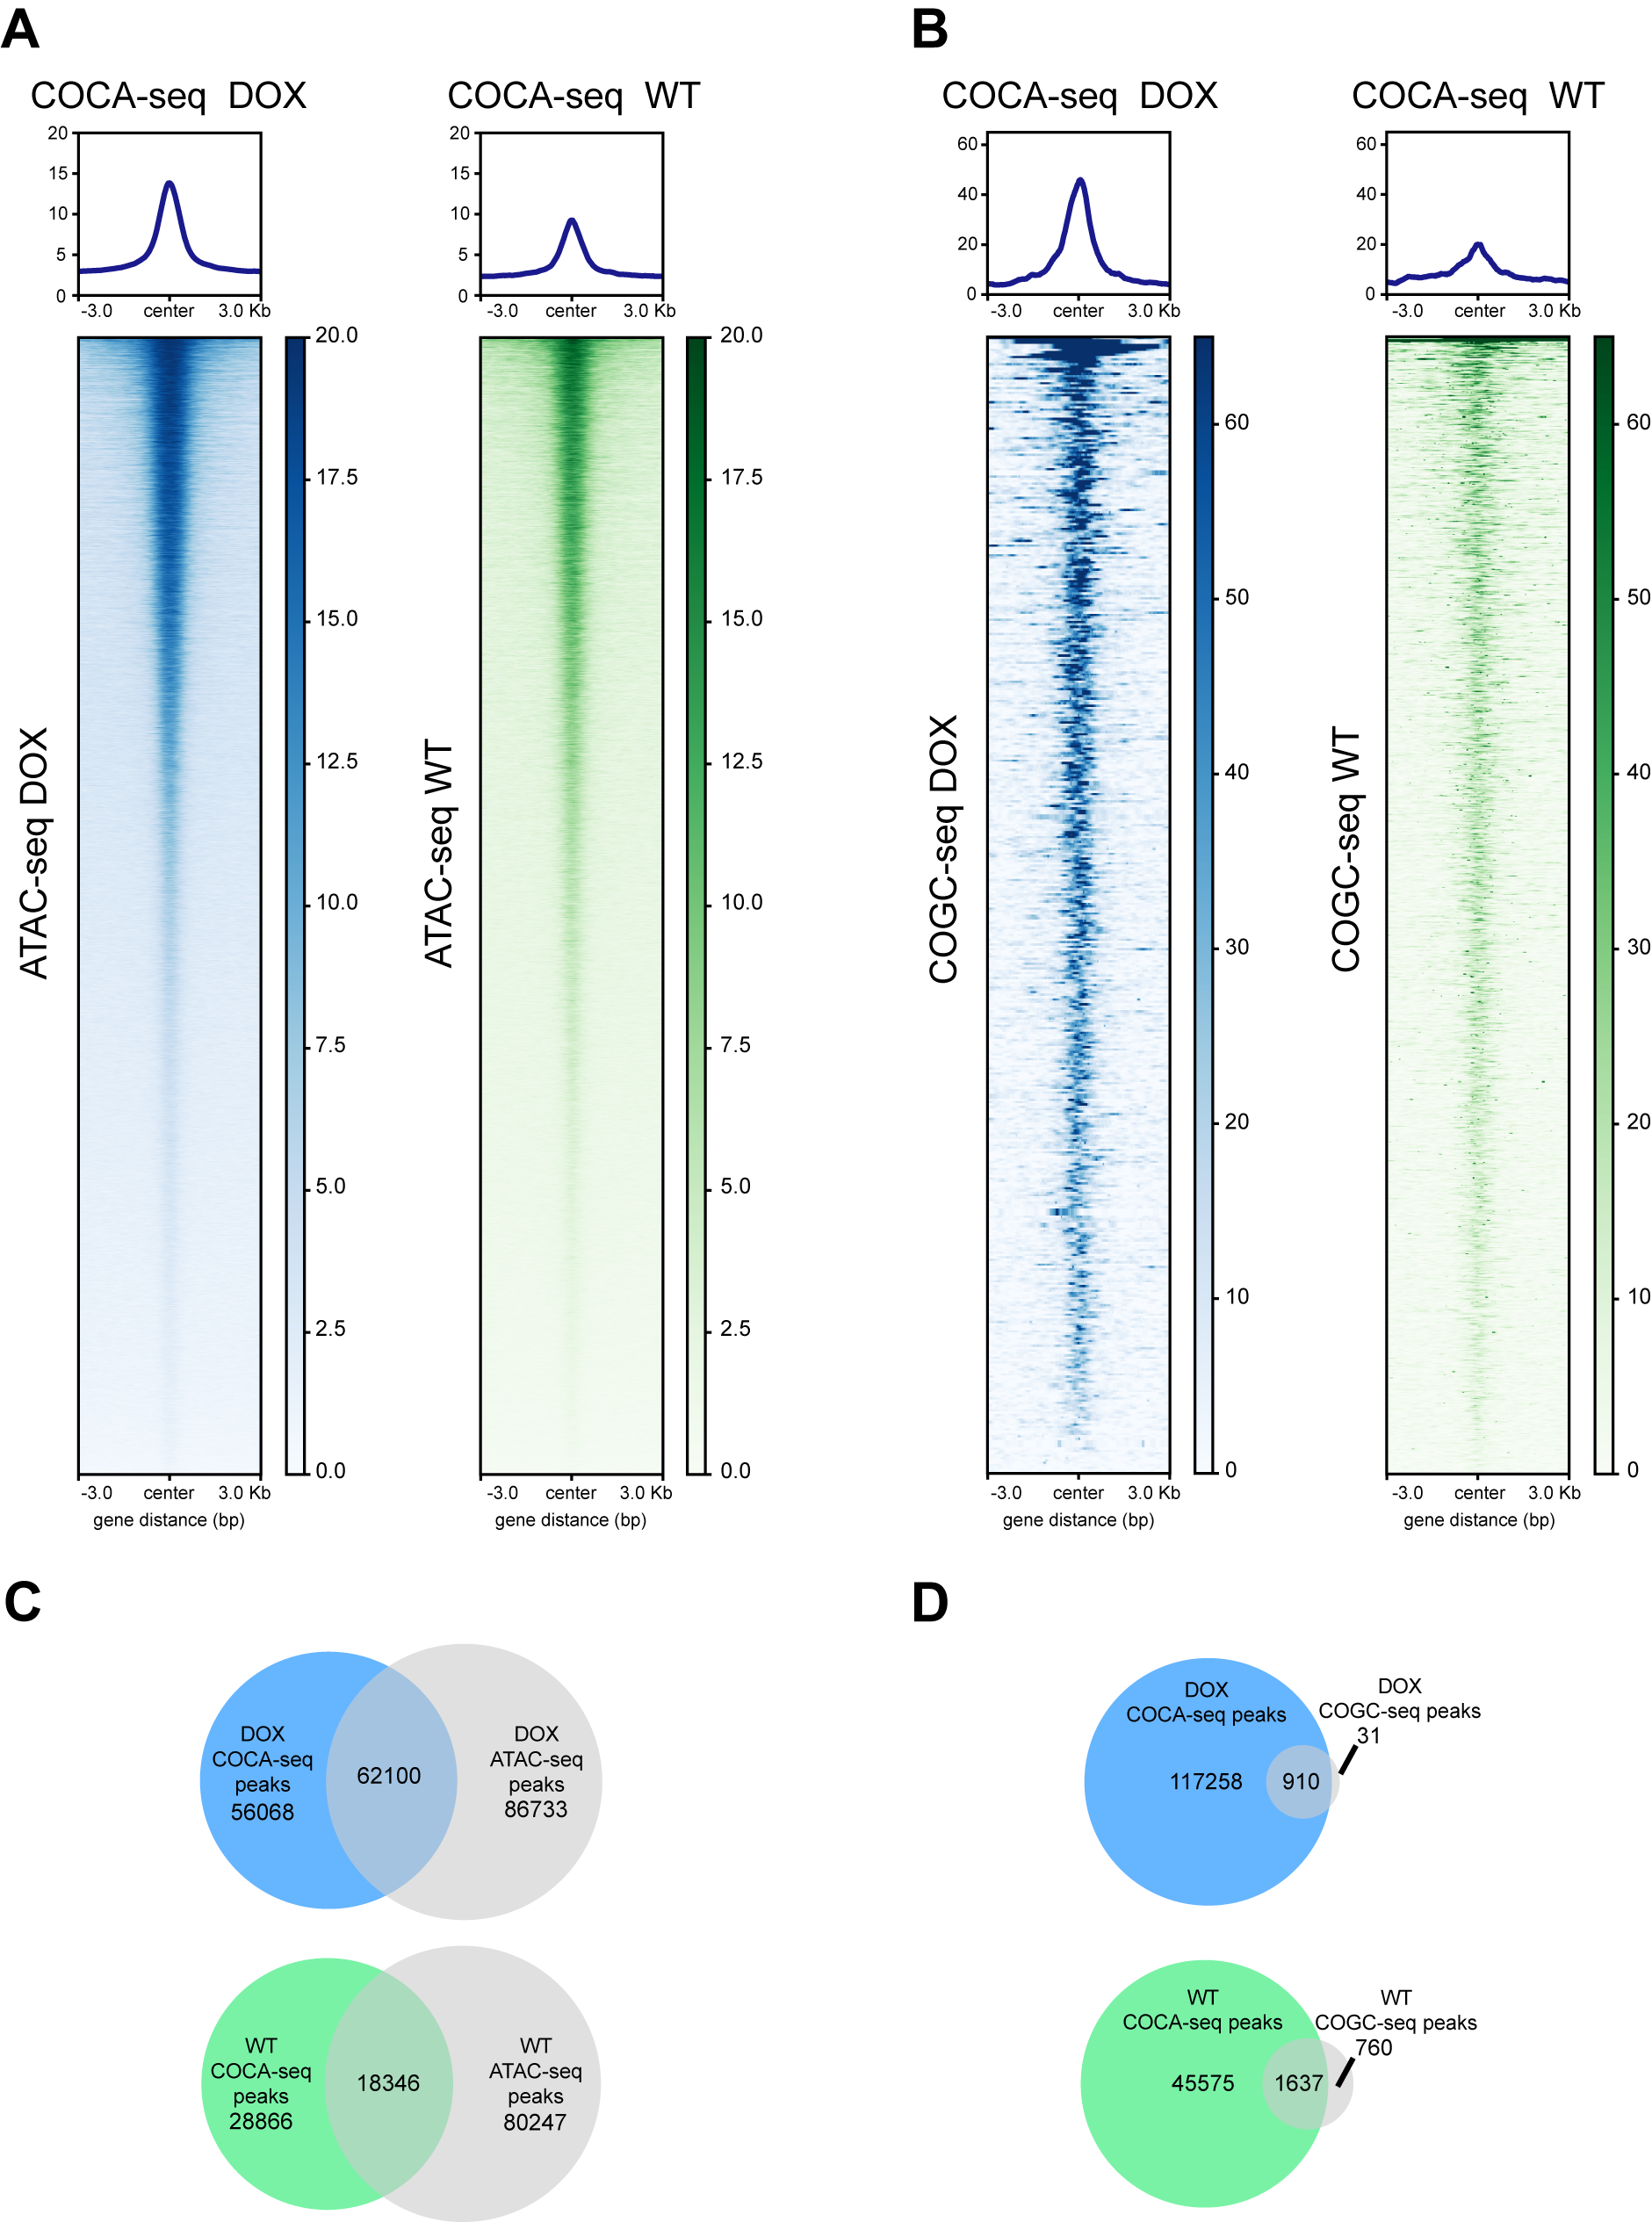

**Supplementary Figure S1. Validation of COCA-seq biological replicates in capturing O-GlcNAc-associated chromatin** (A,B) Independent biological replicates showing concordant patterns of read density profiles (top) and heatmap distributions (bottom) at genomic regions defined by ATAC-seq (A) and COGC-seq (B). (C,D) Overlap analysis confirmed similar intersection rates between COCA-seq peaks and chromatin regions identified by ATAC-seq (C) or COGC-seq (D) across replicates. All analyses were performed using identical bioinformatics pipelines as in Figure 2.

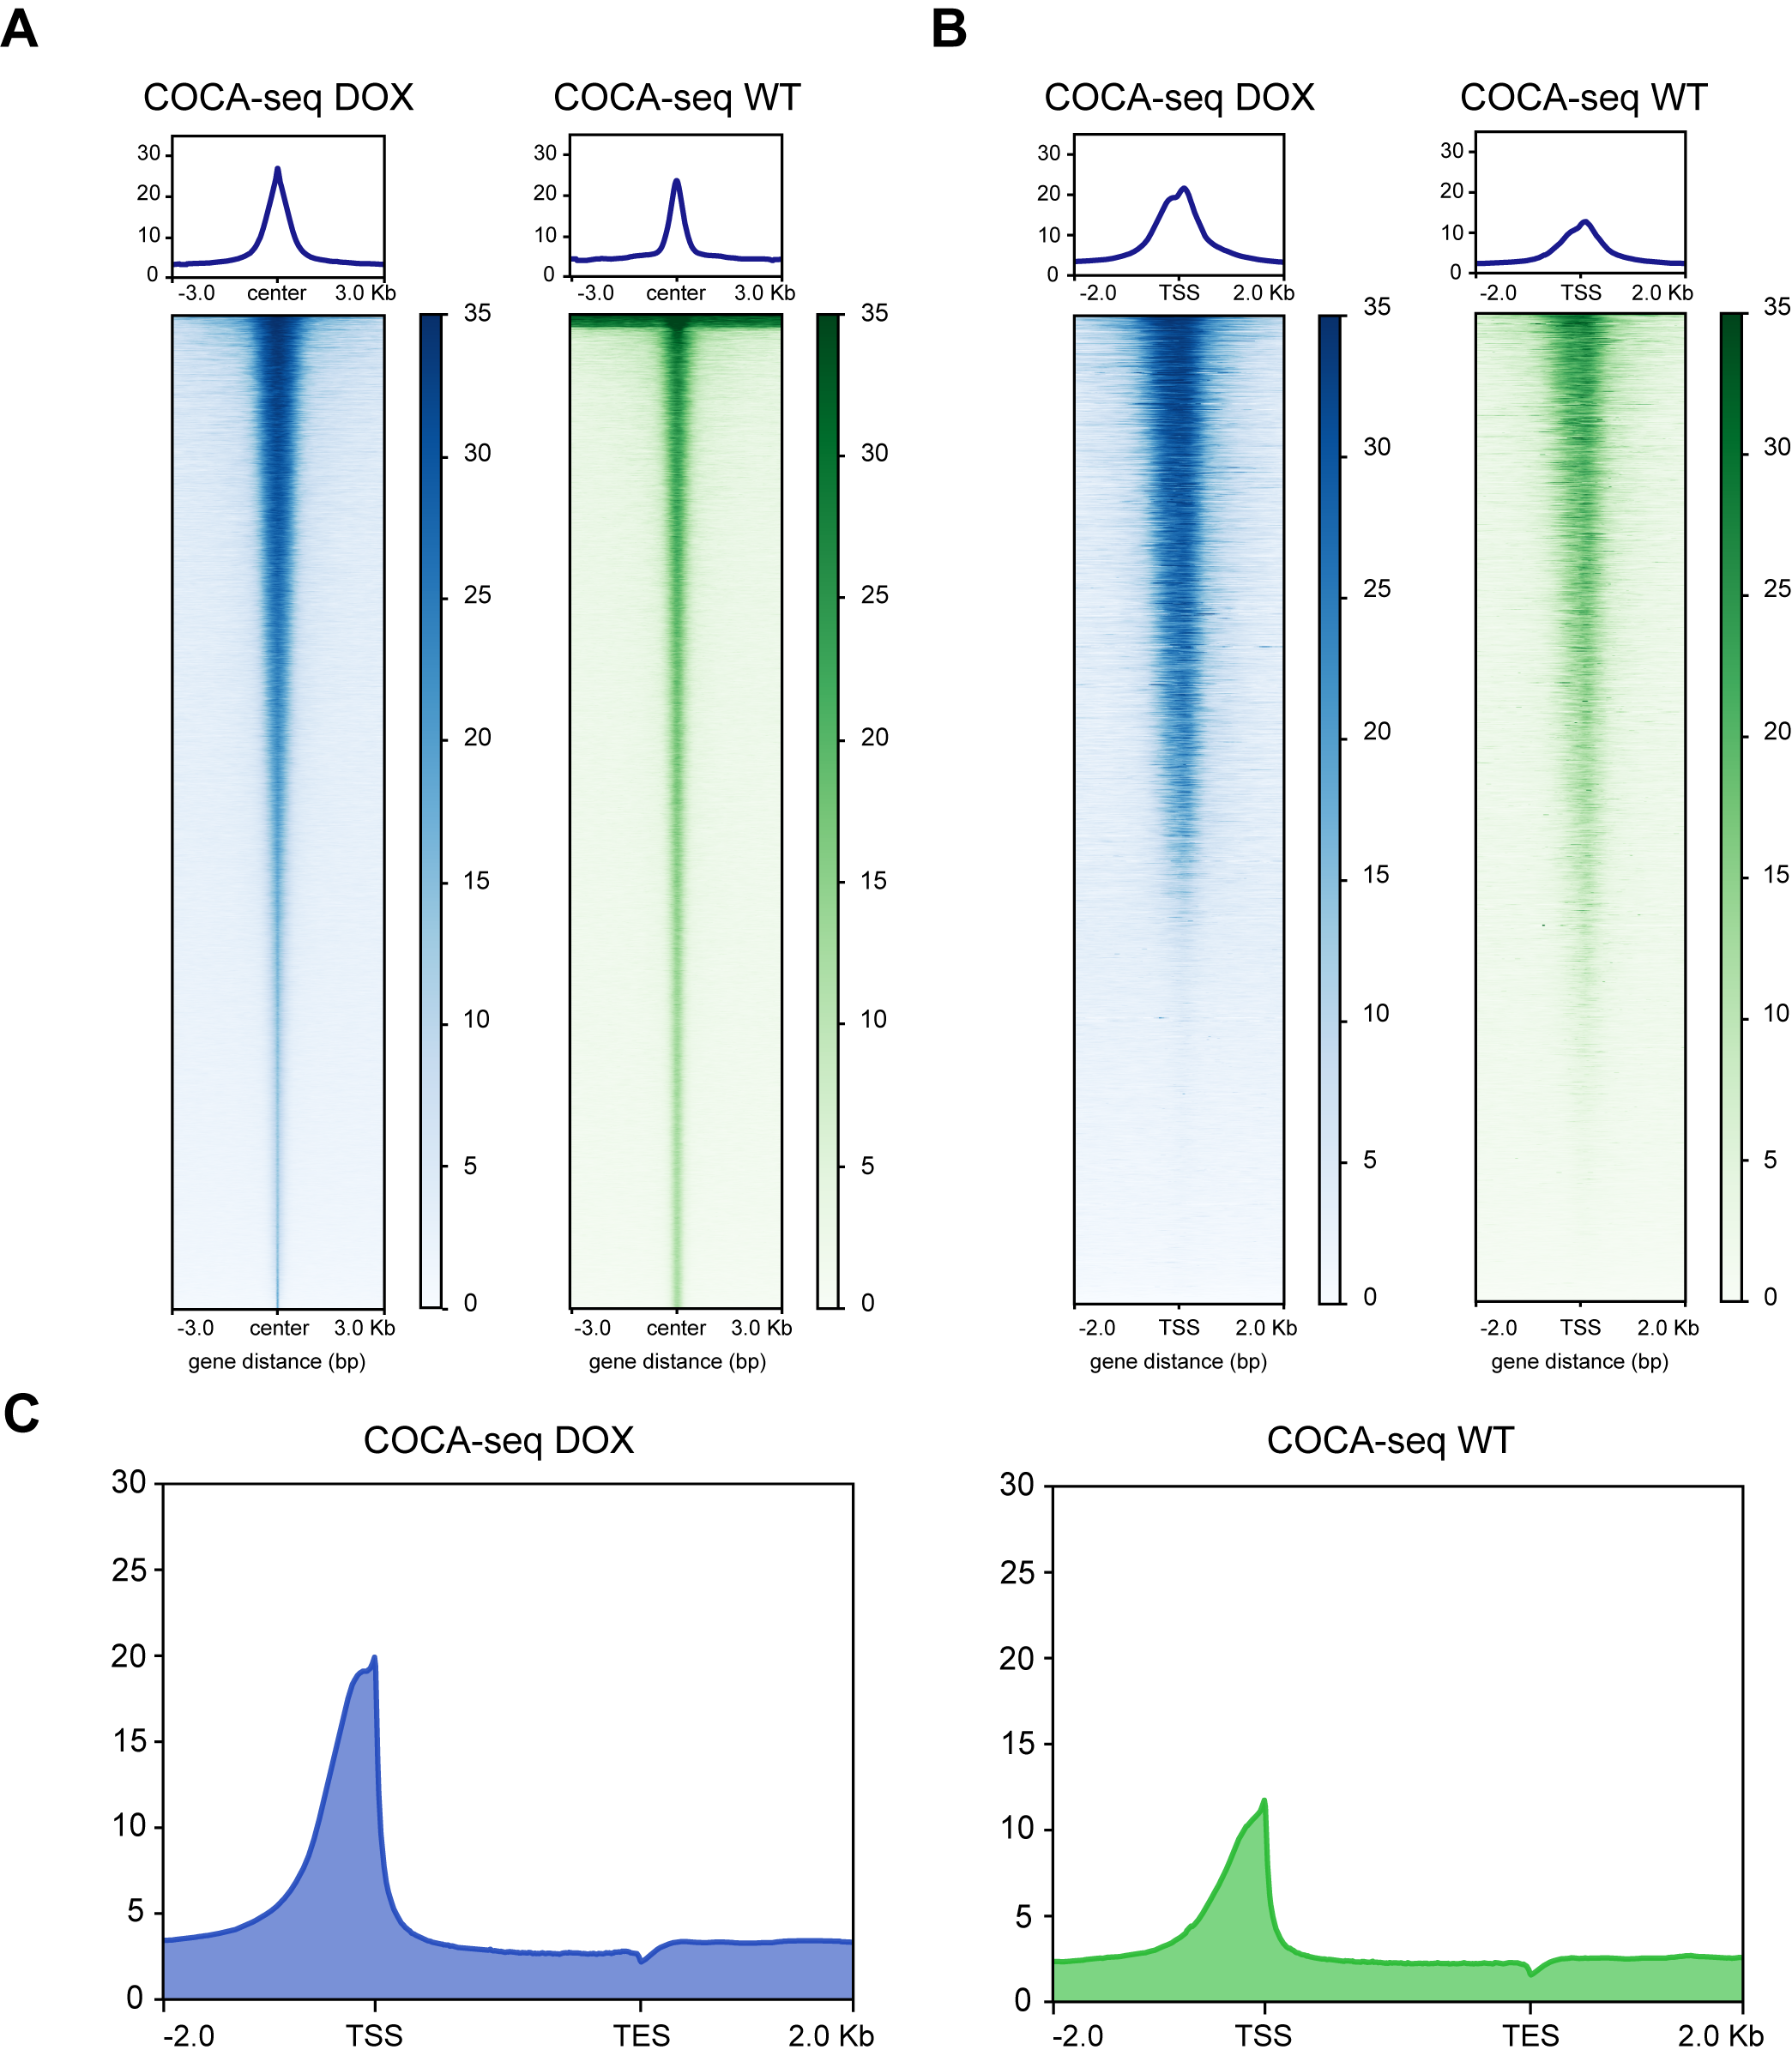

**Supplementary Figure S2. Consistent enrichment of COCA-seq signals at promoter regions in doxorubicin-resistant breast cancer cells** (A,B) Independent biological replicates analysis of COCA-seq read density distribution: (A) Heatmaps and average profiles (±3.0 kb) centered at COCA-seq peak summits, recapitulating promoter-focused enrichment; (B) Uniform signal distribution (±2.0 kb) flanking TSSs, with blue/green color scales indicating equivalent intensity metrics as Figure 3. (C) Reproducible genome-wide COCA-seq profiles spanning from TSS to TES regions (hg19). All analyses employed the same bioinformatics pipelines as in Figure 3.

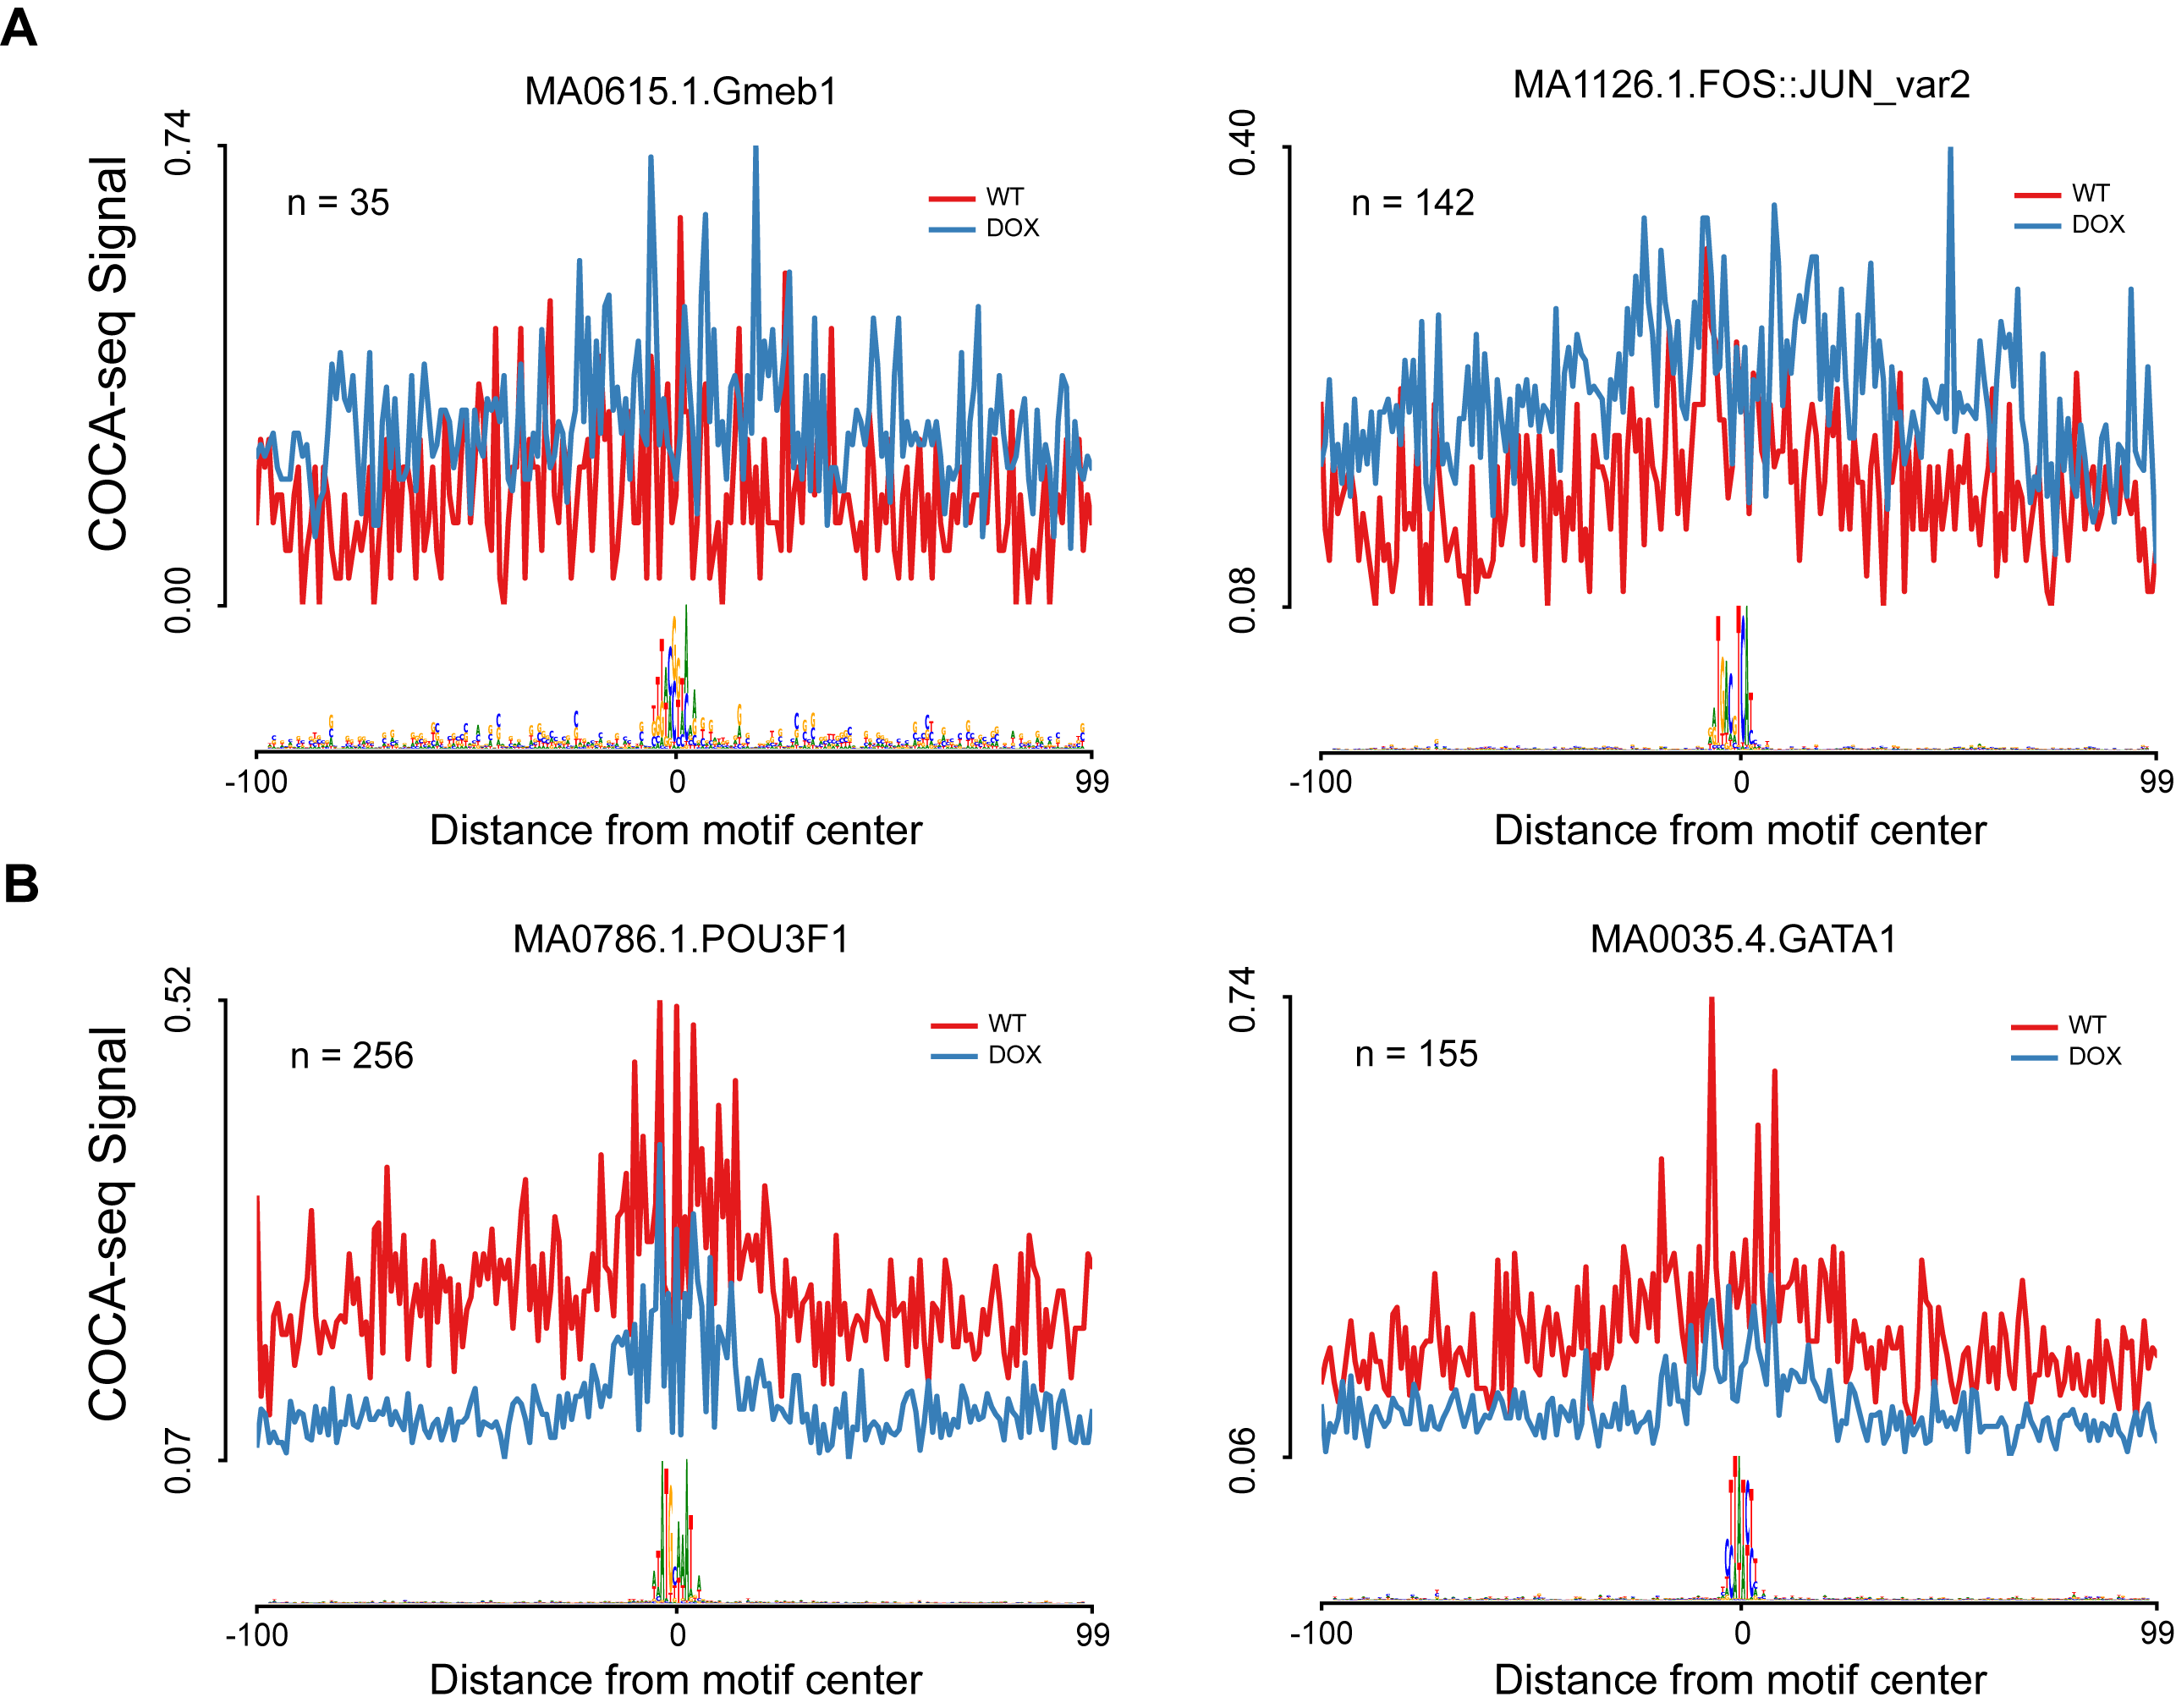

**Supplementary Figure S3. Additional TF binding motifs enriched in COCA-seq peak regions** (A,B) COCA-seq signal-associated motif analysis for more differential TFs: (A) Gmeb1 and FOS::JUN_var2 binding motifs in DOX; (B) POU3F1 and GATA1 motifs in WT. Greater COCA-seq signal intensity corresponds to higher predicted TF activity.

**Supplementary Table S1. List of primers used for RT-qPCR**

| Gene | Forward primer (5′→3′) | Reverse primer (5′→3′) |
| --- | --- | --- |
| *MFAP3L* | GCAACTCTCAGTCTCTCTGCTCC | ACCCACTTCTGCAGGTCCGA |
| *CTPS1* | AATACACGAAGTTCTCAGACTCCTATG | GCTCCAAGTCCGCAGAATCTATG |
| *CSE1L* | GGAACTGGAGAATTGTTGAAGATGAAC | TGAATTTGCTCTGGGCTGCTAAG |
| *GAPDH* | ACCCACTCCTCCACCTTTGAC | TGTTGCTGTAGCCAAATTCGTT |

**Supplementary Table S2. List of primers used for COCA-qPCR**

| Gene | Forward primer (5′→3′) | Reverse primer (5′→3′) |
| --- | --- | --- |
| *MFAP3L* | CTGTAGTGTTTATGGCATCCCTGAC | CTCCTCTCTCCTTCTCATCCTCTTC |
| *CTPS1* | GCGTGAGTTCCCAAACAGCCTCC | GCGTGTCTGCCCCTCTGCTT |
| *CSE1L* | CCTCCTCCGTTTCTGTATCCCCACGAG | GGAGCGCCTCATCCCTTCCTCA |

**Supplementary Table S3. List of the relative pathways from KEGG with the highest enrichment degree of BPGs**

| DOX-BPGs | | |
| --- | --- | --- |
| Description | Enrichment | -Log_10_*p* |
| Relaxin signaling pathway | 1.565 | 7.546 |
| Ubiquitin mediated proteolysis | 1.499 | 6.562 |
| Lysosome | 1.476 | 5.697 |
| HIF-1 signaling pathway | 1.462 | 4.584 |
| Endocytosis | 1.455 | 9.420 |
| p53 signaling pathway | 1.451 | 3.183 |
| Cell cycle | 1.422 | 5.396 |
| Apoptosis | 1.416 | 4.641 |
| FoxO signaling pathway | 1.405 | 4.330 |
| ErbB signaling pathway | 1.402 | 2.982 |
| Aldosterone synthesis and secretion | 1.400 | 3.282 |
| mTOR signaling pathway | 1.377 | 4.464 |
| Estrogen signaling pathway | 1.344 | 3.453 |
| Autophagy-animal | 1.343 | 4.054 |
| Breast cancer | 1.342 | 3.606 |
| AMPK signaling pathway | 1.338 | 3.012 |
| Ras signaling pathway | 1.322 | 4.883 |
| MAPK signaling pathway | 1.309 | 5.588 |
| cAMP signaling pathway | 1.298 | 4.108 |
| PI3K-Akt signaling pathway | 1.274 | 5.397 |
| WT-BPGs | | |
| Description | Enrichment | -Log_10_*p* |
| Mucin type O-glycan biosynthesis | 2.057 | 3.801 |
| Inflammatory mediator regulation of TRP channels | 1.887 | 6.965 |
| Glycosaminoglycan biosynthesis-heparan sulfate/heparin | 1.763 | 1.695 |
| Other types of O-glycan biosynthesis | 1.725 | 2.660 |
| Arginine biosynthesis | 1.686 | 1.431 |
| Thyroid hormone synthesis | 1.645 | 3.261 |
| Adherens junction | 1.630 | 3.758 |
| Alanine, aspartate and glutamate metabolism | 1.620 | 1.772 |
| Folate transport and metabolism | 1.592 | 1.469 |
| Protein digestion and absorption | 1.578 | 3.636 |
| NF-kappa B signaling pathway | 1.578 | 3.636 |
| Tyrosine metabolism | 1.567 | 1.546 |
| Rap1 signaling pathway | 1.563 | 6.414 |
| cAMP signaling pathway | 1.560 | 6.730 |
| Phospholipase D signaling pathway | 1.538 | 4.362 |
| Hormone signaling | 1.481 | 5.079 |
| cGMP-PKG signaling pathway | 1.444 | 3.531 |
| Cell adhesion molecules | 1.432 | 3.285 |
| Cysteine and methionine metabolism | 1.424 | 1.385 |
| Regulation of actin cytoskeleton | 1.413 | 4.176 |

# Supplementary material for: COCA-seq: genome-wide mapping of O-GlcNAc-associated open chromatin: COCA-seq maps O-GlcNAcylated open chromatin
**Source:** Acta Biochim Biophys Sin (Shanghai). 2025 Nov 24;58(5):975–88. doi: 10.3724/abbs.2025207
**Supplement:** Supplementary_information_figures_and_tables.docx

***Supplementary information***

This file includes:

**Supplementary Figure. S1-S3**.

**Supplementary Table. S1-S3**.

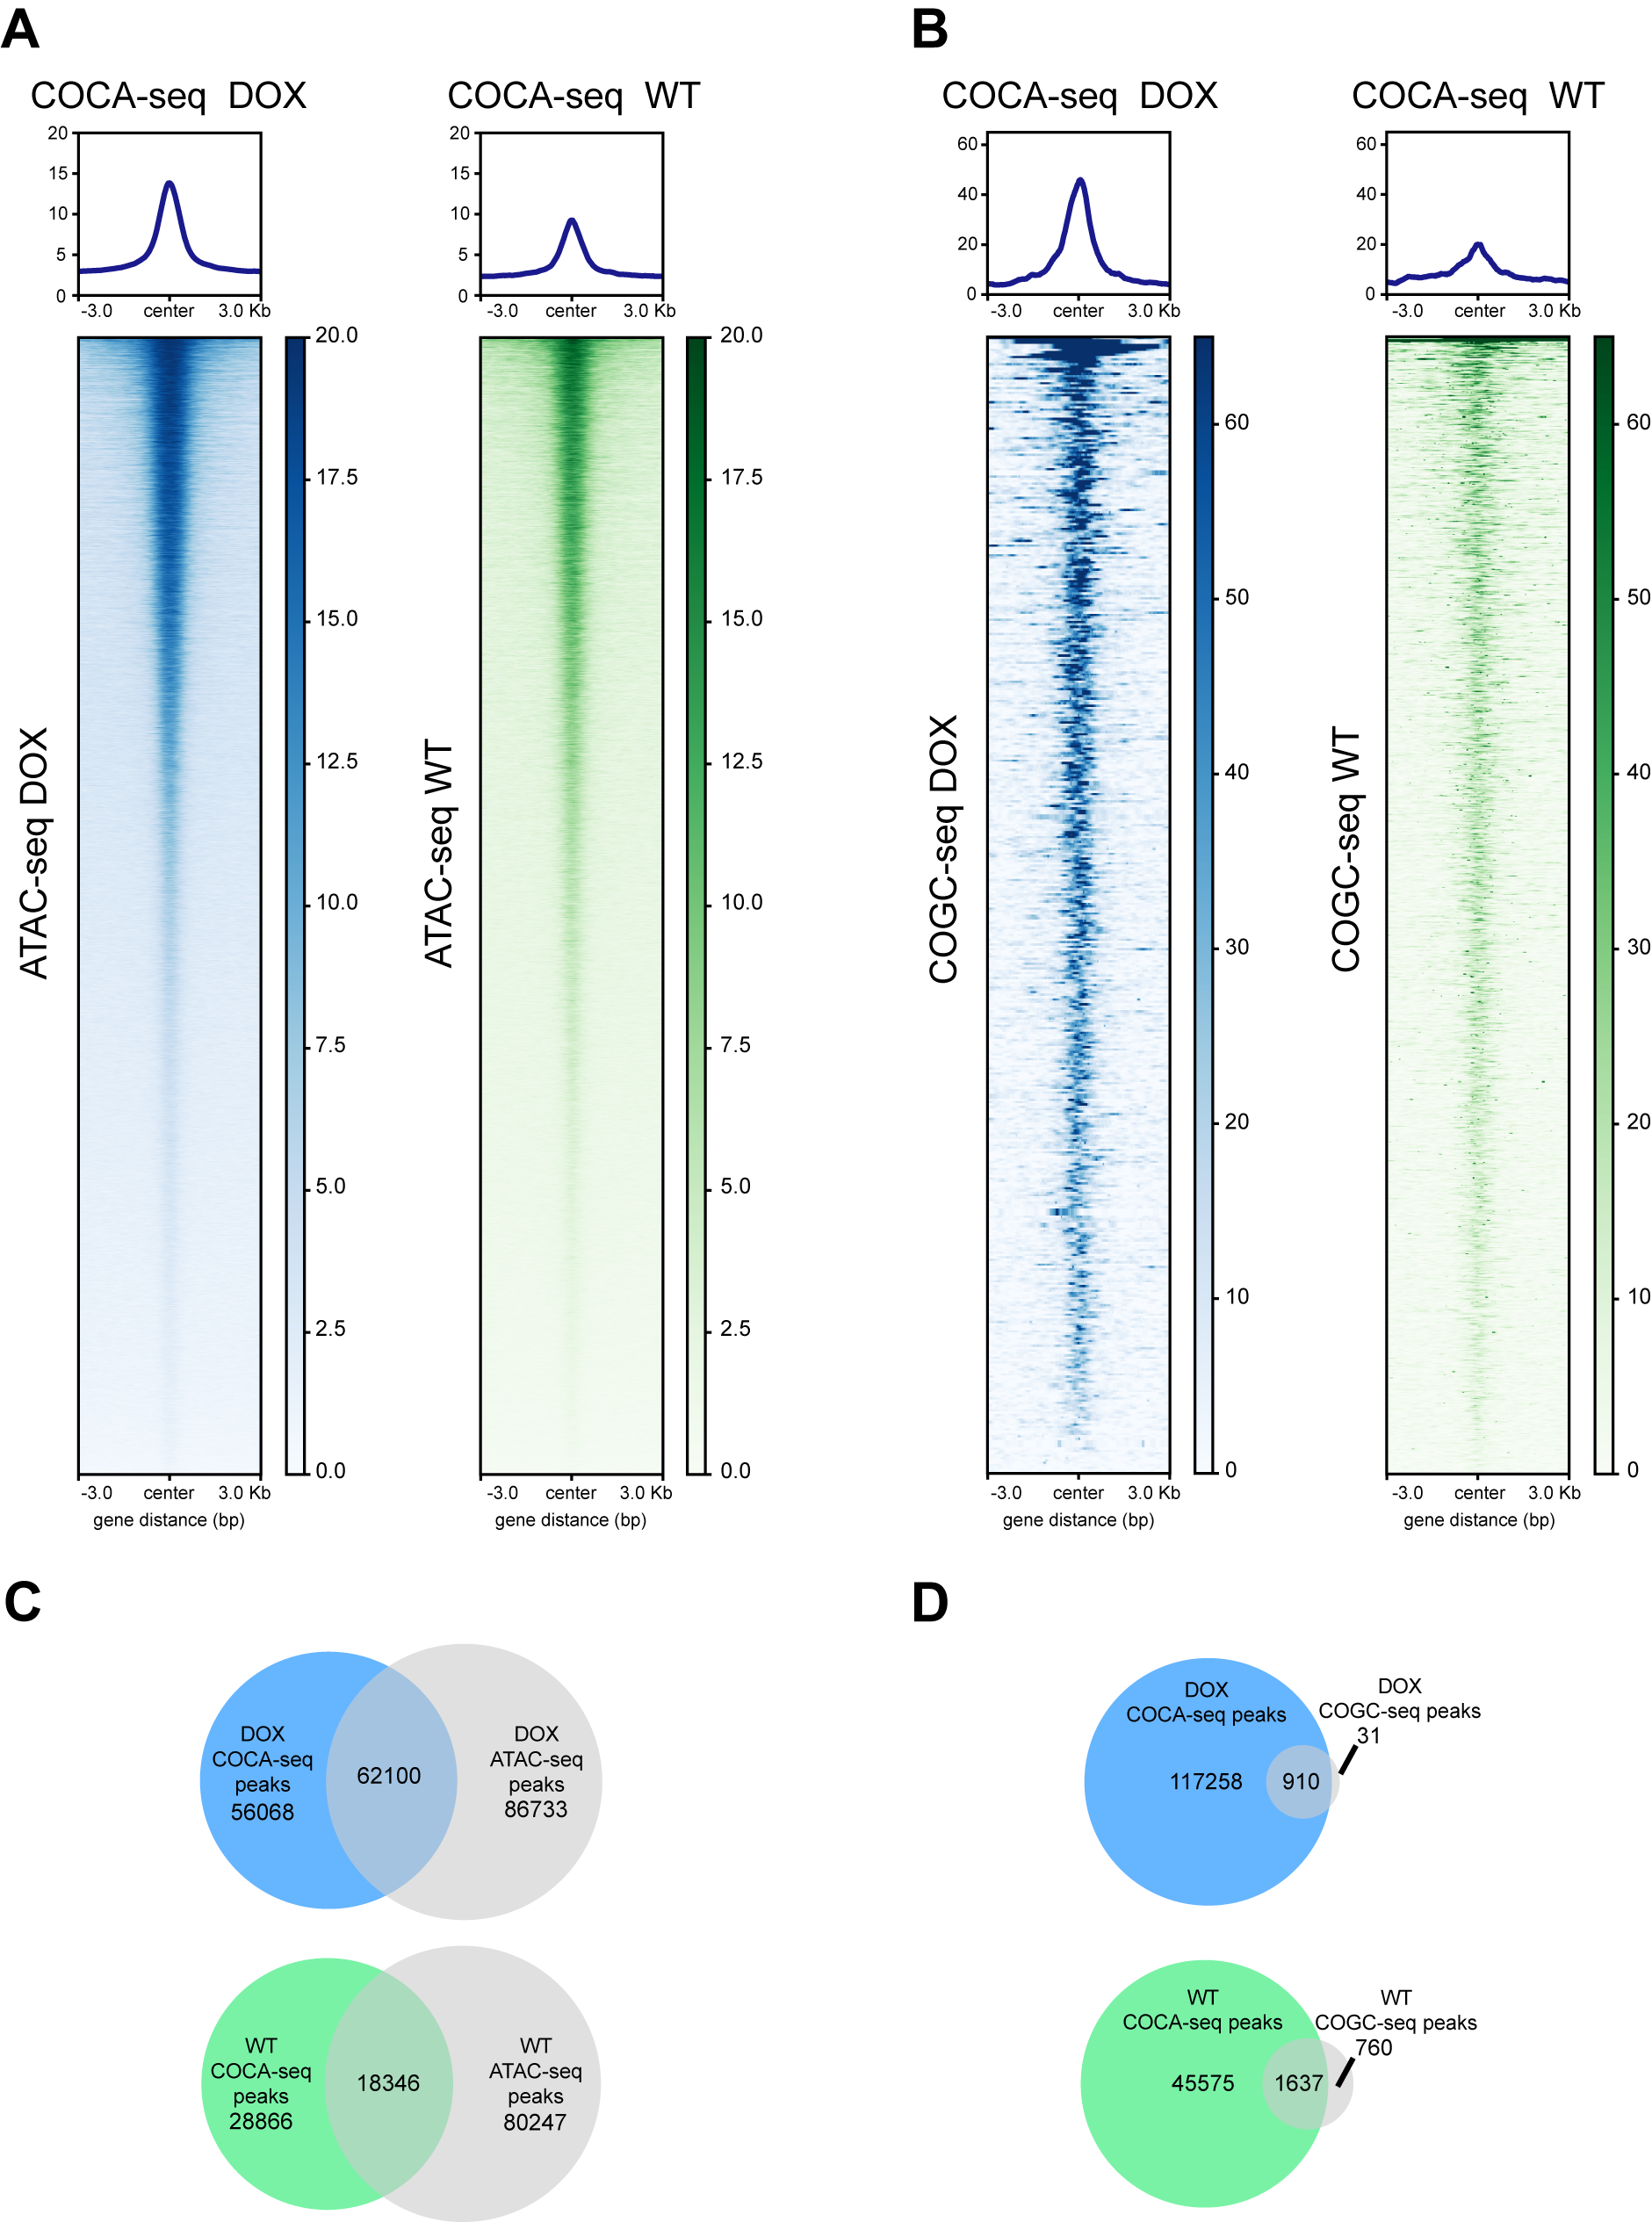

**Supplementary Figure S1. Validation of COCA-seq biological replicates in capturing O-GlcNAc-associated chromatin** (A-B) Independent biological replicates showing concordant patterns of read density profiles (top) and heatmap distributions (bottom) at genomic regions defined by ATAC-seq (A) and COGC-seq (B). The blue/green color indicates a high signal. (C-D) Overlap analysis confirmed similar intersection rates between COCA-seq peaks and chromatin regions identified by ATAC-seq (C) or COGC-seq (D) across replicates. All analyses were performed using identical bioinformatics pipelines as in Figure 2.

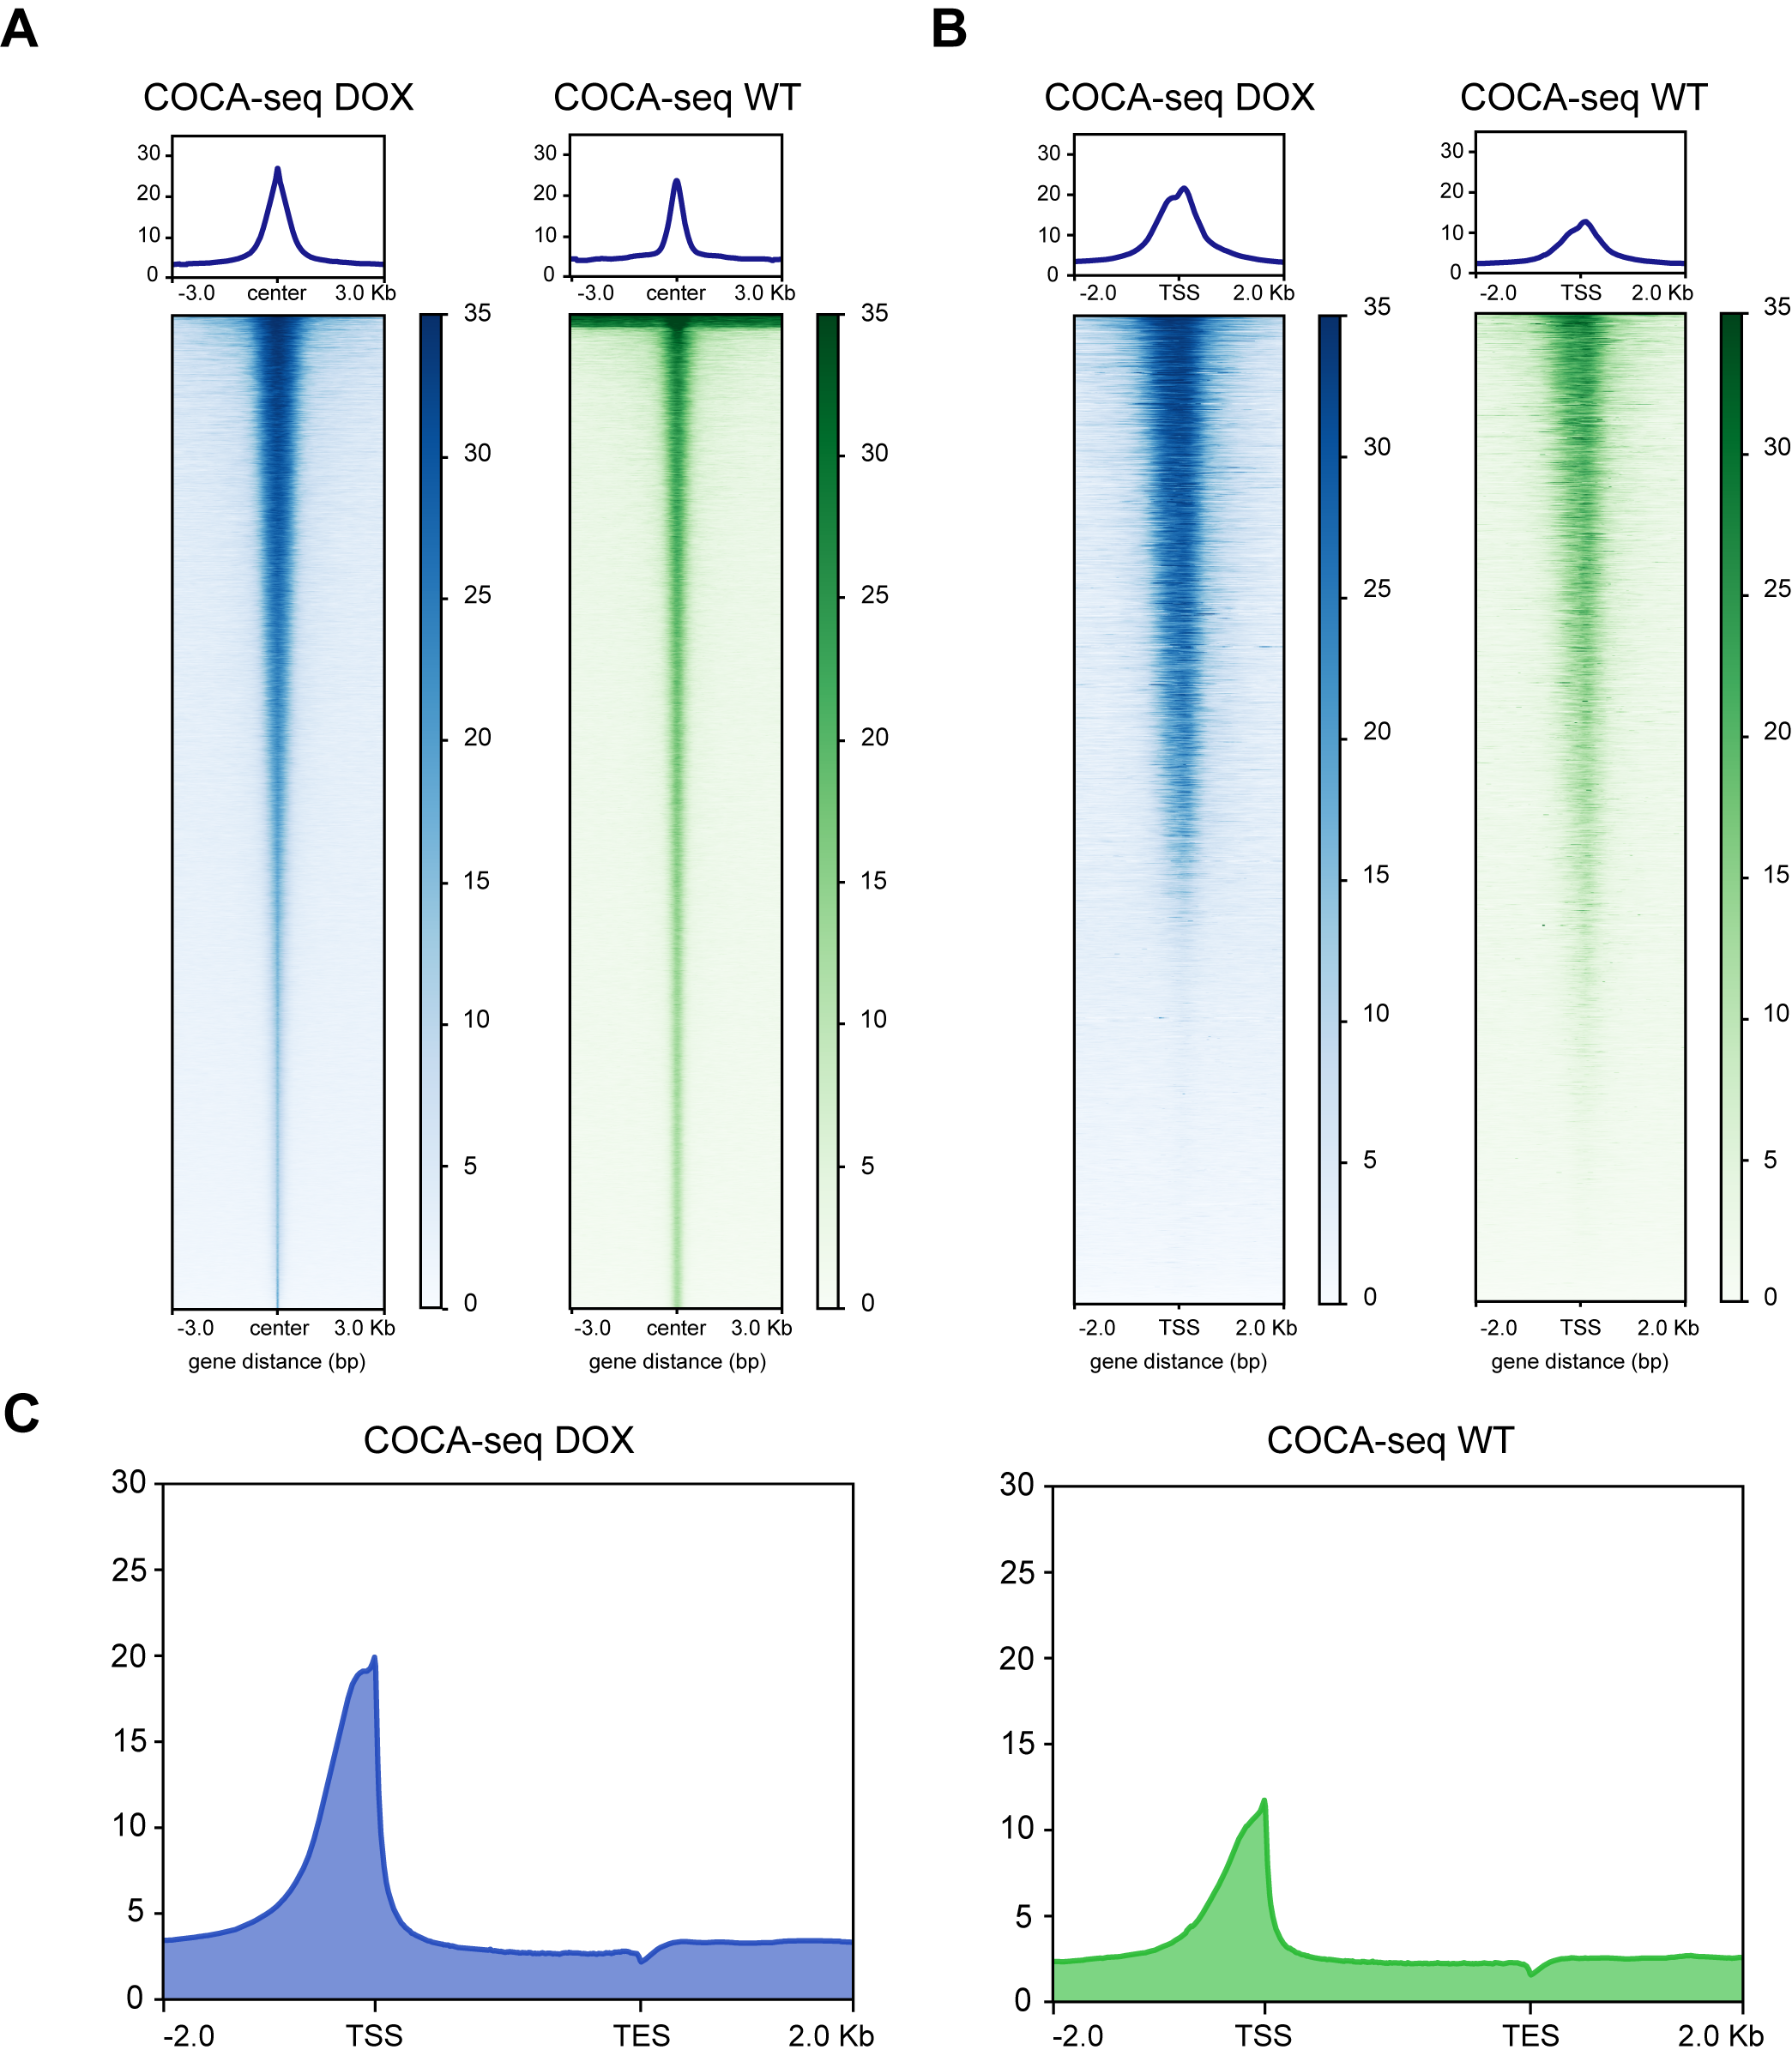

**Supplementary Figure S2. Consistent enrichment of COCA-seq signals at promoter regions in doxorubicin-resistant breast cancer cells** (A-B) Independent biological replicates analysis of COCA-seq read density distribution: (A) Heatmaps and average profiles (±3.0 kb) centered at COCA-seq peak summits, recapitulating promoter-focused enrichment. (B) Uniform signal distribution (±2.0 kb) flanking TSSs, with blue/green color scales indicating equivalent intensity metrics as Figure 3. (C) Reproducible genome-wide COCA-seq profiles spanning from TSS to TES regions (hg19). All analyses employed the same bioinformatics pipelines as in Figure 3.

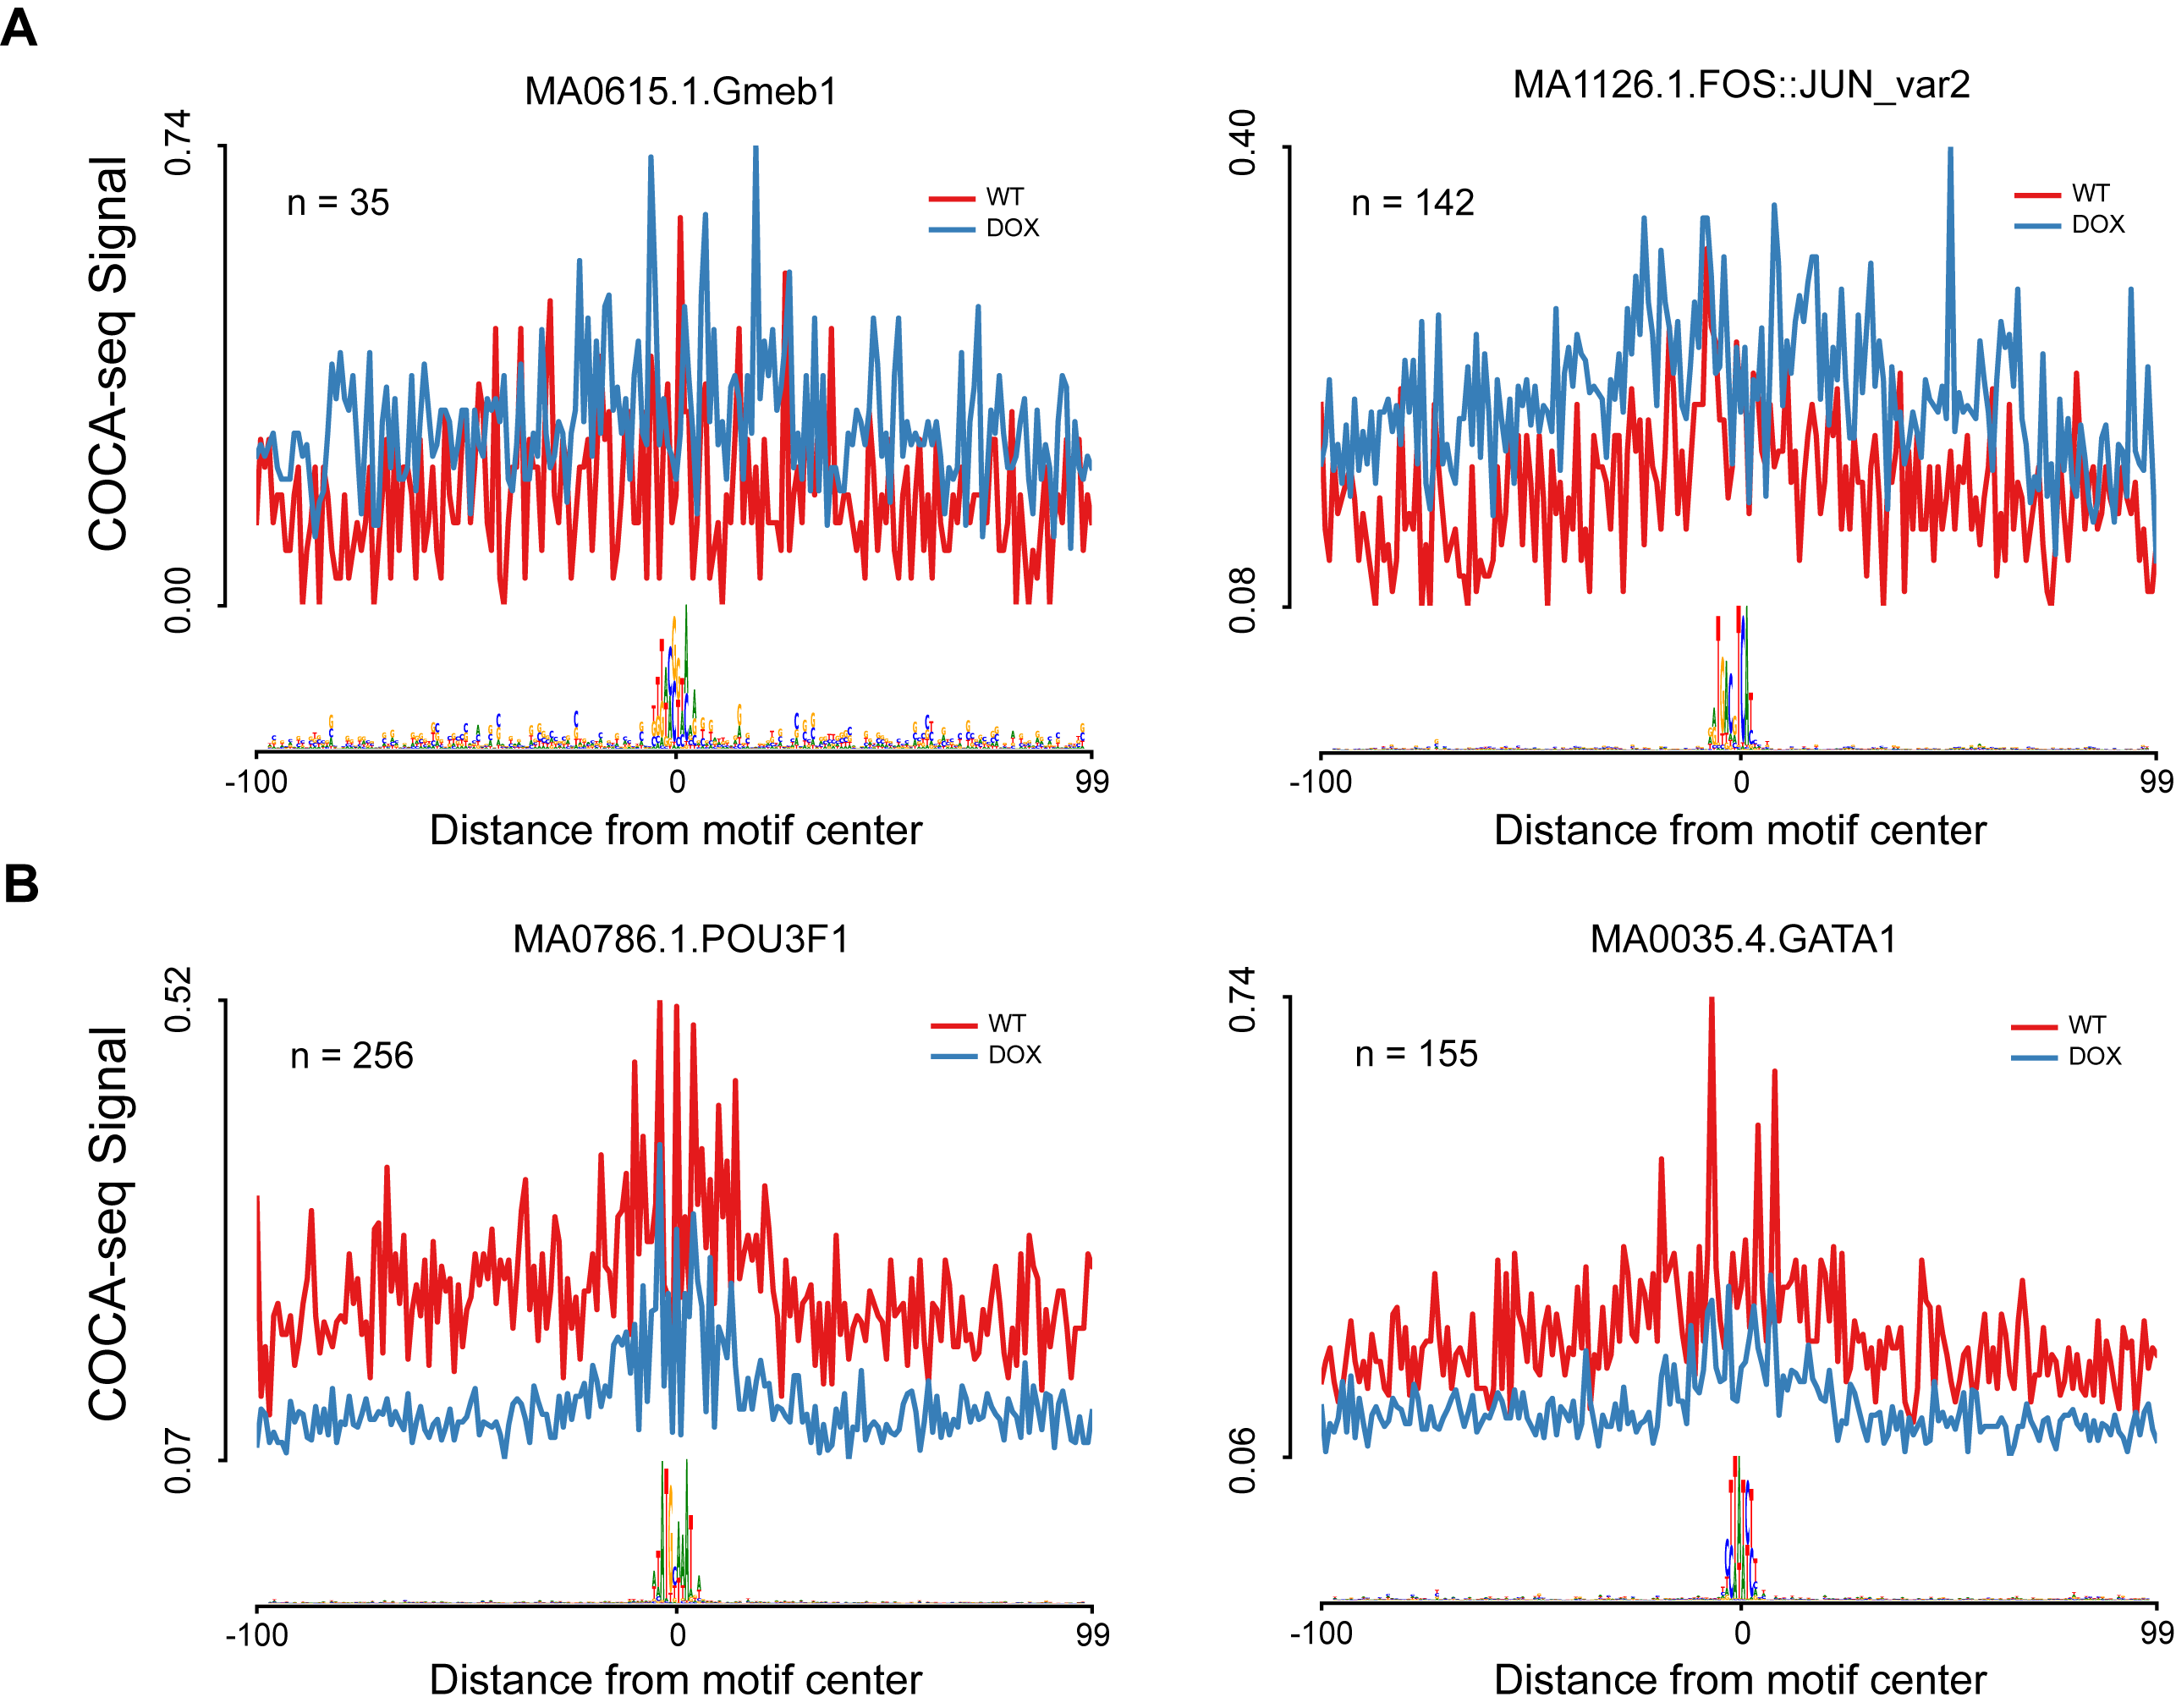

**Supplementary Figure S3. Additional TF binding motifs enriched in COCA-seq peak regions** (A-B) COCA-seq signal-associated motif analysis for more differential TFs: (A) Gmeb1 and FOS::JUN_var2 binding motifs in DOX. (B) POU3F1 and GATA1 motifs in WT. Greater COCA-seq signal intensity corresponds to higher predicted TF activity.

**Supplementary Table S1. List of used RT-qPCR primers**

| Gene | Forward | Reverse |
| --- | --- | --- |
| MFAP3L | GCAACTCTCAGTCTCTCTGCTCC | ACCCACTTCTGCAGGTCCGA |
| CTPS1 | AATACACGAAGTTCTCAGACTCCTATG | GCTCCAAGTCCGCAGAATCTATG |
| CSE1L | GGAACTGGAGAATTGTTGAAGATGAAC | TGAATTTGCTCTGGGCTGCTAAG |
| GAPDH | ACCCACTCCTCCACCTTTGAC | TGTTGCTGTAGCCAAATTCGTT |

**Supplementary Table S2. List of used COCA-qPCR primers**

| Gene | Forward | Reverse |
| --- | --- | --- |
| MFAP3L | CTGTAGTGTTTATGGCATCCCTGAC | CTCCTCTCTCCTTCTCATCCTCTTC |
| CTPS1 | GCGTGAGTTCCCAAACAGCCTCC | GCGTGTCTGCCCCTCTGCTT |
| CSE1L | CCTCCTCCGTTTCTGTATCCCCACGAG | GGAGCGCCTCATCCCTTCCTCA |

**Supplementary Table S3. List of the relative pathways from KEGG with the highest enrichment degree of BPGs**

| DOX-BPGs | | |
| --- | --- | --- |
| Description | Enrichment | -Log_10_*p* |
| Relaxin signaling pathway | 1.565 | 7.546 |
| Ubiquitin mediated proteolysis | 1.499 | 6.562 |
| Lysosome | 1.476 | 5.697 |
| HIF-1 signaling pathway | 1.462 | 4.584 |
| Endocytosis | 1.455 | 9.420 |
| p53 signaling pathway | 1.451 | 3.183 |
| Cell cycle | 1.422 | 5.396 |
| Apoptosis | 1.416 | 4.641 |
| FoxO signaling pathway | 1.405 | 4.330 |
| ErbB signaling pathway | 1.402 | 2.982 |
| Aldosterone synthesis and secretion | 1.400 | 3.282 |
| mTOR signaling pathway | 1.377 | 4.464 |
| Estrogen signaling pathway | 1.344 | 3.453 |
| Autophagy-animal | 1.343 | 4.054 |
| Breast cancer | 1.342 | 3.606 |
| AMPK signaling pathway | 1.338 | 3.012 |
| Ras signaling pathway | 1.322 | 4.883 |
| MAPK signaling pathway | 1.309 | 5.588 |
| cAMP signaling pathway | 1.298 | 4.108 |
| PI3K-Akt signaling pathway | 1.274 | 5.397 |
| WT-BPGs | | |
| Description | Enrichment | -Log_10_*p* |
| Mucin type O-glycan biosynthesis | 2.057 | 3.801 |
| Inflammatory mediator regulation of TRP channels | 1.887 | 6.965 |
| Glycosaminoglycan biosynthesis-heparan sulfate/heparin | 1.763 | 1.695 |
| Other types of O-glycan biosynthesis | 1.725 | 2.660 |
| Arginine biosynthesis | 1.686 | 1.431 |
| Thyroid hormone synthesis | 1.645 | 3.261 |
| Adherens junction | 1.630 | 3.758 |
| Alanine, aspartate and glutamate metabolism | 1.620 | 1.772 |
| Folate transport and metabolism | 1.592 | 1.469 |
| Protein digestion and absorption | 1.578 | 3.636 |
| NF-kappa B signaling pathway | 1.578 | 3.636 |
| Tyrosine metabolism | 1.567 | 1.546 |
| Rap1 signaling pathway | 1.563 | 6.414 |
| cAMP signaling pathway | 1.560 | 6.730 |
| Phospholipase D signaling pathway | 1.538 | 4.362 |
| Hormone signaling | 1.481 | 5.079 |
| cGMP-PKG signaling pathway | 1.444 | 3.531 |
| Cell adhesion molecules | 1.432 | 3.285 |
| Cysteine and methionine metabolism | 1.424 | 1.385 |
| Regulation of actin cytoskeleton | 1.413 | 4.176 |

How the deposited data were processed for this re-analysis (not part of the article)

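RNA from cells labelled MCF-7 (WT) and from cells labelled MCF-7/DOX, kept in 1 μM doxorubicin (DOX), was sequenced in 2 biological replicates each, from 50000 cells per library. The authors trimmed the reads with Trim-galore 0.6.4, aligned them to hg19 with STAR 2.7.11a and counted them per gene with featureCounts 2.0.3, and deposited the raw count of each gene by Entrez identifier. The gene annotation, the strand setting and the treatment of reads with several positions are not stated. The table holds 25702 genes, of which 5808 had 0 counts in all 4 libraries, so the filter on low counts came after it. Gene symbols were matched for 23696 identifiers from a RefSeq gene table, which was used for names only, and 2006 were left unmatched. GRCh37 coordinates were taken by symbol from GENCODE release 44 lifted to GRCh37, which placed 22469 symbols at a single position.
The DOX libraries held 14734736 and 13899113 counts with 17751 and 17800 detected genes, and the WT libraries held 15408718 and 14957569 counts with 16859 and 16644 detected genes, for replicates 1 and 2. TMM factors were 0.881 and 1.11 for DOX and 1.03 and 0.996 for WT.
Genes with a mean count above 1 over the 4 libraries were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, a quasi-likelihood fit with 2 residual degrees of freedom and Benjamini-Hochberg adjustment over 17502 genes. Genes were called at an adjusted p of 0.05 or less and a fold change of 1.5 or more. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The common dispersion was 0.0924, a biological coefficient of variation of 30.4%. CPM values used TMM library sizes. A fold against a group with no count was computed at a floor of 3 counts over the group, and a ratio against 1 to 3 counts was given with its exact 95% interval.
The 46 gene lists came from the pathways of Figs. 5D to 5F, from the drug, from the tissue and from other cell types. They were tested with camera in limma 3.58.1 on the same fit at a preset correlation of 0.01, adjusted over the lists with at least 5 tested members, and again with an estimated correlation and with fry. The smallest adjusted p was 0.931 with an estimated correlation and 0.0611 with fry. With an estimated correlation camera rests on the 2 residual degrees of freedom, so few lists could be called. Members were also adjusted over the list alone.
The common excess was computed by splitting the DOX counts of each gene into a part at the median replicate ratio of genes outside the 4 to 1 region and a part at an assumed ratio of 4, which fixes the excess in replicate 2 by that in replicate 1. Genes outside the mitochondrial genome with an excess of at least 80000 counts in replicate 1 were taken, including genes of the region, for which nearly all counts in DOX are taken as excess, a minimum set after the data were seen.
The rule for named genes took every gene the paper names for expression or transcription factor activity, a set of genes of the drug and of O-GlcNAc cycling, the 8 called genes with the largest fold change in each direction at a mean of at least 50 CPM and at least 10 counts in the lower group, the 5 most abundant called genes with fewer counts in the lower group, and 3 members of each list in each direction. Further members were named where they complete a count of 5 or fewer, and these were chosen after their values were seen.
The test was run on simulated data first, with counts drawn for 17498 genes from the means and sizes of the real libraries. Of 100 genes changed 2-fold, 1 was called, and of 100 genes changed 4-fold, 57 were called, with 0 in the wrong direction. Among 17298 unchanged genes 5 were called. The median log2 fold change of the raised genes was 1.12 and 1.96. By camera a list of raised genes had an adjusted p of 2.41e-34 and a random list had 0.347. Genes were drawn independently, so these values do not test lists of correlated genes. With 200 changed genes the adjusted threshold was stricter than in the real data, where 41.2% of tested genes were called. The shares recovered are therefore not the power of the real test.
As alternatives, DESeq2 1.42.0, the likelihood ratio test of edgeR, RLE, upper-quartile and total count scaling, no filter, a mean count above 10, filterByExpr, a test against a fold change of 1.5, adjusted p alone, a replicate block, the removal of the mitochondrial genes and the 20 highest genes, and the removal of each library in turn were run. The replicate numbers are shared labels only, since no common batch or day is stated. The 3 alternatives that remove the genes of the 4 to 1 region, the genes with the common excess, or both were chosen after the data were seen. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Histones, ribosomal proteins, UBB and KRT81 have near-identical copies, among which counting can split reads, so their values are uncertain. The COCA-seq peaks, the transcription factor footprints and the overlap of biased peak genes with differentially expressed genes were not analysed here.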

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

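The tests of the 3 patterns weighed below were all chosen after the results were seen, and the gene lists at the end were set beforehand. The patterns concern which genes can be compared between DOX and WT.
In DOX, chromosome X, the end of chromosome 9 and the mitochondrial genome drew attention because replicate 1 held 4.00 times the counts of replicate 2 over the mitochondrial genes, a ratio that no other chromosome had and that WT lacked. Sampling noise alone gives a median chi-square of 0.455. The 604 genes of the region with at least 100 counts had a median of 0.625 around 4 to 1. Other chromosomes had 4.48 around their own ratio. Chi-square falls with fewer counts, and DOX levels in the region were lower, so this comparison is not matched for depth. The median absolute deviation of the log2 ratio was 0.188 on the end of chromosome 9 and 0.198 on chromosome X. It was 0.307 on all other chromosomes together, and fewer counts would widen it. On chromosome 9 before the break it was 0.230, and on chromosomes 18 and 21 it was 0.234 and 0.230. Mean chi-squares around the pooled ratio were 27.7, 18.4 and 19.1, so some genes lay far off. Median chi-squares around it were 3.46, 2.04 and 4.65, and 3.49 on chromosome 9 before the break. By the median absolute deviation the region spread less than any other chromosome. Around the pooled ratio, the end of chromosome 9 spread like its own start, and the low 0.625 depends on the assumed 4 to 1. The spread therefore does not settle whether the 2 cultures differed in copy number or expression. A difference in depth is argued against by the step of 2.27 in the median log2 ratio at the break on chromosome 9, where WT had -0.19. The pooled ratios were 3.37 on chromosome 9 and 3.45 on chromosome X, where abundant genes such as RPL7A (1.32) and RPS4X (1.66) had lower ratios. Within the 95% range of sampling noise lay 84.4% of the genes, against 46.8% elsewhere, a share that fewer counts also raise. Counts of both DOX replicates taken from 1 pool of reads in this region would give such a share, but it does not single this out. How such counts arose stays open, and genes of the region, OGT and KLF4 among them, may carry no replicate information in DOX.
The 41 genes with a common excess of counts in DOX were noticed because they lie on 17 chromosomes and share the same number of added counts. They were selected at an excess of at least 80000 counts in DOX replicate 1, with no upper limit, and its SD was 15.9% of its median over all 41 genes and 1.40% without CAV1, which has about 2 copies of it. Taken by a minimum of 80000 raw counts in DOX replicate 1 and under 1000 in each WT library, 12 of them had 22942 to 24061 counts in replicate 2, an SD of 1.31% of their mean, against 40.0% for the 12 genes next in replicate 1. Separate transcription of each gene would not be expected to give near-equal counts. The minimum picked only genes already noticed by such counts, however, so this restates the pattern and is no separate test. Raw counts of the 12 genes in replicate 1 ran from 91652 to 92725, an SD of 0.325% of their mean. But the same reads counted in each gene and a number added in another way cannot be told apart, since the genes were noticed by these counts. Replicate 2 is no independent check, because its counts followed those of replicate 1 at near 4 to 1. The minimum was also set after the counts were seen. The fold changes of these 41 genes, CAV1, EGLN1, ACTB and TPX2 among them, may not measure transcription.
The luminal markers ESR1, TFF1, TFF3, CDH1 and KRT19 were near 0 in all 4 libraries, although the labels name MCF-7. Their highest level was 1.20 CPM in a WT library and 0.847 CPM in a DOX library. The pattern was noticed by these levels, so they restate it and are no separate test. For these 5 genes, low levels in both groups are not accounted for by a loss during selection in doxorubicin or by a swap of the WT and DOX labels. Other luminal genes are not covered by this. Of the other luminal genes listed, KRT8 was at 1766 CPM in DOX and 497 CPM in WT, KRT18 at 1127 and 536 CPM and MUC1 at 26.0 and 408 CPM. GATA3 was at 27.5 CPM in DOX but at 1.29 CPM in WT, close to the 1.20 CPM called near 0 above. These levels do not set the identity of the cells. VIM was at 1837 CPM in WT. Cells of another origin than the label says and cultures that had lost the expression of these 5 genes cannot be told apart, since expression alone does not separate them. Whether DOX and WT share an origin was not tested either.
PAX8, a transcription factor of Müllerian and thyroid epithelium, was at 154 CPM in DOX, 26.6-fold above WT (adjusted p = 0.00031, edgeR's quasi-likelihood test), a gene the paper does not discuss. H19 was at 3778 CPM in WT and is also outside the genes the paper discusses. Of 18 neighbors of ABCB1 on 7q21, 11 were higher in DOX. Of 14 genes of class I antigen presentation, 10 were higher in WT, B2M by 46.4-fold.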

How the results depend on the processing

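The tests without the genes of the 4 to 1 region, without the genes of the common excess or without both were chosen after the data were seen. Under all 19 alternatives to the gene test, 0 genes were called in the opposite direction. The count of genes higher in DOX ran from 2698 (without DOX replicate 2) to 4522 (likelihood ratio test), and that of genes higher in WT from 2006 (without DOX replicate 2) to 3830 (likelihood ratio test), with 2006 to 3341 over the fits that leave out 1 library. With fewer libraries a single library stands for its group and is assumed to vary like the other group. With the replicate block 4106 genes were higher in DOX and 3573 in WT, and the deviations of same-numbered libraries correlated at 0.092 over 14454 genes and 0.164 over 13606 genes without both sets. MFAP3L, CTPS1 and GAPDH kept their side of the threshold under every alternative that gave them a value, and GAPDH, among the 20 highest genes, had none where those are left out. CSE1L lost its call with total counts only (1.05), in the test against a fold change of 1.5 (1.10) and without DOX replicate 1 (0.95 to 1.26 on the log2 scale over the fits that leave out 1 library), and the cause was not tested. For 287 named genes, the comparisons gave 5105 with the same call, 246 in which a call ended, 18 in which a gene became called and 10 of the opposite sign. The sign of JUN, not called at -0.30, was opposite with the replicate block (1.10), and it ran from -1.22 to 3.51 over the fits that leave out 1 library, where WT replicate 1 holds 9187 counts and WT replicate 2 holds 318. ABCC1 ran from -0.30 to 0.69 over those fits. CDH1, not called at -0.01, was at 0.00 (0.000779) with DESeq2, 0.0575 with upper-quartile factors, 0.0313 without the mitochondrial and 20 highest genes, 0.0355 without the genes of the common excess and -0.17 to 0.18 over the fits that leave out 1 library. Camera with an estimated correlation called 0 lists towards DOX and 0 towards WT, and fry called 0 and 0. With 2 residual degrees of freedom the former could hardly call any list. Under the other alternatives 1 list was higher in DOX and 7 to 11 were higher in WT. Lists that pointed the other way had these adjusted p values. With fry they were 0.85 (NRF2), 0.87 (PI3K-Akt), 0.0945 (Notch) and 0.83 (nuclear and short RNA). Notch had 0.997 with RLE, 0.951 without the region, 0.996 without the common excess and 0.959 without both. Angiogenesis had 0.99 with total counts and 0.991 with no filter, and nuclear and short RNA had 0.928 and 0.963, and 0.943 with the replicate block. With a mean count above 10 and with filterByExpr, interferon-stimulated genes had 0.994 and 0.976, and endothelial markers 0.806 and 0.812. Over the fits that leave out 1 library, the adjusted p ran from 0.661 to 0.966 for homologous recombination, 0.266 to 0.925 for G2/M, 0.941 to 0.999 for Notch, 0.339 to 0.958 for luminal identity, 0.439 to 0.966 for senescence, 0.584 to 0.937 for angiogenesis, 0.835 to 0.958 for interferon-stimulated genes, 0.291 to 0.937 for ribosomal proteins, 0.941 to 0.999 for nuclear and short RNA and 0.770 to 0.927 for endothelial markers. The cause was not tested for any of these lists. In simulated data with only 200 changed genes, 100 genes changed 2-fold gave 1 call. In the real data 41.2% of tested genes were called, which makes the adjusted threshold less strict. The simulated share is therefore not the power of the real test, though a gene that did not pass can still differ.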

Differences from the paper's values

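All values here are set against the paper's at its thresholds. The alternatives named were set before the data were examined. A value was taken to differ at over 1.5 times the other, except a fold whose paper value lay within 1 standard error. MFAP3L mRNA was 10.9-fold higher in DOX by RNA-seq, and the paper's RT-qPCR gives about 2.5 in Fig. 7C, read by eye. The RT-qPCR is scaled to GAPDH and the RNA-seq fold to TMM library sizes, and the latter rests on few counts in WT. The difference held under all the alternatives set before the data were examined, with folds of 7.13 (without WT replicate 1) to 22.7 (without WT replicate 2). No alternative run reached the paper's value. The panel drawn as Fig. 7C shows mRNA, and its legend gives the panels the other way round. For CTPS1 and CSE1L the folds did not differ by that measure, apart from CTPS1 without WT replicate 1 at 2.17. The number of genes higher in WT was within 1.5 times the paper's except without DOX replicate 2 (2006).
In Fig. 5E the paper sets HIF-1 signaling on the side of DOX, where 13 of 20 HIF-1 target genes were higher in WT and 1 was higher in DOX. The paper's entry is a signaling pathway and the list here holds its target genes, so the gene sets differ. It sets PI3K-Akt signaling on the side of DOX, where 4 genes were higher in DOX and 6 in WT. That list mixes activators and inhibitors of the pathway and was not called (camera adjusted p = 0.806). Its median log2 fold change was -0.004 and its mean 0.08, so the count sets no direction against the paper's. It sets the RAC1-PAK1-p38-MMP2 pathway on the side of DOX, where 1 gene, PAK1, was higher in DOX and 3 were higher in WT, MMP2 among them. It sets Notch signaling on the side of WT, where 7 genes were higher in DOX and 4 in WT, while the list test pointed to WT (adjusted p = 0.984). In Fig. 5D it sets angiogenesis on the side of WT, where 7 genes were higher in DOX and 6 in WT, while the list test pointed to WT, and DNA repair on the side of DOX, where genes of homologous recombination had 3 and 4 and of end joining 1 and 1. NRF2 targets, which it sets on the side of DOX, had 4 and 3, while the list test pointed to WT (adjusted p = 0.88). Drug efflux, which the paper sets on the side of DOX, had 4 and 4 among the transporters, ABCB1 among those higher in DOX, while the list test pointed to WT (camera adjusted p = 0.806). On the same side as the paper by counts alone were telomere maintenance (5 and 3), glycolysis (1 and 8), Wnt (13 and 7), histones (2 and 14), TGF-β signaling (6 and 9), ECM-receptor interaction (6 and 17), PPAR (2 and 9), TNF (1 and 10), focal adhesion (10 and 2) and EGFR (5 and 1), as counts higher in DOX and in WT. So were apoptosis (6 and 9) and senescence without histones (5 and 7), which the paper sets lower in DOX. Camera at the preset correlation called histones, ECM-receptor interaction, PPAR and TNF, but not the others. The counts alone neither bear out nor contradict the paper's sides. Over all 17502 tested genes, 3977 were higher in DOX and 3232 higher in WT. The paper's lists hold only genes with biased peaks, which the lists used here do not require. The lists used here were also drawn up separately, and those of HIF-1, NRF2, PPAR and TNF are built around target genes. Among the lists set on another side than the paper's, camera at the preset correlation called HIF-1 alone. No list was called with an estimated correlation, which could hardly call any with 2 residual degrees of freedom, or by fry.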

Other observations

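The test of the genes around ABCB1 was chosen after the result was seen, and the lists were not. On 7q21, CROT, which encodes a carnitine acyltransferase of peroxisomes, had no count in WT and was at least 144-fold higher in DOX, and RUNDC3B had 1 count in WT and a ratio of 532 (95% interval 95.1 to 21059) towards DOX (8.71 with all libraries, 10.95 without WT replicate 1 and 7.94 without WT replicate 2, on the log2 scale). In class I antigen presentation, 10 of 14 genes were higher in WT. That list's camera call (adjusted p = 0.00193) was lost with an estimated correlation (adjusted p = 0.931) and by fry (adjusted p = 0.188). B2M, the light chain of the class I complex, was at 48.1 ± 7.19 CPM in DOX and 2233 ± 538 CPM in WT (SD, n = 2 each). NLRC5, the activator of class I genes, was 9.8-fold higher in WT (adjusted p = 0.00064, edgeR's quasi-likelihood test). HLA-A was also higher in WT (-3.80 on the log2 scale, and -3.03 without WT replicate 2).
Of 18 genes around ABCB1 on 7q21, 11 were higher in DOX, 2 were higher in WT and 5 did not pass the test (11 and 2 when adjusted over the list alone), with camera adjusted p = 0.0134 towards DOX, adjusted p = 0.931 with an estimated correlation and 0.0611 by fry. STEAP4 and CLDN12 were the genes higher in WT, and the call of CLDN12 ended without DOX replicate 1 or 2 and in the test against a fold change of 1.5. A candidate explanation is a change that spans neighboring genes and not ABCB1 alone. Of the 10 nearest tested neighbors of ABCB1, 7 were higher in DOX, where random called genes had 3.45 on average and 10.3% of 10000 such genes had as many, so the test leaves this open.
Of 14 class I antigen presentation genes, 0 were higher in DOX, 10 were higher in WT and 4 did not pass the test (0 and 10 when adjusted over the list alone), with camera adjusted p = 0.00193 towards WT, adjusted p = 0.931 with an estimated correlation and 0.188 by fry. HLA genes vary between people and share reads, so their levels are uncertain. Of 22 interferon-stimulated genes, 5 were higher in DOX, 3 were higher in WT and 14 did not pass the test (5 and 3 when adjusted over the list alone), with camera adjusted p = 0.926 towards DOX. MX2, an antiviral GTPase (74.9-fold), and IFI44 (26-fold) were higher in DOX with ISG15, IFIT1 and IRF9, and IFITM1, an antiviral membrane protein (34.9-fold), IRF7 (3.22-fold) and OAS1 were higher in WT. On the log2 scale calls ended for ISG15 (0.69 to 1.02 without DOX replicate 1 or 2 or WT replicate 2, with total counts only, in the test against a fold change of 1.5), IFIT1 (0.89 to 1.37 without DOX replicate 1 or 2 or WT replicate 2, with filterByExpr, in the test against a fold change of 1.5) and IRF9 (1.30 without DOX replicate 2). Leaving out 1 library moved MX2 (6.23 with all libraries, 5.58 without WT replicate 1 and 7.41 without WT replicate 2) and IFI44 (4.70 with all libraries, 5.44 without WT replicate 1).
Of 13 luminal genes, 3 were higher in DOX, 4 were higher in WT and 6 did not pass the test (4 and 5 when adjusted over the list alone), with camera adjusted p = 0.806. Their median log2 fold change was 0.46, their mean was -0.75 and the test pointed to WT. GATA3, a luminal transcription factor (21.2-fold), KRT8 (3.55-fold) and MLPH (6.95-fold) were higher in DOX, and TBX3, a T-box factor (40.2-fold), MUC1 (15.7-fold), FOXA1 (3.43-fold) and AGR2 (at least 20.3-fold) were higher in WT. Calls ended for KRT8 (1.46 without WT replicate 2), FOXA1 (-1.60 without DOX replicate 2) and AGR2 (-5.57 without WT replicate 1). Leaving out 1 library moved GATA3 (4.40 with all libraries, 5.08 without WT replicate 1), MLPH (2.80 with all libraries, 3.42 without WT replicate 2) and MUC1 (-3.97 with all libraries, -3.26 without WT replicate 2).
Of 10 basal and myoepithelial genes, 5 were higher in DOX, 4 were higher in WT and 1 did not pass the test (5 and 4 when adjusted over the list alone), with camera adjusted p = 0.806. DSC3, a desmosomal cadherin (at least 333-fold), TAGLN, an actin binding protein (31.7-fold), OXTR, CNN1 and MYLK were higher in DOX, and KRT17, a basal keratin (92.5-fold), FOXC1 (3.25-fold), ACTA2 and TP63 (at least 8.61-fold) were higher in WT. Leaving out 1 library moved OXTR (6.12 with all libraries, 6.91 without WT replicate 1), CNN1 (5.76 with all libraries, 8.00 without WT replicate 1 and 4.99 without WT replicate 2), MYLK (3.04 with all libraries, 3.82 without WT replicate 2), KRT17 (-6.53 with all libraries, -5.88 without WT replicate 1) and ACTA2 (-3.94 with all libraries, -4.55 without DOX replicate 2).
Of 9 Müllerian epithelium markers, 4 were higher in DOX, 2 were higher in WT and 3 did not pass the test (5 and 2 when adjusted over the list alone), with camera adjusted p = 0.703. PAX8, WT1 (at least 49.5-fold), CLDN6, with 2 counts in WT (ratio 18.4 (95% interval 4.72 to 158)), and LHX9 were higher in DOX, and MUC16 (at least 214-fold) and MEIS1 (4.82-fold) were higher in WT. The call ended for LHX9 (3.05 to 3.54 without DOX replicate 1 or WT replicate 1 or 2, with DESeq2). Of 7 fibroblast markers, 1 was higher in DOX, 3 were higher in WT and 3 did not pass the test (2 and 3 when adjusted over the list alone), with camera adjusted p = 0.382. COL1A1 was higher in DOX, and THY1 (56.9-fold), LUM (4.5-fold) and DCN, with 1 count in DOX (ratio 347 (95% interval 61.9 to 13740)), were higher in WT. Leaving out 1 library moved DCN (-8.15 with all libraries, -10.57 without DOX replicate 1 and -7.18 without DOX replicate 2 and -8.77 without WT replicate 1 and -6.99 without WT replicate 2). Of 5 blood cell markers, 1 was higher in DOX, 2 were higher in WT and 2 did not pass the test (1 and 2 when adjusted over the list alone), with camera adjusted p = 0.703. CSF1R, a cytokine receptor of macrophages (26.1-fold), and CD14, with 1 count in DOX (ratio 115 (95% interval 20.3 to 4592)), were higher in WT, and CD68 (1.75-fold) was higher in DOX. Calls ended for CD14 (-3.85 without WT replicate 2) and CD68 (0.69 to 0.96 without DOX replicate 1 or 2 or WT replicate 1, with total counts only, in the test against a fold change of 1.5). Of 10 endothelial markers, 4 were higher in DOX, 1 was higher in WT and 5 did not pass the test (5 and 1 when adjusted over the list alone), with camera adjusted p = 0.809. ESAM, a junction protein (4.85-fold), KDR, VWF and TIE1 were higher in DOX and PECAM1 (29.1-fold) in WT. Calls ended for KDR (5.25 to 5.52 without DOX replicate 2, with DESeq2), VWF (2.50 to 3.29 without DOX replicate 1 or 2 or WT replicate 1 or 2, with DESeq2) and TIE1 (2.09 to 2.91 without DOX replicate 2 or WT replicate 1, in the test against a fold change of 1.5). Leaving out 1 library moved PECAM1 (-4.86 with all libraries, -4.21 without DOX replicate 1 and -6.21 without DOX replicate 2 and -4.23 without WT replicate 2).
Of 15 immediate early genes, 1 was higher in DOX, 8 were higher in WT and 6 did not pass the test (1 and 9 when adjusted over the list alone), with camera adjusted p = 0.0653 towards WT. DUSP1, a phosphatase of MAP kinases (5.23-fold), was higher in WT and DUSP5 (5.2-fold) was higher in DOX, and KLF4, higher in WT, lies on chromosome 9 where the DOX replicates differ 4 to 1. The list was called with total counts only (adjusted p = 0.0462), with the replicate block (0.026) and without WT replicate 2 (3.49e-07), but had 0.584 without WT replicate 1, 0.122 without DOX replicate 1, 0.169 without DOX replicate 2, 0.105 without the genes of the 4 to 1 region, and adjusted p = 0.931 with an estimated correlation and 0.376 by fry. Without WT replicate 2, WT replicate 1 alone stands for WT. FOS had 10630 and 290 counts in the WT replicates, and the call ended for FOS (-5.18 to -1.03 without DOX replicate 2 or WT replicate 1, with a mean count above 10, with filterByExpr, in the test against a fold change of 1.5). Of 9 stemness genes, 3 were higher in DOX, 3 were higher in WT and 3 did not pass the test (3 and 3 when adjusted over the list alone), with camera adjusted p = 0.806. SOX9 (9.18-fold), SOX2 (at least 9.39-fold) and ALDH1A3 (at least 33.2-fold), an aldehyde dehydrogenase, were higher in DOX, and CXCR4 (9.73-fold), ALDH3A1 (at least 223-fold) and KLF4 were higher in WT.
Of 14 genes of O-GlcNAc cycling and hexosamine synthesis, 2 were higher in DOX, 3 were higher in WT and 9 did not pass the test (2 and 3 when adjusted over the list alone), with camera adjusted p = 0.806. UAP1, which makes the donor sugar UDP-GlcNAc, was 5.34-fold higher in DOX, with GNPNAT1 (2.27-fold), and GFPT2 (4.07-fold), GALK2 (2.84-fold) and GFPT1 (2.44-fold) were higher in WT. OGT, the O-GlcNAc transferase on chromosome X, had a log2 fold change of -1.53 (standard error 0.69, adjusted p = 0.12), and was at -3.06 without DOX replicate 1 and -0.80 without DOX replicate 2. OGA had a log2 fold change of -0.46 (standard error 0.26, adjusted p = 0.19). Calls ended for GNPNAT1 (0.89 to 1.18 without DOX replicate 1 or WT replicate 2, in the test against a fold change of 1.5) and GFPT1 (-1.20 without DOX replicate 2).
Of the transcription factors the paper names, CREB3L4 was 4.31-fold higher in WT (adjusted p = 0.0072). NRF1 had a log2 fold change of 0.43 (standard error 0.25, adjusted p = 0.21), XBP1 a log2 fold change of -1.29 (standard error 0.43, adjusted p = 0.055), GMEB1 a log2 fold change of -0.35 (standard error 0.28, adjusted p = 0.35), POU2F1 a log2 fold change of -0.99 (standard error 0.39, adjusted p = 0.086) and JUN a log2 fold change of -0.30 (standard error 1.18, adjusted p = 0.85). MYCN had 0 counts, and GATA1 and POU3F1 had at most 2 counts in a library.
Of 13 mitochondrially encoded genes, 0 were higher in DOX, 3 were higher in WT and 10 did not pass the test (0 and 1 when adjusted over the list alone), with camera adjusted p = 0.0134 towards WT, adjusted p = 0.931 with an estimated correlation and 0.277 by fry, and ND5, ND6 and ATP8 were the genes higher in WT. All of them lie in the region of the 4 to 1 ratio. The list's adjusted p was 0.0615 with a mean count above 10, 0.0556 with filterByExpr and 0.106 without WT replicate 2. Of 74 ribosomal protein genes, 7 were higher in DOX, 5 were higher in WT and 62 did not pass the test (0 and 0 when adjusted over the list alone), with camera adjusted p = 0.806. RPL9 (3.06-fold), RPS27, RPL24 and, in the region, RPL7A and RPL12 were higher in WT, and the 7 higher in DOX include RPS11, which carries the common excess. Calls ended for RPS27 (-1.61 to -1.53 without DOX replicate 1 or 2), RPL24 (-1.01 to -0.66 without DOX replicate 1 or 2 or WT replicate 1, with upper-quartile factors, with total counts only, in the test against a fold change of 1.5), RPL7A (-1.12 to -0.83 without DOX replicate 2 or WT replicate 2, in the test against a fold change of 1.5) and RPL12 (-1.18 to -0.93 without DOX replicate 2, in the test against a fold change of 1.5). Of 10 nuclear and short RNAs, 0 were higher in DOX, 2 were higher in WT and 8 did not pass the test (0 and 2 when adjusted over the list alone), with camera adjusted p = 0.951. NEAT1 (2.97-fold) and GAS5 (2.12-fold) were higher in WT, and calls ended for NEAT1 (-1.14 without DOX replicate 1) and GAS5 (-1.19 to -0.95 without DOX replicate 1 or 2). Of 13 reference genes, 1 was higher in DOX, 3 were higher in WT and 9 did not pass the test (1 and 3 when adjusted over the list alone), with camera adjusted p = 0.624. SDHA (3.46-fold), GUSB (3.16-fold) and PGK1 were higher in WT, and ACTB, which carries the common excess, was higher in DOX. Calls ended for GUSB (-1.42 without DOX replicate 1), and GUSB was at -0.94 without WT replicate 2.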
